# Adipose tissue-derived microRNAs as epigenetic modulators of type 2 diabetes

**DOI:** 10.1186/s12916-025-04560-7

**Published:** 2025-12-09

**Authors:** Ratika Sehgal, Neele Haacke, Alice Maguolo, Fiorella A. Solari, Markus Jähnert, Pascal Gottmann, Emma Nilsson, Allan Vaag, Pamela Fischer-Posovszky, Anja Werberger, Andreas L. Birkenfeld, Andreas Fritsche, Hans-Ulrich Häring, Albert Sickmann, Heike Vogel, Charlotte Ling, Meriem Ouni, Annette Schürmann

**Keywords:** Adipose tissue, MicroRNA (miRNA), Type 2 diabetes (T2D), Imprinting, Epigenetics, Multiomics, New Zealand Obese (NZO) mice, Discordant monozygotic twins

## Abstract

**Background:**

White adipose tissue (WAT) dysfunction including an aberrant expression of miRNAs is strongly associated with the risk of developing type 2 diabetes (T2D), with limited evidence linking early changes in the WAT-derived miRNAs and T2D. The present study aims to identify early miRNome changes prognostic for T2D in mice and humans.

**Methods:**

Gonadal (g) WAT of diabetes-resistant and diabetes-prone mice were subjected to multi-omics analyses (transcriptome, miRNome, methylome, proteome). Metabolic phenotypes linked with T2D were correlated with adipose tissue miRNA expression and DNA methylation from 14 monozygotic twin pairs discordant for T2D. Plasma miRNA levels from females at high risk of developing T2D (TÜF study) were included.

**Results:**

Adipose tissue of the diabetes-susceptible mice was less insulin sensitive with ~ 200 differentially expressed mature miRNAs compared to diabetes-resistant mice. Integrative analysis of miRNome-transcriptome-proteome identified 227 proteins involved in amino acid metabolism, inflammation, signalling pathways, and insulin resistance. More than 20 differentially expressed miRNAs are located in the imprinted region *Dlk1-Gtl2* and *Mest* (miR-335) potentially regulated by DNA methylation. Imprinted miRNAs also exhibited similar alterations in adipose tissue from monozygotic twin pairs discordant for T2D, with miR-335 expression altered only in females. Moreover, plasma levels of miR-335-5p were negatively correlated with fasting blood glucose in females at high risk of developing T2D.

**Conclusions:**

Early alterations of WAT-derived miRNAs such as miR-335-5p could contribute to systemic metabolic changes associated with the risk of developing T2D.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12916-025-04560-7.

## Background

The existing global healthcare system is overwhelmed by a profound rise in the prevalence of type 2 diabetes (T2D), accounting for one death every 5 s and imposing a global financial burden [1]. These alarming trends demand the development of novel treatment strategies and early diagnostic markers for T2D in addition to reinforcing a healthier lifestyle [2]. Impaired adipocyte plasticity and adipose tissue inflammation are key hallmarks mediating the course of metabolic derangements in obesity, leading to insulin resistance and T2D [3]. In this context, over the past years, the therapeutic potential of several microRNAs (miRNAs) has been investigated [4]. MiRNAs are ⁓22 nucleotides long non-coding RNAs that target and modify the expression of multiple genes and proteins [5].

For instance, the let-7 family of miRNAs has been recognized as a potent regulator of insulin signalling and glucose metabolism by targeting the transcription factor HMGA2 (high mobility group AT-hook 2) amongst others [6]. Specific miRNAs such as miR-103/107 have been identified to trigger endoplasmic reticulum stress and apoptosis of preadipocytes [7]. Adipose tissue dysfunction in obesity was associated with elevated miR-30/125a-5p, both known to trigger inflammation and insulin resistance [8]. Adiponectin production has been found to be heavily regulated by miRNAs such as miR-193b [9]. There is also ample evidence to support the idea that adipose tissue remodelling is epigenetically driven, resulting in a heterogeneous presentation of obesity and its related diseases [10–12]. Not all individuals with obesity develop T2D, and not all individuals with T2D are obese, and these differences are partially mediated by epigenetic mechanisms [13, 14]. It is therefore necessary to identify early epigenetic modulators of these metabolic adaptations. Moreover, further research is required to understand and establish the biological significance of adipose tissue-derived miRNAs in T2D and their diagnostic and therapeutic potential.

It is also well known that adipose tissue is a major contributor to a circulating miRNA pool, and the adipose tissue miRNA profile is severely altered in case of T2D and obesity, mainly in response to calorie excess [15, 16]. More recently, researchers have also identified that adipose tissue secretome regulates several physiological processes, including glucose and lipid metabolism, insulin sensitivity, inflammation, and energy homeostasis [17]. Although several studies investigated the association between circulating miRNAs and T2D risk, rarely has the source of detected miRNAs been explored, and thus it remains a challenging question. Additionally, studies linking circulating miRNA profile and prediabetes are limited. As adipose tissue is one of the most dynamic tissues in which many molecular changes occur before the development of T2D, investigation of its miRNAs may reveal potential early and stable miRNAs that can serve as biomarkers for T2D.

In the present study, we investigated gonadal white adipose tissue (gWAT)-derived miRNAs as epigenetic modulators of T2D using genetically identical New Zealand Obese (NZO) female mice differing in their susceptibility to develop T2D. On a 60% high-fat diet, about 40% of the mice develop T2D, whereas the remaining mice are protected from hyperglycemia; in contrast, nearly all male NZO develop T2D under these conditions. We are able to distinguish between diabetes-resistant and -prone female mice already at week 10, before the onset of T2D [18, 19]. Thus, this mouse model offers a unique opportunity to study epigenetic mechanisms before the onset of the disease affecting cellular and molecular adaptations in metabolically active tissues like adipose tissue [18, 19]. Conserved and functionally relevant miRNAs were further screened for changes in adipose tissue of monozygotic twin pairs discordant for T2D from Scandinavian Twins registries to translate current research findings to humans [20]. In addition, the status of selected miRNAs in plasma of females at high risk of developing T2D from the Tübingen lifestyle intervention (TÜF) study was investigated.

## Methods

### Animal study design

The animal study protocol and experimental design have been detailed in previous publications [18, 19, 21]. After 5 weeks of high-fat diet (HFD) feeding, female New Zealand Obese (NZO) mice were phenotypically classified as either diabetes-prone (DP) or diabetes-resistant (DR) based on a risk score [19]. For the majority of the life span, the DR group remains normoglycemic, while DP mice develop hyperglycemia later in life. For the current study, the gWAT was harvested and plasma samples were collected at week 10. All procedures involving animals were approved by the ethics committee of the State Agency of Environment, Health and Consumer Protection (2347–28–2014, State of Brandenburg, Germany).

### Adipose tissue insulin resistance index & adipocyte size measurement

The quantitative determination of plasma insulin was performed with Mouse Ultrasensitive Insulin ELISA by ALPCO (catalog number: 80-INSMUE01; USA) from 15 DR and 13 DP mice, as described earlier [18]. Plasma free fatty acid levels were measured using the NEFA-HR assay (reagent 1: 434–91,795; reagent 2: 436–91,995; standard: 270–77000; Neuss, Germany), as described previously [19]. The adipo-IR index was calculated by multiplying the plasma insulin levels with the free fatty acid measurements. Adipose tissue was fixed in 4% formaldehyde for 24 h at room temperature, followed by dehydration, paraffin embedding, sectioning, and staining (cytosol-eosin and nuclei-hematoxylin). The images were captured using a light-optical microscope Eclipse E800 (Nikon, Chiyoda, Japan), and adipocyte size was measured with ImageJ (National Institutes of Health, Bethesda, USA).

### Genome-wide RNA, small-RNA and DNA methylation profiling of gWAT

Total RNA was extracted from the gWAT (*n* = 15/group) using a miRNeasy kit (Qiagen, Germany) as per the manufacturer’s instructions and quantified as detailed previously [21]. RNA samples were sequenced by BGI (Shenzen, China) using BGISEQ for whole-genome transcriptome analysis and small RNA sequencing using BGISEQ-500 (DNBSEQ-G50) Sequencing V.1 technology. Differential expression analysis for transcripts was done using DESeq2v1.34.0 in R (v.4.1.2); minimum mean FPKM > 1; Wald test and Benjamini–Hochberg method to adjust for multiple testing and differential miRNA expression analysis was done using EdgeR v3.36.0 [22]. The criteria for the minimum read count was set to mean read count > 10 and 29 out of 30 analysed samples were included for the statistical analysis. The detailed methodology can be found in the previous publication [21]. Of note, the small RNA sequencing data were annotated for both mature and hairpin miRNAs based on the miRDeep2 pipeline, as described elsewhere [23].

Secondly, genomic (g) DNA was isolated from gWAT (*n* = 6/group) using the ReliaPrep™ gDNA Tissue Miniprep System (Promega). The samples were sent to LIFE & BRAIN GENOMICS GmbH (Bonn, Germany) for genome-wide analysis using the Illumina Methylation Array (MM285, Illumina, San Diego, CA, USA). In brief, a specific amount of gDNA was bisulfite converted, amplified, fragmented, hybridized onto the array chip, and scanned as described earlier [21]. Differentially methylated CpG sites were identified using a mixed linear model with the limma R package.

### Weighted miRNA correlation network and transcription factor binding motifs enrichment analyses

In line with previous studies, Weighted Gene Co-expression Network Analysis (WGCNA) was employed to analyze our miRNome data (WMCNA) [24] (R version 4.3.1; WGCNA version 1.71). Throughout the analysis, the guidelines established by Horvath et al. were adhered to [25]. Optimization for scale-free topology yielded an optimal soft-thresholding power (β) of 12. In addition to default parameters, we utilized a signed network and set the minimum module size to ten. Hub miRNAs were defined by their top 5 ranking in terms of connectivity and a module membership (MM) value > 0.75. Visual representations were generated using the R package igraph (version 1.5.1). Furthermore, to evaluate if miRNAs that cluster on specific chromosomes are also regulated by a common transcription factor (TF), we screened for putative TF binding motifs 500 bp upstream of the transcription start site (TSS) of the miRNA. The TF binding motifs were retrieved from JASPAR 2024 as position weight, and binding sites were predicted via TFBSTools (version 1.40). To assess whether a miRNA promoter was enriched for a specific binding motif, we compared the number of motifs in that promoter with the number of motifs across promoters of all other miRNAs. This comparison was conducted using the Crawford-Garthwaite test, with a significance threshold set at 10^–6^ using R-package psycho (version 0.6.1). For convenience, TF names were set as capital letters even if binding motifs were originally received from mouse experiments.

### Proteomics analysis

For label-free proteome analysis, frozen powdered gWAT tissue samples were lysed, followed by protein concentration measurement using the bicinchoninic acid assay (Pierce, Thermo Fisher Scientific, Rockford, USA). Thereafter, cysteines were reduced, and free sulfhydryl groups were alkylated, and samples (55 µg) were processed using the S-trap Mini Column Digestion Protocol (PROTIFI, Farmingdale, NY, USA) according to the manufacturer’s instructions, with slight modifications as detailed in Additional file 1: Methods [26–28]. Digestion quality control was performed via a monolithic column–HPLC [27]. NanoLC–MS/MS analysis was done using a U3000 RSLCnano online-coupled (Thermo Scientific, Bremen, Germany) to TIMS-TOF mass spectrometer (Bruker Daltonics, Bremen, Germany), with further details elaborated in Additional file 1: Methods. Raw data were analysed by Spectronaut Pulsar (Biognosys), using a mouse database (swissPROT_tremBl) following specific parameters. Results files were exported, based on PG protein quantification fold change (FC), and *p*-values (*p*) were calculated using an unpaired *t*-test for DP versus DR samples. In total, 6032 proteins were quantified, from which 1606 were up or down-regulated with *p* < 0.05, and 407 with |log_FC_ (DP/DR)|> 0.5 and *p* < 0.05. Raw data and search results are deposited in the ProteomeXchange repository (project accession number PXD057291).

### miRCURY assay-based validation for selected miRNAs

The miCURY LNA RT Kit (Qiagen, Cat. No. 339340, Hilden, Germany) was used to synthesize cDNA, and the miCURY LNA Sybr Green PCR Kit (Qiagen, Cat. No. 339346, Hilden, Germany) was used for the qPCR. For each primer assay and sample, duplicates were made, and RNU6-1/U6 (RNA, U6 Small Nuclear 1) served as the endogenous control. The following primer assays were used (all fully conserved in humans except miR-342): hsa-miR-100-5p, hsa-miR-130a-5p, hsa-miR-142-5p, hsa-miR-146a-5p, has-miR-146b-5p, hsa-miR-196b-5p, hsa-miR-199a-5p, hsa-miR-30b-5p, hsa-miR-335-5p, has-miR-376a-3p, hsa-miR-409-3p, hsa-miR-455-5p, hsa-miR-let-7i-5p, and mmu-miR-342-5p (Additional file 1: Methods).

### miRNA-mRNA-protein target prediction and pathway enrichment analysis

The miRNA-mRNA target prediction was performed to identify putative yet experimentally validated targets for miRNAs based on a workflow described previously [18]. Precisely, one mRNA is considered a putative target based on its prediction in at least three out of five queried prediction tools and experimental validation evidence based on TarBase.v9. The mRNAs that were also found to be differentially expressed in the current dataset were then subjected to pathway and gene ontology enrichment analysis using the DAVID tool. An additional layer of adipose tissue proteomics data was overlaid onto the predicted miRNA-mRNA targets using the R package igraph version 2.0.3 to get a holistic molecular snapshot of early prediabetic adipose tissue in NZO female mice.

### Human cohorts

#### Monozygotic twin pairs discordant for T2D

Fourteen monozygotic twin pairs discordant for T2D were included in the present analysis from our previously published study [20, 29]. Total RNA was extracted from frozen subcutaneous adipose tissue biopsies from 12 of the 14 discordant twin pairs using the miRNeasy kit (Qiagen, Hilden, Germany), and miRNA expression was analysed by miRNA 3.0 arrays (Affymetrix, Santa Clara, CA) as detailed elsewhere [20]. In addition, genomic DNA was extracted from 14 discordant twin pairs with the DNeasy Blood and Tissue kit (Qiagen) and subjected to DNA methylation analysis using Infinium HumanMethylation450 BeadChips (Illumina). The detailed bioinformatics workflow and the clinical characteristics of the cohort, as well as some of the miRNA and DNA methylation data, have been published previously [20, 29]. To identify the differences between the discordant twins, a paired two-tailed Wilcoxon test was performed, and Spearman statistics were used for the correlation analyses with blood glucose and HbA1c levels. We examined correlations between epigenetic markers and T2D-related phenotypes (like glucose and HbA1c levels) both dependently and independently of the twin pairs, with the aim of highlighting epigenetic differences due to environmental factors, lifestyle, or disease status that are not necessarily paired in the same way as genetic data. Analyses were performed with SPSS (IBM) version 29.

#### German cross-sectional TÜbingen Family study for type 2 diabetes (TÜF)

A subgroup comprising 99 females at high risk of developing T2D was included from the TÜF cohort comprising more than 3000 non-related individuals [30]. The plasma miRNA expression profile was correlated (Spearman statistics) with the fasting blood glucose levels in age- and BMI-matched individuals. All the above-mentioned study protocols were approved by the relevant local medical ethics committee. Written informed consent was obtained from all the study participants, and the study was carried out in accordance with the Declaration of Helsinki.

### Effect of miR-335 mimic transfection in 3T3-L1 cells

The 3T3-L1 fibroblasts (ATTC® CL-173™) were cultured in standard conditions and were seeded on collagen-coated (Collagen A, Biochrom GmbH, Berlin, Germany) plates and grown until sub-confluent, as detailed earlier [21]. Using Lipofectamine 2000 (Invitrogen) transfection reagent, 20 nM miRNA mimic miR-335-5p (YM00473600-ADA, Qiagen) was transfected into these 3T3-L1 fibroblasts for 48 h. The scrambled miRNA (YM00479902-ADA, Qiagen) was used as a control. Differentiation was started using IMDM/FBS containing 200 nM insulin (Roche), 0.5 mM 3-isobutyl-1-methylxanthine (Sigma-Aldrich), 2 mM rosiglitazone (Sigma-Aldrich) and 250 nM dexamethasone (Sigma-Aldrich) and cultured for 3 days. Medium was replaced with IMDM/FBS containing 200 nM insulin every day for 2 days, followed by 1 day in IMDM/FBS and 1% penicillin/streptomycin (P/S). Cells were harvested before induction of differentiation (d0) and during the differentiation at day 1 to day 6 (d1–d6). Changes in gene/miRNA expression were evaluated using qPCR (Additional file 1: Methods) and data were normalized with appropriate endogenous controls. RNA sequencing was conducted at day 3 and day 6 of differentiation. Analysis was performed by BGI using DEseq2 and genes were considered as significant differentially expressed with *q* < 0.01.

To assess insulin sensitivity of 3T3-L1 cells treated with miR-335-5p, adipocytes at day 5 of differentiation were cultured in 250 µL media for 48 h in 24-well plates before being serum-starved in IMDM containing 0.2% BSA for 6 h and then stimulated with 0.5 or 100 nM insulin for 20 min. Cells were washed three times with ice-cold PBS and lysed in RIPA buffer containing protease and phosphatase inhibitors (Thermo Fisher Scientific).

The triglyceride levels of 3T3-L1 adipocytes at day 3 and day 6 of differentiation were analysed using the Randox Triglycerides assay (GPO-PAP, TR210) according to the manufacturer’s protocol, as detailed earlier [21]. For Oil Red O staining at day 3 and day 6 of differentiation, the cells cultured on cover slips were washed with PBS and fixed with 4% paraformaldehyde for 10 min and washed with PBS three times for 5 min. After fixation, cells were washed with water and 60% isopropanol for 5 min. A freshly prepared and filtered Oil Red O working solution (6:4 dilution of stock 75 mg Oil Red O (Sigma-Aldrich) in 15 mL isopropanol and filtered after 24 h) was used and incubated for 10 min at room temperature. Cells were rinsed with 60% isopropanol two times and washed with water. Finally, cells were mounted with aqueous mounting medium (Dako Faramount, S3025) and lipid droplets were visualized using a light microscope.

### Luciferase reporter assay in HeLa cells

HeLa cells were seeded in 96-well plates and grown overnight to ∼70% confluency. Cells were transfected with either the binding sites of *Gna12* (GeneCopoeia provided by BioCat GmbH, Germany) or *Gga3* (Origene Technologies, Inc, USA) plasmids together with the mmu-miR-335-5p mimic or the non-targeting miRNA mimic (YM00473600-ADA, Qiagen) using Lipofectamine 2000 for 48 h. Each condition (*Gna12* + miR-335-5p-mimic; *Gna12* + non-targeting miRNA mimic; *Gga3* + miR-335-5p-mimic; *Gga3* + non-targeting miRNA mimic) was transfected in three to four replicate wells and repeated in three independent experiments. Selected sequences cloned into the luciferase reporter constructs are available upon request.

## Results

### Study design

To identify epigenetic factors modulating adipose tissue function and the risk of developing T2D, the present study took advantage of genetically identical female New Zealand Obese (NZO) mice differing in their T2D susceptibility [18, 19]. This specific mouse model provides a unique opportunity to study the regulatory epigenetic mechanisms that influence cellular and molecular adaptations in metabolically active tissues, such as adipose tissue, already before the onset of T2D [31]. To this end, gWAT from 15 diabetes-prone (DP) and 15 diabetes-resistant (DR) mice were analysed for changes in the miRNome and transcriptome profiles (Fig. 1). 

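Small RNA of gWAT was sequenced from 15 DP and 14 DR female NZO mice that were 10 weeks old. The most abundant mature miRNA was miR-126a-3p, a miRNA of endothelial cells, with 66753 ± 7556 CPM (counts scaled by library size, mean and SD, n = 15) in DP and 80836 ± 7808 (n = 14) in DR mice. Mature miRNAs made up a median of 47.4% of the counts of a library (43.2% to 49.6%) and hairpin miRNAs 37.0% (35.4% to 39.8%). Mature miRNAs took a smaller share of the counts in DP (45.9% ± 1.55, SD) than in DR mice (48.3% ± 0.797; two-sided permutation test, p = 4e-05), and hairpin miRNAs a larger one (38.3% ± 1.06 against 36.2% ± 0.581, p = 1e-05 from the same test, the smallest that 100000 permutations can give). The larger hairpin share rests on the hairpin of miR-21a-5p, which held 10.7% of all counts in DP and 6.69% in DR mice. The other hairpin miRNAs took 27.6% ± 0.958 of all counts in DP and 29.5% ± 0.889 in DR mice (p = 2e-05 from the same test). This comparison was chosen after the values were seen, and the counts of the miR-21a-5p hairpin stay in its totals. The larger share of that hairpin in DP mice lowers all other shares there, the mature share included. Neither lower share therefore shows by itself that those miRNAs fell. Over all hairpin miRNAs, the difference in share was 2.57 percentage points among the libraries numbered below 200 and 1.16 among those numbered 200 and above. For mature miRNAs the difference was -2.72 and -1.14 in the same order. The deposited values are counts of reads per annotated small RNA, 1 column per mouse, with no normalization. Counts over all features ranged from 24416345 to 27513950 per library in DP and from 24266300 to 27662601 in DR mice. The 1162 mature and hairpin miRNAs with a mean count above 10 were scaled by the trimmed mean of M values (TMM) and compared between groups with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all of them. Across these miRNAs, the log2 CPM of different mice of a group correlated with a Pearson r of 0.951 to 0.983 in DP and 0.956 to 0.982 in DR. The first principal component of the libraries held 13.4% of the variance and the second 10.7%. The second followed the library number given in the labels (Pearson r = 0.834 and Spearman rho = 0.809, n = 29, each with a permutation p = 1e-05, the smallest possible), with r = 0.855 within DP and 0.828 within DR mice and 0.830 without the 2 libraries farthest from the median number. The libraries below 200 came from 10 DP and 6 DR mice and those of 200 and above from 5 DP and 8 DR mice. This division was chosen after the values were seen, and a division at 199 parted the component best. What the library number stands for is not stated in the labels.

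**Figure D1:**
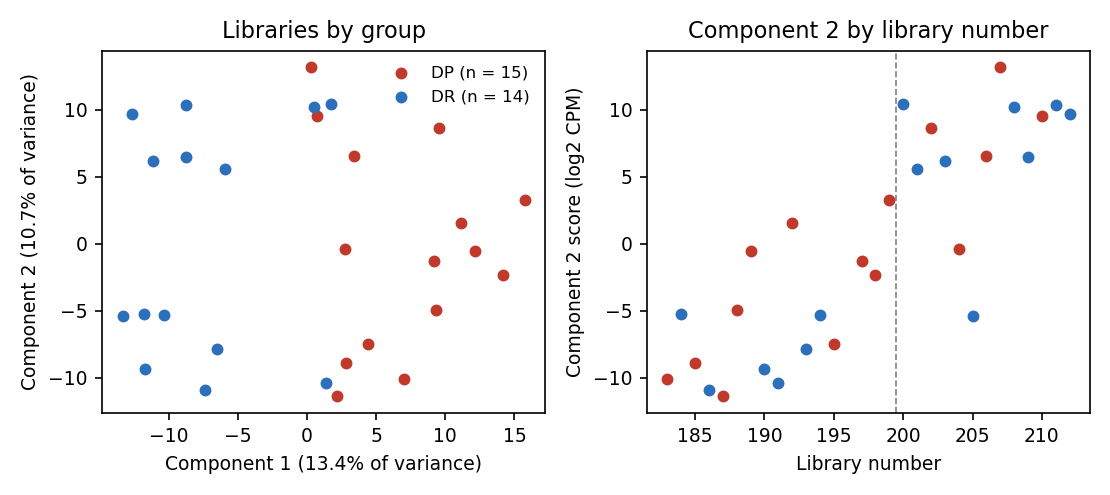
Scores of the 29 libraries on the first and second principal components of log2 CPM (left) and second component against library number (right), with 1 point per mouse, red for DP (n = 15) and blue for DR (n = 14). The dashed line marks the division at 200, and the second component runs with library number at r = 0.834.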

Subsequently, gWAT from some of these mice were subjected to DNA methylation and proteomics analyses. These omics layers were then combined to decipher miRNA-mRNA-protein networks and to identify potential biomarkers for T2D (Fig. 1). The findings from the mouse model were translated to humans using two independent human cohorts: (1) The disease phenotype and contribution of changes in DNA methylation were derived from adipose tissue transcriptome and DNA methylome profiles of monozygotic twin pairs discordant for T2D. (2) To establish the relevance of identified miRNAs as putative biomarkers in the context of T2D, the plasma miRNA abundance was studied in prediabetic females at high risk of developing T2D from the TÜF study (Fig. 1).

**Fig. 1:**
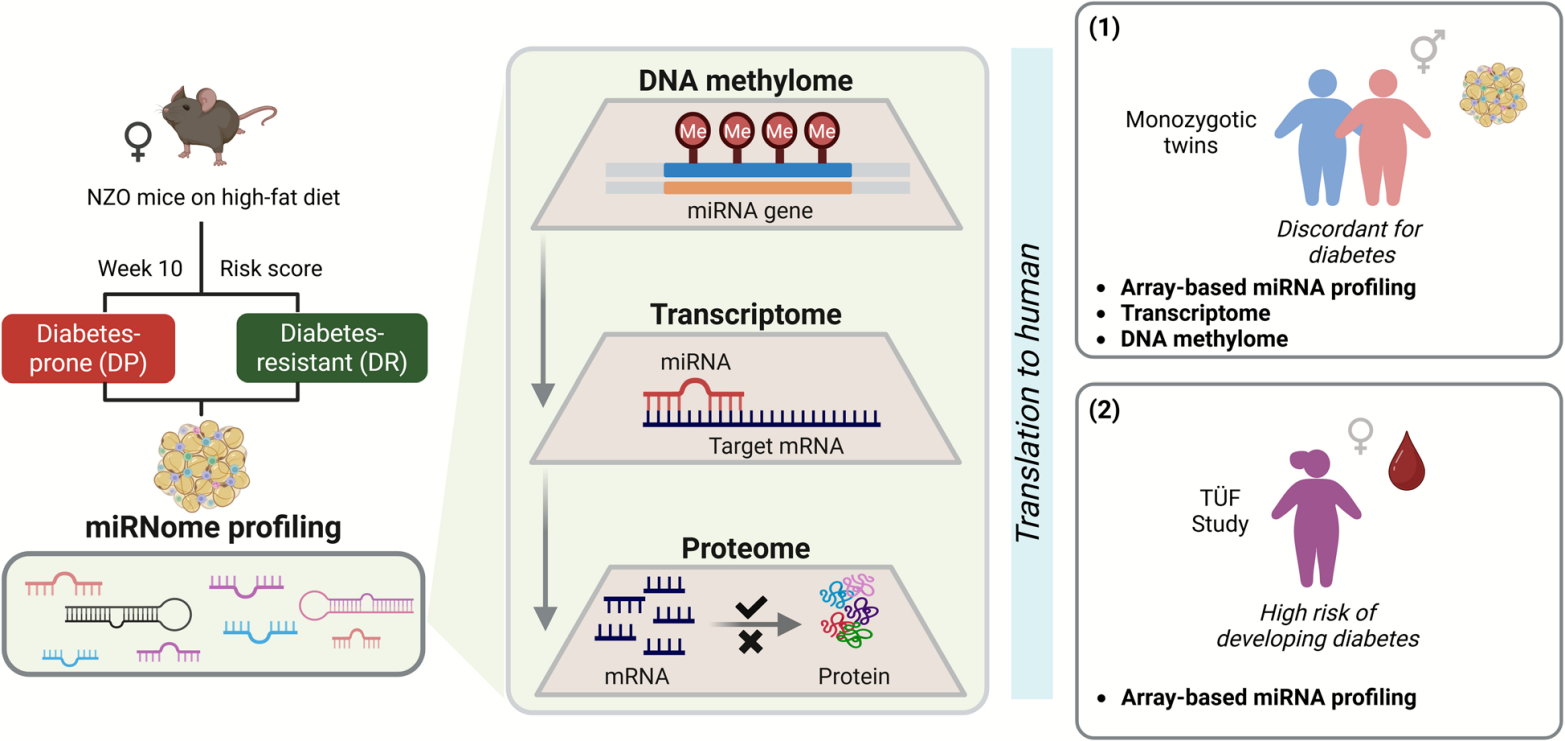
Study design. Total RNA and genomic DNA were isolated from the gonadal white adipose tissue (gWAT) of 10-week-old New Zealand Obese (NZO) female mice phenotypically characterized as either diabetes-resistant (DR) or -prone (DP) based on a risk score. The miRNA expression was analysed using small-RNA sequencing, mRNA expression using RNA sequencing, DNA methylation analysis using the Infinium Mouse Methylation BeadChip array (MM285), and proteomics using LC–MS/MS. The findings from the mouse model were further translated into humans using two independent cohorts: (1) monozygotic twin pairs discordant for T2D from Scandinavian twin registries and (2) TÜF study. Figure created with BioRender.com

### Adipose tissue insulin sensitivity and inflammation define the risk of T2D

Since the mouse model included in the present study reflects an early prediabetic state at 10 weeks of age, the insulin sensitivity of the adipose tissue was evaluated. The adipose tissue insulin sensitivity markedly differs between the DP and DR mice (Fig. 2A), without any change in the gWAT weight (Fig. 2B). The adipose tissue insulin resistance (Adipo-IR) index was calculated using plasma insulin and free fatty acid levels (Additional file 1: Fig. S1), both of which were found to be significantly higher in DP mice compared to DR. Specifically, the mean Adipo-IR index was ~ 4 times higher in DP mice, providing evidence of pronounced adipose dysfunction and reduced insulin sensitivity in DP compared to DR (Fig. 2A). The adipocyte size measurement revealed a trend (no significant difference) towards a reduced number of smaller adipocytes (diameter < 100 µm) and more larger adipocytes (diameter > 300 µm) in DP gWAT sections compared to DR mice (Fig. 2C). Lastly, these findings were further supported by the altered expression of key insulin-signalling genes in the adipose tissue of DP mice (Fig. 2D). The mRNA expression of *Insr*, *Akt2*, *Slc2a4*, *Rps6kb1*, and *Irs1* genes was found to be lower in gWAT of DP mice compared to DR, overall implying a less insulin-sensitive adipose tissue in DP mice compared to DR.

**Fig. 2:**
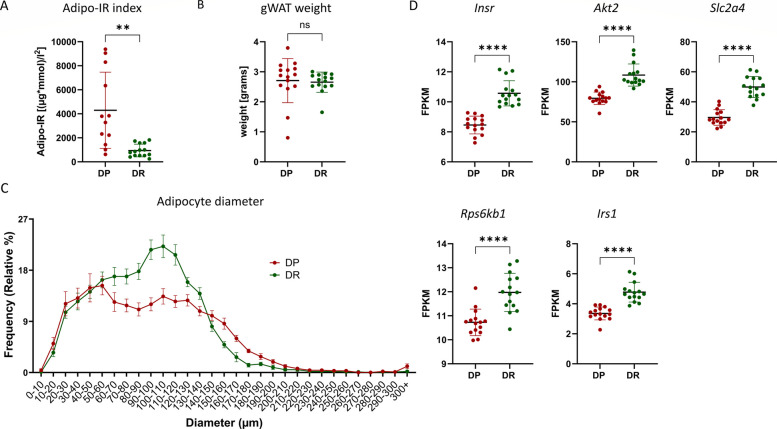
Altered adipose tissue insulin sensitivity before the onset of hyperglycemia in DP mice. **A** Adipose tissue insulin resistance index (Adipo-IR) based on plasma insulin and plasma free fatty acids levels in DP and DR mice. **B** gWAT weight in grams for DP and DR mice harvested at week 10. **C** Adipocyte size distribution is shown as the frequency (relative %, *y*-axis) of the adipocytes belonging to a specific diameter bin (*x*-axis). **D** Expression of indicated genes shown as fragments per kilobase of transcript per million mapped reads (FPKM) detected by RNA sequencing. Data are shown as mean ± SD (**A**,** B**, and **D**) and mean ± SEM (**C**); unpaired *t*-test with Welch’s correction (**A** and **B**); two-way ANOVA with post hoc Tukey test (**C**); DESeq2 Wald test statistics with *p*-value adjusted for multiple comparisons using Benjamini–Hochberg method (**D**); ns, not significant, *p < 0.05, **p < 0.01, ****p < 0.0001

### Adipose tissue miRNA profile is altered before T2D manifestation

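In gWAT of DP mice, miRNAs of myeloid cells and of inflammation were higher and miRNAs of adipocytes and brown fat lower than in DR mice. Of 11 miRNAs on the list for myeloid cells and inflammation, called the myeloid list below, 9 rose, none fell and 2 did not pass the test (10 rose when adjusted over the list alone). On this list, miR-21a-5p rose from 13913 ± 2244 CPM (SD, n = 14) in DR to 23243 ± 4813 CPM (SD, n = 15) in DP mice, and miR-146b-5p, which restrains inflammatory signalling, was higher in 15 of 15 DP mice than the DR median. Of 18 miRNAs of adipocytes and brown fat, 9 fell, 1 rose and 8 did not pass (also 9 and 1 when adjusted over the list alone). Among them, miR-193b-3p, a miRNA of brown fat differentiation, had a log2 fold change of -0.82 (standard error 0.16, adjusted p = 1.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The miRNA miR-204-5p, which favours adipogenesis, fell by 0.68 on the log2 scale, miR-203-3p fell by 0.46 and miR-203-5p fell by 0.51, while miR-455-5p, a miRNA of brown adipocytes, rose by 0.67. Of 5 miRNAs of multiciliated epithelium, 4 rose (4 when adjusted over the list alone), all of the miR-34b and miR-34c hairpins, with miR-34c-5p at a log2 fold change of 1.07 (standard error 0.11, adjusted p = 1.7e-07 from edgeR's quasi-likelihood test). The remaining miRNA, of the miR-449 family, did not pass. The result of this list thus rests on the arms of miR-34b and miR-34c, and arms of a hairpin are not independent of each other.

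Other lists of cell-type miRNAs moved less or in both directions. Of 9 lymphocyte miRNAs, 2 rose, 2 fell and 5 did not pass (3 and 2 when adjusted over the list alone), with miR-342-3p higher and the B-cell miRNA miR-150-5p at a log2 fold change of -0.49. Of 3 endothelial miRNAs, miR-126a-3p and miR-126a-5p fell and miR-126b-3p did not pass (2 fell when adjusted over the list alone; 1 passed by edgeR's exact test, its likelihood ratio test and limma-voom), and the call of miR-126a-5p was lost in 8 of 29 fits that each leave out 1 library (adjusted p up to 0.0663 from edgeR's quasi-likelihood test). Of 10 smooth muscle and mesenchymal miRNAs, 2 rose and 2 fell (3 and 3 when adjusted over the list alone; 5 passed by DESeq2): the fibroblast miRNAs miR-199a-5p and miR-214-5p rose, whereas miR-143-3p and miR-145a-5p fell. On this list, miR-199a-3p and miR-199b-3p have identical mature sequences and did not pass counted apart (adjusted p = 0.861 and 0.912 from edgeR's quasi-likelihood test). Their summed counts differed by 0.217 on the log2 scale (permutation test, p = 0.0118). Of 10 epithelial miRNAs, 2 rose (miR-205-5p and miR-200c-3p), 3 fell and 5 did not pass (2 and 5 when adjusted over the list alone; 6 passed by DESeq2). Of 7 neuronal miRNAs, miR-129-5p rose, miR-138-5p fell and 5 did not pass (2 and 1 when adjusted over the list alone; 3 passed by limma-voom). Of 2 miRNAs of kidney and gut epithelium, miR-194-5p fell and miR-192-5p did not pass (2 fell when adjusted over the list alone). The call of miR-194-5p was lost with library totals and with library number 200 or above as a term. It was made in neither part alone (adjusted p = 0.175 below 200 and 0.561 from 200 on, edgeR's quasi-likelihood test). By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, none of 4 muscle miRNAs, 1 liver miRNA, 5 pancreas miRNAs or 7 erythroid miRNAs passed, and none did when adjusted over the list alone or by edgeR's exact test, its likelihood ratio test, DESeq2 or limma-voom. At an unadjusted p under 0.05, 1 erythroid miRNA passed each of these tests and no miRNA of the other 3 lists did. The ovary miRNA on the lists was not measured. The lists were written before the data were examined. Several share members with miRNAs that the study names from these mice, hubs included. Among them are the lists for myeloid cells, adipocytes, multiciliated epithelium, smooth muscle and lymphocytes, so their results are not independent of the study. With the camera test at a preset correlation of 0.01, the myeloid list (adjusted p = 9.2e-06), the adipocyte list (adjusted p = 1.0e-04) and the multiciliated list (adjusted p = 5.9e-05) stood apart from the other miRNAs. With an estimated correlation their adjusted p was 0.0216, 0.0383 and 0.0216. None of the other cell-type lists passed camera. The test of the smooth muscle list pointed down where its median log2 fold change was 0.22, as did those of the liver (0.06) and pancreas (0.07) lists. From library number 200 on, log2 fold changes that were over 1.5 times smaller than with all mice, none of them past edgeR's quasi-likelihood test, were -0.29 for miR-203-3p, -0.26 for miR-150-5p, -0.20 for miR-126a-5p, 0.23 for miR-199a-5p, 0.37 for miR-214-5p, -0.36 for miR-145a-5p, 0.35 for miR-205-5p, 0.22 for miR-200c-3p and -0.17 for miR-194-5p. Below 200, miR-200c-3p had 0.65. Leaving out 1 library at a time, the range was 0.35 to 0.57 for miR-205-5p and 0.25 to 0.41 for miR-200c-3p.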

Using the small RNA sequencing, a total of 437 miRNAs were found to be differentially expressed (*p* < 0.05) in the gWAT of DP mice compared to DR (Fig. 3A). Among these, 197 miRNAs were downregulated and 240 were upregulated in DP. 

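The pair miR-221 and miR-222, linked to obesity and adipose inflammation, rose most among the abundant miRNAs, and miR-335-3p from the imprinted Mest gene fell most. Expression of miR-222-3p was 6392 ± 1349 CPM (SD, n = 15) in DP and 2867 ± 1154 CPM (SD, n = 14) in DR mice. All 4 measured arms of miR-221 and miR-222 rose (3 by limma-voom, 4 when adjusted over the list alone; camera adjusted p = 5.9e-05, and 0.0454 with an estimated correlation), as did all 4 arms of miR-132 and miR-212, a pair induced by the factor CREB (4 when adjusted over the list alone; camera adjusted p = 0.00115, and 0.0383 with an estimated correlation). Below library number 200, miR-212-5p and miR-132-3p did not pass (adjusted p = 0.217 and 0.0669 from edgeR's quasi-likelihood test). The call of miR-212-5p was also lost with library number 200 or above as a term. Of the mature miRNAs with a mean CPM of at least 10, the 10 that rose most had log2 fold changes of 1.16 for miR-222-3p, 1.00 for miR-221-3p, 0.97 for miR-221-5p, 0.94 for miR-34b-3p, 0.88 for miR-342-3p, 0.86 for miR-142a-3p, 0.85 for miR-34c-3p, 0.84 for miR-212-3p, 0.76 for miR-23b-5p and 0.74 for miR-146b-5p. The 10 that fell most had log2 fold changes of -1.09 for miR-335-3p, -1.05 for miR-135a-5p, -0.89 for miR-335-5p, -0.82 for miR-193b-3p, -0.70 for miR-30c-5p, -0.68 for miR-204-5p, -0.60 for miR-145a-5p, -0.60 for miR-30a-3p, -0.56 for miR-149-5p and -0.54 for miR-30c-2-3p. The call of miR-221-5p was lost in 9 of 29 fits that each leave out 1 library (adjusted p up to 0.0603 from edgeR's quasi-likelihood test). Of 8 miRNAs of the Hox gene clusters, which mark position along the body axis, miR-10a-5p, miR-10b-5p, miR-196a-5p and miR-196b-5p fell and none rose (4 fell when adjusted over the list alone, 3 passed by edgeR's exact test and by its likelihood ratio test, and miR-196a-5p did not; camera adjusted p = 0.00456, and 0.0638 with an estimated correlation). The values of miR-30c-5p, miR-30c-2-3p, miR-10a-5p, miR-10b-5p and miR-196b-5p were over 1.5 times smaller in the libraries numbered 200 and above, where none of them passed edgeR's quasi-likelihood test, with -0.43 for miR-30c-5p, -0.21 for miR-30c-2-3p, -0.14 for miR-10a-5p, -0.28 for miR-10b-5p and -0.20 for miR-196b-5p. Over mature and hairpin miRNAs together, 240 were higher and 197 lower in DP mice at an unadjusted p under 0.05 from edgeR's quasi-likelihood test, and 163 and 138 at an adjusted p under 0.05. The unadjusted threshold alone would give 58 miRNAs by chance, and the largest adjusted p among those past it was 0.132. Scaling by library totals in place of TMM moved the median log2 fold change of all miRNAs to 0.09, and 316 were then higher and 133 lower.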

Of note, these numbers include both mature and hairpin miRNAs. As miRNAs can be released from the expressing cells and taken up by different cell types [15], miRNA levels measured in the gWAT can be a mixture of both. Specifically, 150 miRNAs were found to be differentially expressed in DP mice (*p* < 0.05) and also have the corresponding hairpin miRNA following a similar pattern (Fig. 3B; Additional file 2: Table S1). 

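Mature miRNAs and their hairpins moved together, and for miR-21a-5p the hairpin counts outweighed the mature counts. Hairpin counts of miR-21a-5p were 10.7% of all counts in DP and 6.69% in DR mice, and its mature counts were 2.01% and 1.15%. An excess of hairpin over mature counts was not particular to it. Over 471 mature miRNAs with a hairpin of the same name, the median ratio of hairpin to mature mean counts was 1.105. Of 228 mature miRNAs with an unadjusted p under 0.05 from edgeR's quasi-likelihood test, 166 had a hairpin of the same stem past the same threshold in the same direction, and 150 had one of exactly the same name. Of these 150, 85 were higher and 65 lower in DP mice, and 116 also passed at an adjusted p under 0.05. Their absolute log2 fold changes lay between 0.11 and 1.32, with a median of 0.42. The largest was that of miR-21a-3p, the other arm of the same hairpin, at 1.32 (standard error 0.20, adjusted p = 1.0e-05 from edgeR's quasi-likelihood test), but 0.72 from library number 200 on, where it did not pass (adjusted p = 0.275 from the same test). The miRNA miR-135a-5p fell by 1.05 on the log2 scale as a mature miRNA and fell by 0.98 as a hairpin. Across 471 mature miRNAs with a hairpin of the same name, mature and hairpin log2 fold changes had a Pearson r of 0.783, both passed in the same direction at an adjusted p under 0.05 for 104, and none passed in opposite directions at an adjusted or an unadjusted p under 0.05 from edgeR's quasi-likelihood test. Hairpin names carry an arm in 93.2% of cases. Across the 125 stems with both arms among the mature and the hairpin miRNAs, the ratio of the 5p to the 3p arm in hairpin counts followed that in mature counts (Spearman rho = 0.881 across stems, which are not independent replicates).

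**Figure D2:**
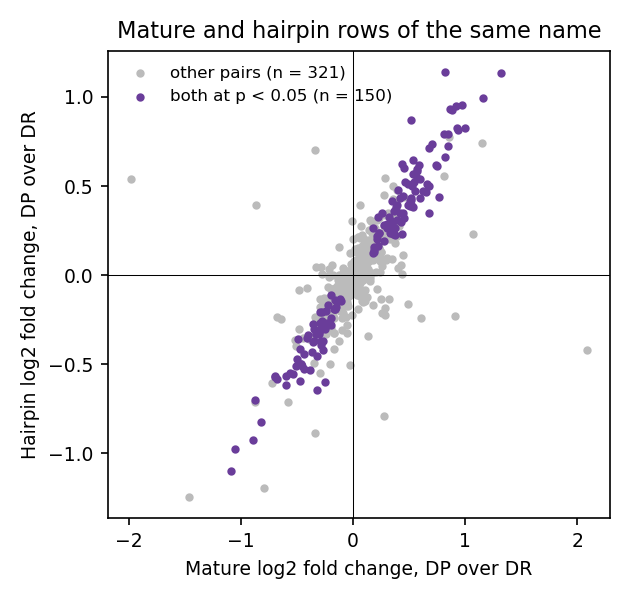
Log2 fold change (DP over DR) of hairpin miRNAs against mature miRNAs of the same name, with 1 point per name, for 15 DP and 14 DR mice. The 150 names with both at an unadjusted p under 0.05 in the same direction are purple, the other 321 grey.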

Of note, 110 miRNAs among the 150 were also conserved in humans with at least 7 consecutive nucleotide position matches (Additional file 2: Table S2). 

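Among the 110 changed miRNAs that the paper's Table S2 pairs with a human miRNA, 63 were higher and 47 lower in DP mice. The paired miRNAs include miR-130b-5p, with a log2 fold change of 0.65, and miR-10b-5p, a Hox cluster miRNA, with -0.50 (adjusted p = 1.5e-05 and 1.7e-05, edgeR's quasi-likelihood test). In the libraries numbered 200 and above miR-10b-5p had -0.28 and did not pass. Of the 40 changed miRNAs outside Table S2, 22 were higher and 18 lower. Table S2 holds 13 of the 20 changed miRNAs of the Dlk1-Dio3 cluster. The unpaired miRNAs of that cluster include miR-136-3p, with a log2 fold change of 0.45, and miR-1193-3p, with 0.22, a call lost in 9 of 29 fits that each leave out 1 library (adjusted p up to 0.0694 from edgeR's quasi-likelihood test). Of all 521 tested mature miRNAs with a miRBase name, 338 are in Table S2. Both miR-130b-5p and miR-136-3p were named after their values were seen. The match of 7 consecutive nucleotides was taken from the paper's table and not recomputed, since the files hold no human sequences.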

The miRNA expression changes of four miRNAs identified by small RNA sequencing were also validated with RT-qPCR (Additional file 1: Fig. S2). 

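Of the miRNAs that the study measured by RT-qPCR, miR-142a-5p, a miRNA of blood cells, rose from 18.9 ± 9.23 CPM (SD, n = 14) in DR to 28.3 ± 10.5 CPM (SD, n = 15) in DP mice, a log2 fold change of 0.58 (standard error 0.21, adjusted p = 0.0385 from edgeR's quasi-likelihood test). The miRNA miR-146b-5p had 532 ± 79.3 CPM in DP and 317 ± 98.6 CPM in DR mice (adjusted p = 3.0e-05 from edgeR's quasi-likelihood test). Expression of miR-342-5p, a miRNA of lymphocytes and macrophages, was higher in 13 of 15 DP mice than the DR median, with a log2 fold change of 0.70 (standard error 0.19). In the libraries numbered below 200, the log2 fold changes were 0.57 for miR-142a-5p, 1.05 for miR-146b-5p and 0.80 for miR-342-5p. In those numbered 200 and above they were 0.62, 0.70 and 0.75 in the same order. The call of miR-142a-5p was lost in 15 of 29 fits that each leave out 1 library (adjusted p up to 0.0755 from edgeR's quasi-likelihood test), was not made with library number as a linear term (adjusted p = 0.0531 from edgeR's quasi-likelihood test) and was made in neither part alone (adjusted p = 0.120 below 200 and 0.400 from 200 on, by the same test). Of the RT-qPCR assays listed in the paper's methods, miR-146a-5p rose (log2 fold change 0.43, standard error 0.10, adjusted p = 0.00158 from edgeR's quasi-likelihood test) and was higher in 15 of 15 DP mice than the DR median, and miR-100-5p fell (log2 fold change -0.32, adjusted p = 3.5e-05 from edgeR's quasi-likelihood test), from 3235 ± 353 CPM in DR to 2593 ± 208 CPM in DP mice. Neither miR-130a-5p (log2 fold change -0.35, adjusted p = 0.0565) nor miR-30b-5p (-0.16, adjusted p = 0.176) passed edgeR's quasi-likelihood test, although miR-130a-5p did in 10 of 29 fits that each leave out 1 library and below library number 200 (-0.55). These 4 were examined after the other named miRNAs. The small RNA counts of miR-335-5p are described with the imprinted miRNAs, and the RT-qPCR values were not used here.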

Altogether, this data hints at an important role of miRNAs in defining the future risk of T2D.

**Fig. 3:**
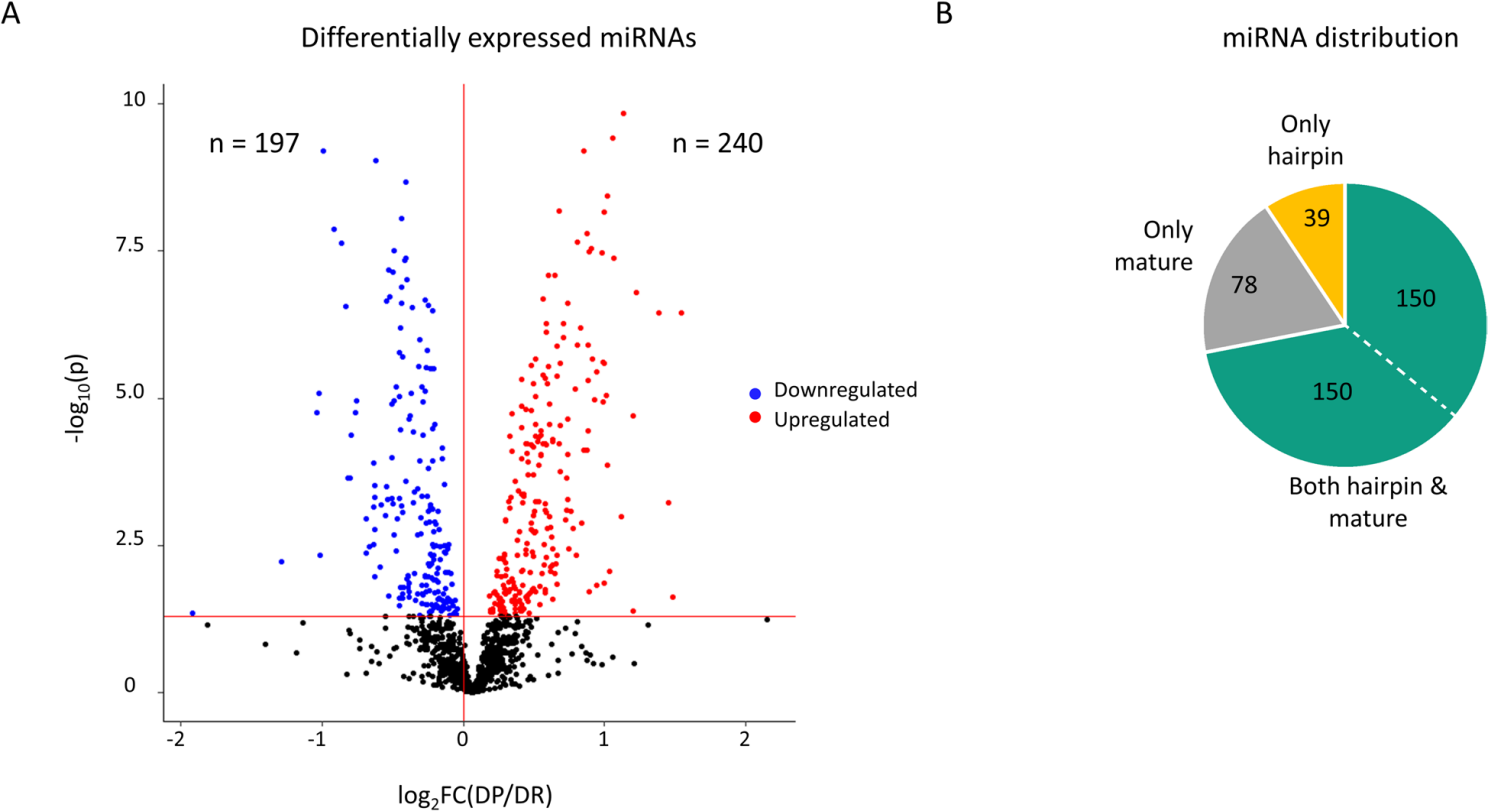
Adipose tissue miRNA profile predictive of T2D. **A** Volcano plot showing the fold change (*x*-axis) and *p*-value (*y*-axis) for all miRNAs. Blue = downregulated in DP; red = upregulated in DP; *n* = number of miRNAs; *p* < 0.05. **B** Pie chart with miRNAs description specifically showing gWAT-derived miRNAs with overlapping hairpin and mature miRNA profiles

### Dysregulated imprinted miRNAs in adipose tissue of diabetes-prone mice

The genomic distribution of the 150 mature differentially expressed miRNAs highlighted several miRNA clusters based on the chromosomal location. As shown in Fig. 4A, the differentially expressed miRNAs were distributed among all chromosomes; however, a significant enrichment (more than expected) of miRNAs was found for chromosomes 1, 11, and 12 (Fig. 4A and Additional file 1: Results). 

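On chromosome 12, which carries the imprinted Dlk1-Dio3 cluster, 32 mature miRNAs changed together with their hairpin. In proportion to the 80 tested miRNAs on that chromosome with a hairpin, 26.1 would be expected (odds ratio 1.47, two-sided Fisher's exact test, p = 0.149, adjusted p = 0.744 over 20 chromosomes). On chromosome 1, 9 of 27 changed (8.82 expected, p = 1 from Fisher's exact test), and on chromosome 11, 15 of 44 (14.4 expected, p = 0.866 from Fisher's exact test). None of 19 miRNAs on chromosome 8 changed (6.21 expected, adjusted p = 0.0135 from Fisher's exact test), but this did not pass with hairpin loci counted once (adjusted p = 0.111) or with an adjusted p under 0.05 for mature miRNAs and hairpins (adjusted p = 0.194). On chromosome 9, 11 of 19 changed (odds ratio 2.97, adjusted p = 0.234 from Fisher's exact test). Calls were mature miRNAs with a hairpin of the same stem at an unadjusted p under 0.05 in the same direction, and the comparison covered 150 calls among 459 tested miRNAs with a hairpin and loci on 1 chromosome. It leaves out miRNAs with loci on several chromosomes, miR-138-5p among them, which the paper's Table S1 places on chromosome 8. It also leaves out miRNAs without a tested hairpin, among them miR-1199-5p, which lies on chromosome 8 only and rose by 1.47 on the log2 scale (adjusted p = 1.0e-05 from edgeR's quasi-likelihood test). With all 1386 mature miRNAs of the annotation on 1 chromosome as background, detected or not, a choice made after the values were seen, chromosome 12 had an odds ratio of 2.86 and an adjusted p of 0.000192 by Fisher's exact test. Neighbouring miRNAs are cut from shared transcripts and are not independent of each other.

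**Figure D3:**
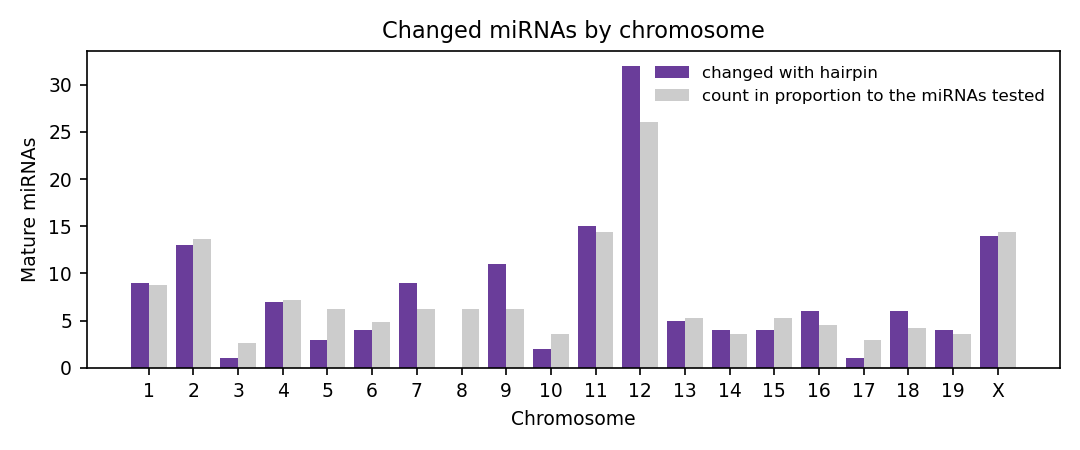
Number of mature miRNAs changed with their hairpin on each chromosome (purple) beside the number in proportion to the miRNAs tested there (grey), from 15 DP and 14 DR mice. Chromosome 12 has 32 against 26.1.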

Interestingly, 22 miRNAs that cluster on chromosome 12 mapped to the imprinted genome region *Dlk1-Gtl2*, which is conserved across mice and humans and codes for more than 40 miRNAs within a 10 kb distance. 

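In the mouse assembly GRCm38, the imprinted region runs from Dlk1 (chromosome 12, 109452485 to 109463336) over Meg3, also called Gtl2 (109540996 to 109571729), Rian (109603945 to 109661716) and Mirg (109734981 to 109749458) to Dio3 (110279230 to 110281097). Between Dlk1 and Dio3 the annotation places 61 miRNA genes, with at most 15 in any 10 kb. The measured miRNAs on the list of the cluster spread over 184.3 kb, from miR-770 at 109563692 to miR-3072 at 109747960. The list does not hold miR-1247-5p (110278048 to 110278129), and with it the measured miRNAs placed by coordinates between Dlk1 and Dio3 span 714.4 kb. Of the 22 miRNAs in the paper's Table 2, 20 lie between Dlk1 and Dio3. The other two are miR-342-3p and miR-342-5p, whose hairpin at 108658620 to 108658718 lies within the gene Evl (108554681 to 108688516) and 793.8 kb before Dlk1. Expression of miR-342-3p was 887 ± 211 CPM (SD, n = 15) in DP and 483 ± 156 CPM (SD, n = 14) in DR mice, a log2 fold change of 0.88 (standard error 0.15, adjusted p = 6.3e-05 from edgeR's quasi-likelihood test). Across the 29 mice, as deviations from the group means, miR-342-3p correlated with the mean of the myeloid miRNAs (Pearson r = 0.458, permutation p = 0.0114, adjusted p = 0.0228; Spearman rho = 0.541, permutation p = 0.0028, adjusted p = 0.0112). Its correlation with the mean of the Dlk1-Dio3 miRNAs was lower (Pearson r = 0.139, permutation p = 0.475; Spearman rho = 0.178, permutation p = 0.357; adjusted p = 0.475 for both of these). Without the 2 mice farthest from the median, r was 0.440 and 0.140. The 4 relations were adjusted together. Below library number 200, r was 0.444 with the myeloid miRNAs and 0.07 with the cluster (n = 16), and from 200 on it was 0.647 and 0.04 (n = 13).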

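In the Dlk1-Dio3 cluster, some miRNAs rose in DP mice and more did not pass the test. Of 71 measured mature miRNAs from 47 hairpins of the cluster, 19 rose, none fell and 52 did not pass the test (19 rose when adjusted over the list alone). The number that rose was 32 with library totals, 10 without a filter on low counts, 15 with edgeR's exact test and with its likelihood ratio test, and 14 to 21 when 1 library was left out. With library number as a linear term it was 25, and with 200 or above as a term 22. It was 27 in the libraries numbered below 200 and 0 by edgeR's quasi-likelihood test in those numbered 200 and above, where 12 were higher at an unadjusted p under 0.05. By coordinates, 68 of 73 measured miRNAs with a locus between Dlk1 and Dio3 were above 0. By edgeR's quasi-likelihood test, 31 of the 71 had an unadjusted p under 0.05. The log2 fold changes of 67 were above 0 and of 4 below 0, from -0.07 to 0.57 with a median of 0.22. The largest was that of miR-376b-3p at 0.57 (standard error 0.12, adjusted p = 5.1e-04 from edgeR's quasi-likelihood test). Expression of miR-376a-3p was 131 ± 22.3 CPM (SD, n = 15) in DP and 96.5 ± 13.2 CPM (SD, n = 14) in DR mice, and 15 of 15 DP mice exceeded the DR median. The miRNAs miR-380-3p (0.45), miR-540-3p (0.41), miR-431-5p (0.38), miR-434-5p (0.37), miR-409-3p (0.35), miR-543-3p (0.32), miR-337-5p (0.27) and miR-154-5p (0.17) also rose, with log2 fold changes in parentheses. The call of miR-154-5p was lost in 23 of 29 fits that each leave out 1 library (adjusted p up to 0.0899 from edgeR's quasi-likelihood test), and its log2 fold change was 0.30 in the libraries numbered below 200 and 0.05 in those numbered 200 and above. The most abundant member, miR-127-3p, had 2233 ± 319 CPM in DP and 1957 ± 364 CPM in DR mice and did not pass (log2 fold change 0.19, adjusted p = 0.0948 from edgeR's quasi-likelihood test). Nor did miR-496a-3p (0.23), miR-487b-3p (0.19), miR-369-5p (0.19), miR-323-3p (0.22), miR-381-5p (0.33) and miR-412-3p (0.40). All 22 miRNAs of Table 2 were above 0 and 15 of them rose, which is not independent evidence since the study chose them on these mice. Of the 51 members outside Table 2, 6 rose, with a median of 0.18. The mean log2 CPM of the cluster differed by 0.22 between groups (two-sided permutation test, p = 8e-05) and was above the DR median in 14 of 15 DP mice. The cluster stood apart by camera with a preset correlation (adjusted p = 4.2e-05), and with an estimated correlation the adjusted p was 0.179. The median was 0.35 in the libraries numbered below 200 and 0.16 in those numbered 200 and above. Among those named, the part from 200 on gave log2 fold changes over 1.5 times smaller, with 0.36 for miR-376b-3p, 0.24 for miR-540-3p, 0.15 for miR-434-5p and 0.20 for miR-431-5p, and miR-337-5p had 0.44 below 200. Of those that did not pass with all mice, miR-127-3p (0.39), miR-496a-3p (0.42), miR-487b-3p (0.35), miR-369-5p (0.41) and miR-323-3p (0.47) passed edgeR's quasi-likelihood test below 200, with the log2 fold changes there in parentheses. With library number as a linear term, miR-496a-3p, miR-487b-3p, miR-323-3p and miR-381-5p passed the same test, and miR-127-3p, miR-369-5p and miR-412-3p did not.

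**Figure D4:**
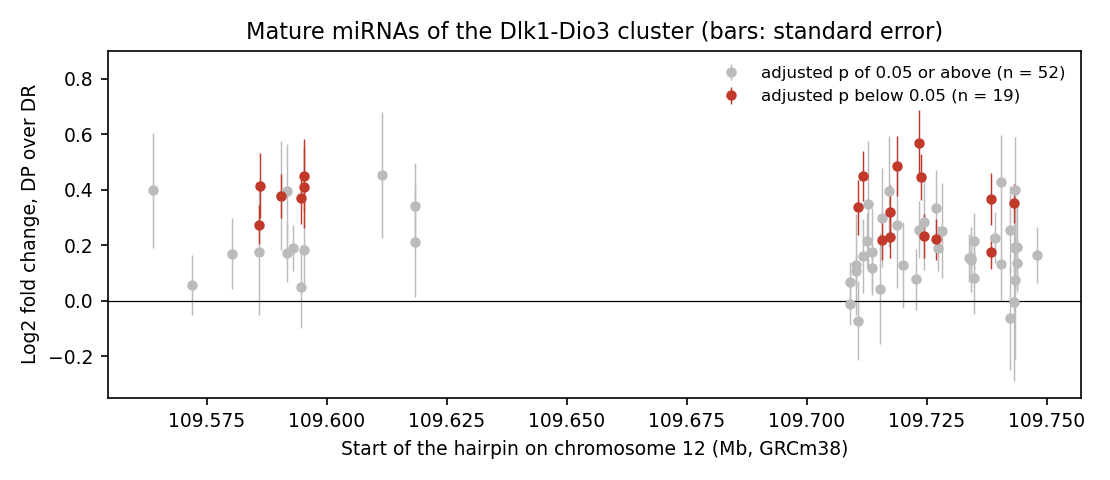
Log2 fold change (DP over DR, with standard errors) of the 71 measured mature miRNAs of the Dlk1-Dio3 cluster against the start of their hairpin on chromosome 12 in GRCm38, for 15 DP and 14 DR mice. Red marks the 19 with an adjusted p under 0.05, grey the other 52, and 67 points lie above 0.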

All the miRNAs transcribed from this locus had an elevated expression in DP mice compared to DR, highlighting the potential epigenetic regulation (Fig. 4B). 

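Both arms of miR-335 fell by a log2 fold change near 1 in DP mice. The hairpin of miR-335 lies on chromosome 6 of GRCm38 from 30741299 to 30741396, within the paternally expressed gene Mest (30733506 to 30748466). Expression of miR-335-5p was 77.7 ± 19.1 CPM (SD, n = 15) in DP and 145 ± 39.6 CPM (SD, n = 14) in DR mice, and all 15 DP mice were below the DR median. The log2 fold change was -0.89 (standard error 0.14, adjusted p = 8.9e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The 3p arm had 58.8 ± 18.9 CPM in DP and 125 ± 57.5 CPM in DR mice, a log2 fold change of -1.09 (standard error 0.20, adjusted p = 1.2e-04 from edgeR's quasi-likelihood test). Both also fell when adjusted over the list alone (camera adjusted p = 0.00353, and 0.0391 with an estimated correlation). Below library number 200 the log2 fold changes were -1.01 for miR-335-5p and -1.29 for miR-335-3p. From 200 on, with 5 DP and 8 DR mice, they were -0.56 and -0.92 and did not pass (adjusted p = 0.0968 and 0.0769 from edgeR's quasi-likelihood test).

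**Figure D5:**
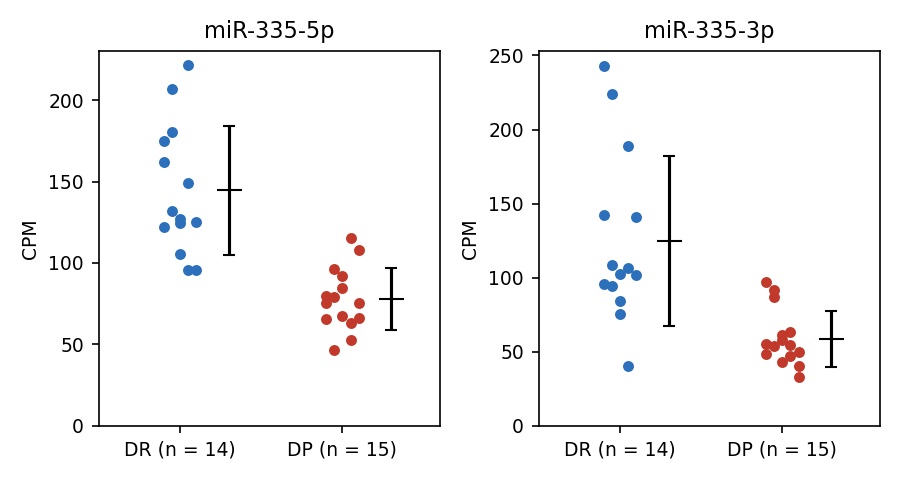
CPM of miR-335-5p (left) and miR-335-3p (right) in each DR (blue, n = 14) and DP (red, n = 15) mouse, with the mean and SD beside the points. The group means are 144.5 and 77.7 for miR-335-5p.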

Not only this locus, but also another imprinted miRNA, miR-335 from the *Mest* locus on chromosome 6, was significantly downregulated in DP mice (Fig. 4B).

**Fig. 4:**
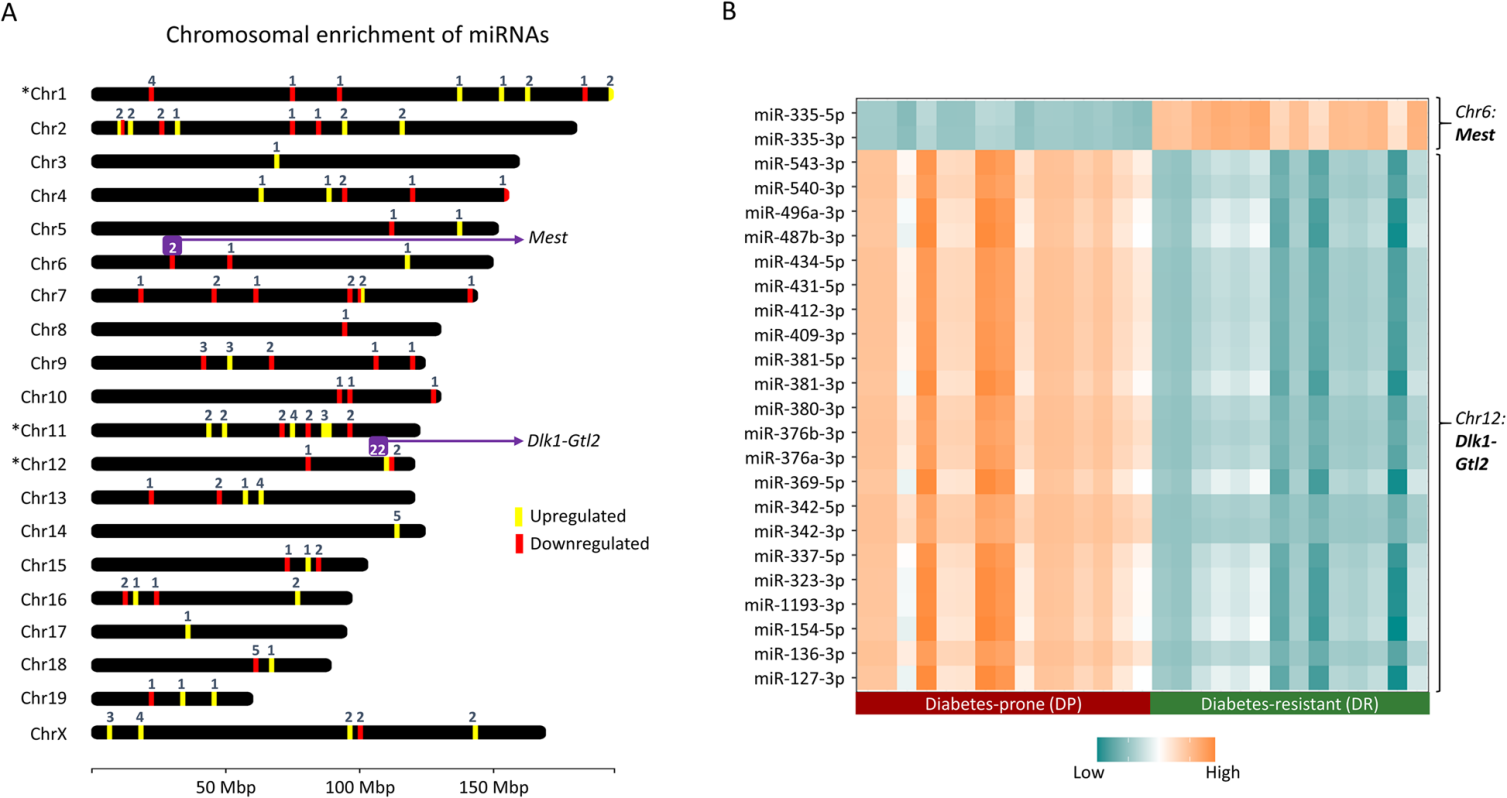
Chromosomal localization of differentially expressed miRNAs highlights imprinted miRNAs linked with T2D. **A** ChromoMap shows the differentially expressed miRNAs in the present study. Yellow tags correspond to upregulated miRNAs and red corresponds to downregulated ones in DP compared to DR; *p < 0.05 based on Fischer’s exact test. **B** The heatmap shows the mean expression of the imprinted miRNAs in DP and DR mice. The data are scaled and the colour bar corresponds to the higher or lower expression of a particular miRNA for the DP and DR group

Apart from the imprinted miRNAs, a cluster of 5 miRNAs (miR-145a-5p/145a-3p/378a-5p/378a-3p/143-3p) was located on chromosome 18 and all were found to be downregulated, while another cluster of 5 miRNAs (miR-17-5p/17-3p/18a-5p/18-3p/19b-3p) located on chromosome 14 was found to be upregulated in the adipose tissue of DP mice. 

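On chromosome 18, the smooth muscle miRNAs miR-143-3p and miR-145a-5p and the mitochondrial regulator miR-378a-3p fell in DP mice. Expression of miR-143-3p was 23977 ± 2820.0 CPM (SD, n = 15) in DP and 33145 ± 4159.9 CPM (SD, n = 14) in DR mice, a log2 fold change of -0.47 (standard error 0.06, adjusted p = 2.5e-06 from edgeR's quasi-likelihood test). For miR-145a-5p the log2 fold change was -0.60. The miRNAs miR-145a-3p (log2 fold change -0.34, adjusted p = 0.0733 from edgeR's quasi-likelihood test) and miR-378a-5p (-0.16, adjusted p = 0.128 from the same test) did not pass. Below library number 200, miR-145a-3p had -0.49 and passed (adjusted p = 9.6e-04 from the same test). It also passed with library number as a linear term (adjusted p = 0.04995 from the same test). Of the 6 measured arms of these hairpins, 3 fell, none rose and 3 did not pass (4 fell when adjusted over the list alone, and 4 passed by DESeq2; camera adjusted p = 0.00353, and 0.0383 with an estimated correlation). In GRCm38, the hairpin of miR-378a (61397835 to 61397900) lies in Ppargc1b and 249.9 kb from miR-145a (61647825 to 61647894), which is 1.3 kb from miR-143 (61649196 to 61649258). On chromosome 14, members of the miR-17-92 cluster, which drives proliferation, rose. The log2 fold changes were 0.57 for miR-18a-3p, 0.50 for miR-18a-5p, 0.36 for miR-17-3p and 0.35 for miR-19b-3p. For miR-17-3p the call was lost in 16 of 29 fits that each leave out 1 library (adjusted p up to 0.0710 from edgeR's quasi-likelihood test). The 5p arm miR-17-5p had 0.33 and did not pass (unadjusted p = 0.0264, adjusted p = 0.0841 from edgeR's quasi-likelihood test). Of 8 measured members of the cluster, 6 rose, miR-20a-5p and miR-92a-1-5p included, none fell and 2 did not pass (7 rose when adjusted over the list alone, and 5 passed by edgeR's exact test and by its likelihood ratio test; camera adjusted p = 0.00456, and 0.0833 with an estimated correlation). Its hairpins for miR-17 and miR-18a start at 115043671 and 115043851. The sequence of miR-19b-3p also comes from a hairpin on the X chromosome (52741983 to 52742066), and its counts do not separate the loci. None of 6 measured members of the paralogous miR-106b-25 cluster passed by edgeR's quasi-likelihood test, at an unadjusted p under 0.05, by the other 4 tests run or when adjusted over the list alone, miR-93-5p and miR-25-3p included. From 200 on, the log2 fold changes of miR-145a-5p (-0.36), miR-378a-3p (-0.24) and miR-17-3p (0.19) were over 1.5 times smaller and did not pass edgeR's quasi-likelihood test.

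**Figure D6:**
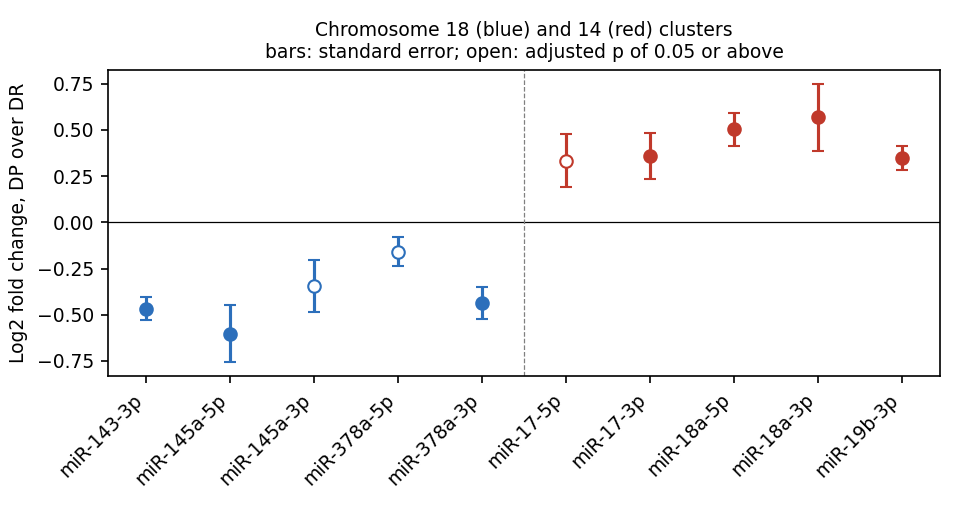
Log2 fold change (DP over DR, with standard errors) of 5 miRNAs on chromosome 18 (blue) and 5 on chromosome 14 (red), for 15 DP and 14 DR mice. Open circles mark an adjusted p of 0.05 or above, and all 5 of chromosome 18 lie below 0.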

Next, we screened for transcription factor binding sites (TFBS) to check if any of these miRNA clusters also have a common regulatory transcription factor. For the imprinted miR-335, the miRNA transcription factor E2F3 was found to be significantly enriched; for the other loci, several miRNA-TF pairs were identified that could potentially regulate miRNA transcription (Table 1). E2F3 is the only E2F member that is linked to cancer [32] and is a potent and direct regulator of *Igf2*, with its role in adipose tissue still not clear. Of note, *E2f3* was found to be differentially expressed in the gWAT of DP mice (FC_DP/DR_ = 1.1; adjP = 0.034). For the large cluster on chromosome 14 (miR-17/18a/19b), transcription factor TGIF1 (Transforming growth factor-induced factor homeobox 1), and for the other cluster on chromosome 18 (miR-145a/378a/143-3p), NR2F6 (Nuclear receptor subfamily 2 group F member 6) was found to be enriched. TFs that were also found to be differentially expressed (e.g. *E2f3*, *Npas4*, *Tgif1*) in the adipose tissue of DP mice are highlighted in Table 1.

**Table 1:** Putative transcription factors regulating the imprinted miRNAs cluster. Transcription factor binding motif enrichment analysis in the promoter (500 kb upstream of transcription start site) of imprinted/clustered miRNAs

miRNA gene	Chr	Transcription factor (enriched)
miR-335	6	**E2F3**
miR-543 miR-540 miR-487b miR-434 miR-409 miR-323 miR-1193 miR-136	12	CREM, **NPAS4**, ZBED1 ZNF140 TP53 TBX6 GLIS1 **NFIB**, **NFIC**::TLX1 HES7 ZNF354C, CTCF, ZNF416, **ELF4**, ZNF213, THAP11, **ZBTB11**, **ELF1**, NRF1, **PLAGL1**, **GABPA**, ZFP42, MYCN, NR1D2
miR-145a/378a/143	18	NR2F6
miR-17/18a/19b	14	**TGIF1**

Data is based on an enrichment test

Double colon indicates a co-factor

Bold are also differentially expressed TF in the adipose tissue of DP versus DR mice

### WMCNA analysis highlights several known and some novel miRNAs linked to T2D

To enhance the understanding of miRNome regulation and to identify those miRNAs that may play a central role in T2D risk, weighted miRNA co-expression network analysis (WMCNA) was performed. The clustering identified 13 modules and no miRNA was left unassigned (Fig. 5A). The maximum number of miRNAs was assigned to the turquoise module (*n* = 108), followed by blue (*n* = 96) and brown (*n* = 69). For each module, the hub miRNAs were identified as shown in Fig. 5B. Interestingly, the miRNAs let-7c-1-3p, let-7f-5p, and miR-30c-5p, belonging to let-7 and miR-30 families, respectively, that have been previously identified to be associated with T2D in humans [20], were also among the hub miRNAs. 

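Of the 3 miRNAs of these families that the paper's text names as hubs, let-7c-1-3p rose and miR-30c-5p, of a family that promotes adipogenesis, fell in DP mice. The log2 fold change of miR-30c-5p was -0.70 (standard error 0.18, adjusted p = 0.00445 from edgeR's quasi-likelihood test), and 14 of 15 DP mice were below the DR median. The log2 fold change of let-7c-1-3p was 0.26 (standard error 0.07, adjusted p = 0.00384 from edgeR's quasi-likelihood test). In the libraries numbered below 200, miR-30c-5p had -0.93 and let-7c-1-3p 0.35, and both passed. From 200 on they had -0.43 and 0.11 and did not pass (adjusted p = 0.520 and 0.656 from edgeR's quasi-likelihood test), and miR-30c-2-3p had -0.21 and did not pass either. The miRNA let-7f-5p, with 16014 ± 3357 CPM in DP and 18871 ± 3530.0 CPM in DR mice, did not pass (log2 fold change -0.24, adjusted p = 0.0803 from edgeR's quasi-likelihood test). The paper's list of 50 hub miRNAs holds miR-30e-5p (log2 fold change 0.02, adjusted p = 0.952 from edgeR's quasi-likelihood test) and not miR-30c-5p. Of 11 measured members of the miR-30 family, 4 fell, none rose and 7 did not pass (4 fell when adjusted over the list alone; camera adjusted p = 0.0168, and 0.147 with an estimated correlation). Those that fell include miR-30a-3p, miR-30c-2-3p and miR-30e-3p. Of 19 measured members of the let-7 family, let-7c-1-3p and let-7i-5p rose, let-7c-5p and let-7a-2-3p fell and 15 did not pass (1 rose and none fell when adjusted over the list alone, and 1 passed by edgeR's exact test and by its likelihood ratio test, 6 by DESeq2 and 6 by limma-voom; camera adjusted p = 0.278). The calls of let-7i-5p, let-7c-5p and let-7a-2-3p were lost in 15, 11 and 18 of 29 fits that each leave out 1 library. Members of the let-7 family differ by few bases, and reads may be divided among them. The mature sequences of let-7a-1-3p and let-7c-2-3p are identical. Counted apart, they had log2 fold changes of -1.98 and 2.09, while their summed counts differed by -0.13 (permutation test, p = 0.451).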

Overall, among the 50 hub miRNAs identified by WMCNA (Fig. 5A and B), 35 were already linked to the pathophysiology of T2D (Additional file 1: Results). New candidates were miR-214-5p, miR-431-5p, miR-1199-5p, miR-300-3p, miR-511-5p, miR-181b-5p, miR-3057-5p, miR-700-5p, miR-186-5p, miR-500-3p, miR-671-5p, miR-328-3p, and three other novel miRNAs (novel_miR29, novel_miR59, and novel_miR66), which will be investigated in more detail in future studies. 

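Of these candidates, miR-1199-5p had the largest change, from 0.477 ± 0.213 CPM (SD, n = 14) in DR to 1.33 ± 0.525 CPM (SD, n = 15) in DP mice. Its log2 fold change was 1.47 (standard error 0.22, adjusted p = 1.0e-05 from edgeR's quasi-likelihood test). The macrophage miRNA miR-511-5p rose by 0.53, the fibroblast miRNA miR-214-5p by 0.60, miR-500-3p by 0.50 and miR-300-3p of the Dlk1-Dio3 cluster by 0.23 on the log2 scale. The call of miR-300-3p was lost in 16 of 29 fits that each leave out 1 library (adjusted p up to 0.0779 from edgeR's quasi-likelihood test), and its log2 fold change was 0.35 in the libraries numbered below 200 and 0.01 in those numbered 200 and above. The candidates miR-181b-5p (0.08), miR-3057-5p (-0.06), miR-700-5p (-0.04), miR-186-5p (0.03), miR-671-5p (0.17), miR-328-3p (-0.09), novel_mir29 (-0.08), novel_mir59 (-0.36) and novel_mir66 (-0.44) did not pass, with log2 fold changes in parentheses. Leaving out 1 library at a time, the range was 0.03 to 0.12 for miR-181b-5p, -0.19 to -0.05 for miR-328-3p and -0.73 to -0.29 for novel_mir66, and 5 others changed sign. From library number 200 on, miR-214-5p had 0.37 and did not pass, nor did miR-1199-5p (1.03), miR-511-5p (0.41) and miR-500-3p (0.38). Below 200, miR-181b-5p (0.30) and novel_mir59 (-0.62) passed edgeR's quasi-likelihood test. Several of the candidates that did not pass with all mice differed between libraries by number rather than by group. Between the libraries numbered 200 and above and those below 200, novel_mir66 differed by -3.76 on the log2 scale, novel_mir59 by -2.72, miR-186-5p by -0.60, miR-328-3p by -0.55 and miR-181b-5p by 0.65, each at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of the 50 hub miRNAs of the study, 23 rose, 8 fell and 19 did not pass between DP and DR mice. In a signed network of the mature miRNAs at the power of 12 that the paper states, the hub miRNAs had a median connectivity percentile of 90.6 (p = 1e-04 against 10000 random lists, the smallest they can give; 84.9 on deviations from the DP and DR means), and 43 were among the 25% with the highest connectivity. The list was chosen by the study on these mice and is not independent evidence.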

Of note, among these hub miRNAs were also four miRNAs (miR-381-3p, miR-431-5p, miR-376b-3p, and miR-342-3p) belonging to the imprinted cluster located on chromosome 12 (highlighted in Fig. 5B).

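The hub miRNAs miR-431-5p, miR-376b-3p and miR-381-3p of the Dlk1-Dio3 cluster were all higher in DP mice. Expression of miR-431-5p was 67.8 ± 11.7 CPM (SD, n = 15) in DP and 52.2 ± 5.84 CPM (SD, n = 14) in DR mice (adjusted p = 5.7e-04 from edgeR's quasi-likelihood test), and that of miR-376b-3p was 13.7 ± 3.58 and 9.26 ± 1.55 CPM. The log2 fold change of miR-381-3p was 0.22 (standard error 0.07, adjusted p = 0.0230 from edgeR's quasi-likelihood test). This call was lost in 11 of 29 fits that each leave out 1 library (adjusted p up to 0.0731 from edgeR's quasi-likelihood test). The log2 fold change was 0.33 in the libraries numbered below 200 and 0.06 in those numbered 200 and above. For miR-431-5p these values were 0.53 and 0.20, and for miR-376b-3p 0.78 and 0.36. From 200 on none of the 3 passed (adjusted p = 0.365 for miR-431-5p, 0.242 for miR-376b-3p and 0.857 for miR-381-3p from edgeR's quasi-likelihood test). Their connectivity percentiles among the mature miRNAs were 94.6, 88.8 and 81.5 in the same order, and that of miR-342-3p from the Evl locus was 97.9. Computed on deviations from the DP and DR means, which removes the group difference, they were 62.7, 69.9 and 62.2, and 86.2 for miR-342-3p.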

**Fig. 5:**
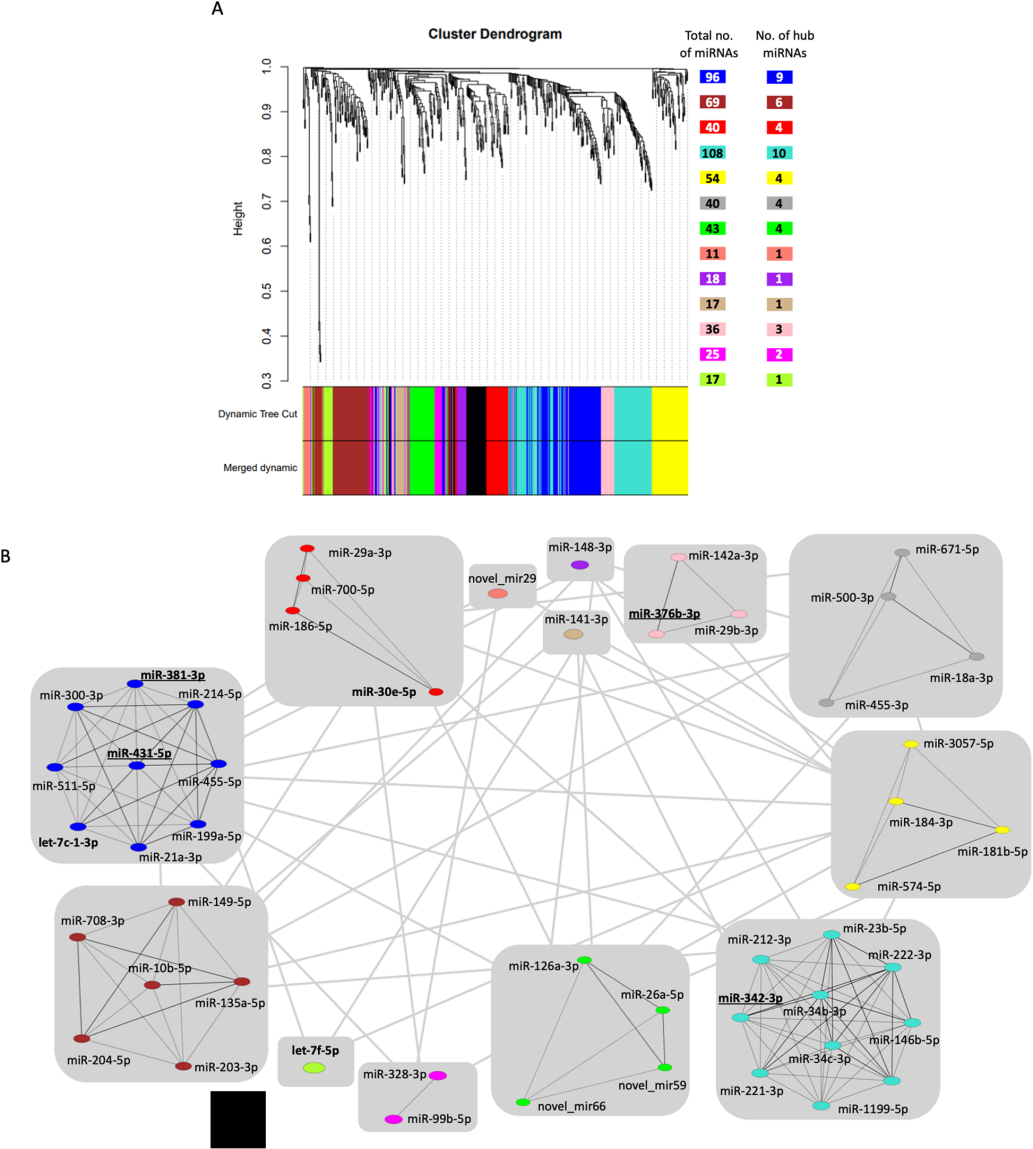
Weighted miRNA co-expression network analysis (WMCNA) with hub miRNAs. **A** Clustering dendrogram of miRNAs with module size. Each module is labelled with unique colour and the number besides corresponds to the number of miRNAs belonging to each module and number of hub miRNAs in each module. **B** Schematic representation of the module hub miRNAs and their inter- and intra-module interconnectedness shown as lines. The hub miRNAs either identified in previous studies to be linked with T2D or belonging to the imprinted loci (*Dlk1-Gtl2,* Mest) are in bold with underline

### Snapshot of miRNA-mRNA-protein map of adipose tissue from diabetes-prone mice

Transcriptome and proteome profiles were integrated with the miRNA expression data to decipher the molecular mechanisms affected by the altered miRNAs in gWAT (Fig. 6A). The mRNA and miRNA expression were analysed in the same samples, thus allowing a robust analysis. Using the online databases, putative yet experimentally validated mRNA targets for all differentially expressed miRNAs were extracted (Additional file 2: Table S3). For the 150 differentially expressed miRNAs, a total of 9523 experimentally validated mRNA targets were identified. Among these, 5045 (upregulated 2591 and downregulated 2454) were differentially expressed in the gWAT of DP versus DR mice (AdjP < 0.05; Additional file 2: Table S3). Lastly, to evaluate if the gene expression changes also translate to the protein expression changes, differentially expressed proteins in gWAT of DP versus DR mice were integrated with the altered transcriptome. This analysis resulted in 227 genes that are affected on the mRNA level also to be potentially regulated at the protein level (Fig. 6A, Additional file 1: Fig. S3 and Additional file 2: Table S4) and were found to be enriched (*p* < 0.05) for pathways involved in the regulation of amino acid metabolism, inflammation, signalling, and insulin resistance (Fig. 6B).

**Fig. 6:**
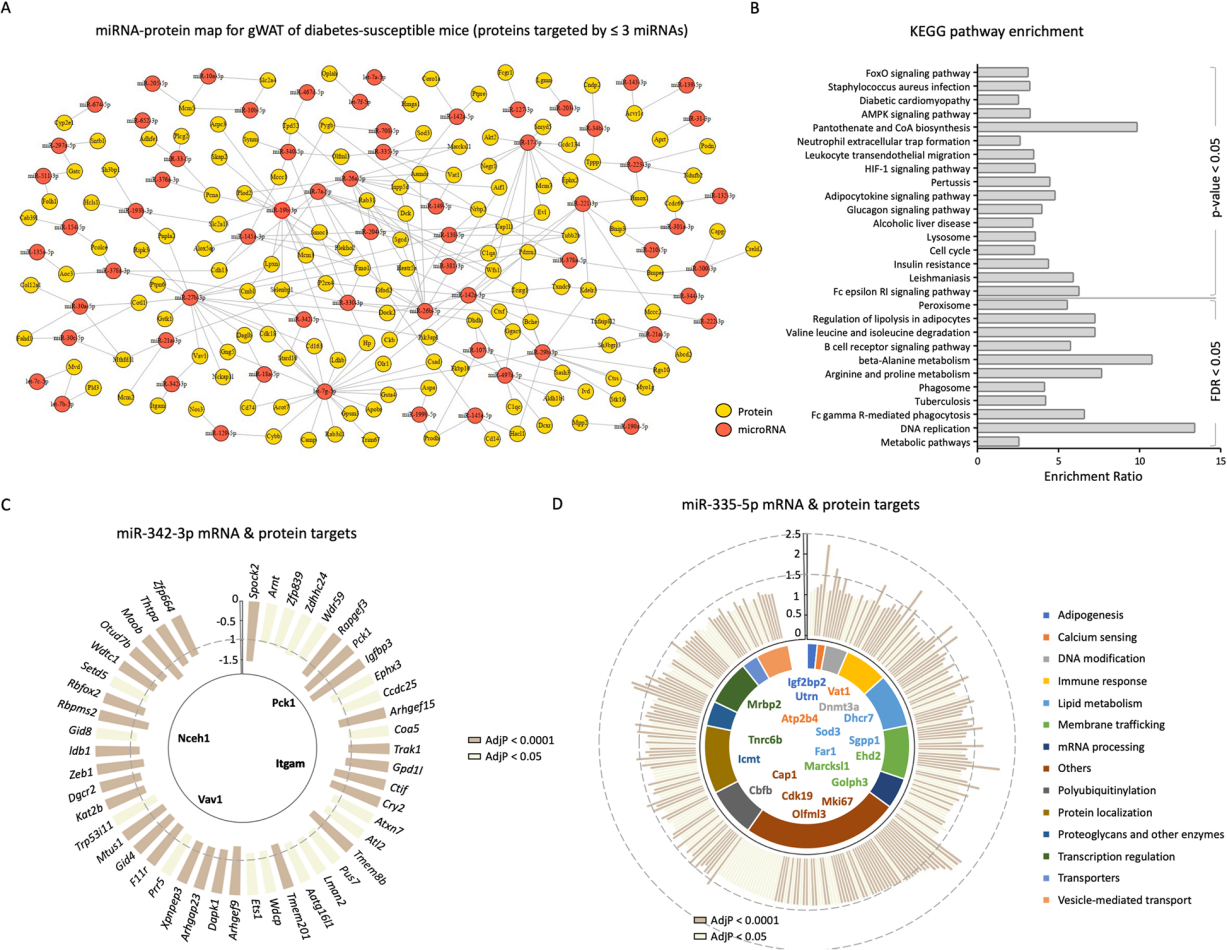
Snapshot of miRNA-mRNA-protein map of adipose tissue from diabetes-prone mice. **A** miRNA-protein network based on differentially expressed miRNAs and proteins that are also differentially expressed in gWAT of DP mice. Circles represent miRNA or protein and lines represent putative regulation for proteins putatively targeted by ≤ 3 miRNAs. **B** Bar plot with enrichment ratio (*x*-axis) for KEGG pathway enrichment analysis for 227 proteins. *Y*-axis maps to the pathways (*p* < 0.05 and FDR < 0.05). Integration of the miRNA-mRNA-protein targets for miR-342-3p **C** and miR-335-5p **D**. Circular bar plot shows the experimentally validated mRNA targets for each miRNA that are also differentially expressed in the gWAT of DP mice in the direction opposite to that of the miRNA. The innermost track shows the proteins that are potential targets for miRNAs and are also differentially expressed. The *y*-axis represents the fold change (DP/DR) and the colour of the bars is based on the *p* value (dark = AdjP < 0.0001; light = AdjP < 0.05)

Of note, these 227 proteins are putative yet experimentally validated targets of 84 miRNAs. As expected, one miRNA was able to target several mRNAs/proteins; for instance, miR-27b-3p may target 53 and miR-let-7 g-5p may target 49 proteins according to the current dataset. 

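In gWAT of DP mice, miR-27b-3p, which restrains adipogenesis, was higher than in DR mice. Its expression was 1127 ± 193 CPM (SD, n = 15) in DP and 868 ± 72.1 CPM (SD, n = 14) in DR mice (log2 fold change 0.38, adjusted p = 2.0e-04 from edgeR's quasi-likelihood test). The abundant let-7g-5p did not pass (log2 fold change -0.20, adjusted p = 0.0712 from edgeR's quasi-likelihood test). Its log2 fold change was 0.01 in the libraries numbered 200 and above. Below 200 it was -0.22 and passed (adjusted p = 0.0326 from the same test). Of 11 measured miRNAs of the miR-23, miR-27 and miR-24 clusters, 5 rose, none fell and 6 did not pass (6 rose when adjusted over the list alone; camera adjusted p = 0.00769, and 0.228 with an estimated correlation). They include miR-27a-5p and miR-24-1-5p, with log2 fold changes of 0.45 and 0.67.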

Among the 227 proteins, several are known to be involved in insulin sensitivity and lipid metabolism. For instance, insulin receptor substrate 1 (Irs1), solute carrier family 2 member 4 (Slc2a4, GLUT4), insulin-like growth factor 2 mRNA-binding protein 2 (Igf2bp2), and AKT serine/threonine kinase 2 (Akt2) are involved in the insulin cascade. Meanwhile, 7-dehydrocholesterol reductase (Dhcr7), apolipoprotein B receptor (Apobr), carnitine palmitoyltransferase 1a (Cpt1a), sterol O-acyltransferase 1 (Soat1), fatty acyl-CoA reductase 1 (Far1), oxidized low-density lipoprotein receptor 1 (Olr1), ATP-binding cassette, sub-family D member 2 (Abcd2), and patatin-like phospholipase domain containing 2 (Pnpla2) play an important role in lipid metabolic processes. Of note, protein levels of mesoderm-specific transcript protein (Mest), belonging to the AB hydrolase superfamily, were also different between the gWAT of DP and DR mice. This protein is targeted by six miRNAs: miR-let-7b-5p, miR-let-7c-5p, miR-143-3p, miR-27b-3p, miR-29b-3p, and miR-378a-3p. In addition, several proteins were targeted by more than 15 miRNAs, including utrophin (Utrn), associated with lipid expandability during adipogenesis, and proliferation marker protein Ki-67.

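Of these miRNAs, let-7c-5p, one of the most abundant miRNAs of the tissue, fell in DP mice. It had 47635 ± 10465 CPM (SD, n = 15) in DP and 56850.0 ± 8897 CPM (SD, n = 14) in DR mice, a log2 fold change of -0.26 (adjusted p = 0.0476 from edgeR's quasi-likelihood test). This call was lost in 11 of 29 fits that each leave out 1 library (adjusted p up to 0.0751 from edgeR's quasi-likelihood test) and was not made with library number as a linear term (adjusted p = 0.0578 from edgeR's quasi-likelihood test), and the log2 fold change was -0.24 in the libraries numbered below 200 and -0.02 in those numbered 200 and above. Neither let-7b-5p (-0.24, adjusted p = 0.0683) nor miR-29b-3p (0.36, adjusted p = 0.0557) passed edgeR's quasi-likelihood test. The log2 fold change of let-7b-5p was 0.05 in the libraries numbered 200 and above. Below 200 it was -0.28 and passed (adjusted p = 0.00526 from edgeR's quasi-likelihood test). None of 6 measured miR-29 family members, which act on collagen genes, passed edgeR's quasi-likelihood test or the other 4 tests run, or passed when adjusted over the list alone, and 1 had an unadjusted p under 0.05. Of 5 miR-26 family members, which act in adipocyte differentiation, miR-26a-5p, miR-26b-5p and miR-26a-1-3p fell and none rose (3 fell when adjusted over the list alone, and 2 passed by edgeR's exact test and by its likelihood ratio test; camera adjusted p = 0.155). From 200 on, the log2 fold changes of miR-26a-5p (-0.12) and miR-26b-5p (-0.16) were smaller and did not pass. The call of miR-26a-1-3p was lost in 16 of 29 fits that each leave out 1 library (adjusted p up to 0.0720 from edgeR's quasi-likelihood test). None of 3 measured miR-103 and miR-107 family members passed edgeR's quasi-likelihood test, and miR-107-3p rose when adjusted over the list alone, by edgeR's exact test, by its likelihood ratio test and by DESeq2, but not by limma-voom. The median log2 fold change of the family was -0.04 with TMM and 0.03 with library totals, and its mean with TMM was 0.28.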

### Imprinted miRNAs target genes crucial for adipose function in diabetes-prone mice

Next, the mRNA targets of miRNAs belonging to *Dlk1-Gtl2* (of the 22 differentially expressed miRNAs, miR-342-3p was selected) and *Mest* (miR-335-5p) locus were screened for changes in gene expression profiles (Fig. 6C and D). For miR-342-3p, 161 putative mRNA targets were identified, and 47 of these were found to be downregulated in gWAT of DP mice (Fig. 6C). Of note, some important targets were *Cry2* (Cryptochrome circadian regulator 2), *Igfbp3* (insulin-like growth factor binding protein 3), and *Ets1* (ETS proto-oncogene 1, transcription factor). The overlap with the proteome, however, resulted in only four proteins with differential expression in the gWAT of DP mice: neutral cholesterol ester hydrolase 1 (Nceh1), phosphoenolpyruvate carboxykinase 1 (Pck1), Vav guanine nucleotide exchange factor 1 (Vav1), and Itgam (Integrin subunit alpha M).

A total of 1047 experimentally validated mRNA targets were retrieved from the in-house database for miR-335-5p. Among these, 291 mRNAs were found to be upregulated in the gWAT of DP mice compared to DR (Fig. 6D and Additional file 1: Fig. S5). The majority of these genes were found to be involved in membrane trafficking, vesicle-mediated transport, protein localization, immune response, lipid metabolism, and adipogenesis. Furthermore, the overlap with differentially expressed proteins resulted in the identification of 20 putative targets, including plasma membrane calcium-transporting ATPase 4 (Atp2b4) and synaptic vesicle membrane protein VAT-1 homolog (Vat1) involved in calcium sensing; Dhcr7, Far1, protein-S-isoprenylcysteine O-methyltransferase (Icmt), sphingosine-1-phosphate phosphatase 1 (Sgpp1), extracellular superoxide dismutase (Sod3) in lipid metabolism; Igf2bp2 and Utrn in adipogenesis.

### Almost half of the differentially expressed miRNAs in gWAT are under epigenetic control

As changes in miRNA expression are closely associated with altered DNA methylation [20, 33, 34], the DNA methylation profiles for the differentially expressed miRNA genes were investigated. Out of 150 miRNAs, 70 also had differences (*p* < 0.05) in at least one CpG site annotated to the miRNA gene when comparing DP versus DR mice (Additional file 2: Table S5). The most prominent changes were in the CpG site, cg29882819, annotated to the miR-21a gene (|%| change in DNA methylation = 11.3%; *p* = 2.8 × 10^−8^), and cg33631853 annotated to miRNA-let-7c-2/7b (|%| change in DNA methylation = 8.8%; *p* = 1.73 × 10^−6^). As the imprinted miRNAs are under monoallelic regulation and epigenetically controlled by the DNA methylation status of the imprinting control region (ICR), the DNA methylation changes in the ICR for these miRNAs were also investigated. For the miRNAs belonging to the *Dlk1-Gtl2* locus, out of eight experimentally validated CpGs based on the MM285 array, seven were found to be differentially methylated. However, for miR-335/*Mest*, two CpG sites were found to be differentially methylated (Table 2).

**Table 2:** DNA methylation of specific CpGs annotated for the imprinted miRNAs

Locus/ gene	CpG ID	Chr	Average DNA methylation ± SD (DP)	Average DNA methylation ± SD (DR)	|%| change	*p*	miRNAs
*Mest*	cg43264716_BC21	6	0.522 ± 0.02	0.494 ± 0.02	2.75	0.007828	**miR-335-5p**; miR-335-3p
*Mest*	cg43264721_BC21	6	0.393 ± 0.02	0.416 ± 0.02	2.33	0.040658	
*Dlk1-Gtl2*	cg31119458_TC21	12	0.699 ± 0.01	0.643 ± 0.01	5.64	3.7E-07	miR-543-3p; miR-540-3p; miR-496a-3p; miR-487b-3p; miR-434-5p; miR-431-5p; miR-412-3p; miR-409-3p; miR-381-5p; miR-381-3p; miR-380-3p; miR-376b-3p; miR-376a-3p; miR-369-5p; miR-342-5p; **miR-342-3p**; miR-337-5p; miR-323-3p; miR-1193-3p; miR-154-5p; miR-136-3p; miR-127-3p
*Dlk1-Gtl2*	cg31119465_BC21	12	0.505 ± 0.02	0.451 ± 0.02	5.36	0.000483	
*Dlk1-Gtl2*	cg31119460_TC21	12	0.558 ± 0.01	0.526 ± 0.01	3.20	0.000718	
*Dlk1-Gtl2*	cg31119462_TC21	12	0.520 ± 0.01	0.500 ± 0.01	2.07	0.01158	
*Dlk1-Gtl2*	cg31119459_TC21	12	0.798 ± 0.02	0.775 ± 0.02	2.29	0.021666	
*Dlk1-Gtl2*	cg31119463_TC21	12	0.457 ± 0.02	0.434 ± 0.02	2.30	0.025192	
*Dlk1-Gtl2*	cg31119469_BC21	12	0.271 ± 0.01	0.252 ± 0.02	1.92	0.033323	

Data is based on beta (β) values obtained from the MM285 Illumina mouse array

|%| change Absolute percentage change in DNA methylation of DP and DR

*DP *Diabetes-prone, *DR *Diabetes-resistant

p- *p* value

### Ortholog miRNAs were similarly altered in monozygotic twin pairs discordant for T2D

In the attempt to translate our results to humans, mouse miRNome data were compared to miRNA profiles from the adipose tissue of monozygotic twin pairs discordant for T2D [20, 29]. As mentioned earlier, the currently used isogenic mouse model is ideal for capturing the underlying epigenetic mechanisms driving T2D. Thus, adipose tissue from our twin study is appropriate for translating these findings [29]. We previously analysed the expression of 408 miRNAs known to be expressed in adipose tissue and described 30 miRNAs to be different between monozygotic twin pairs discordant for T2D [20]. In the present study, among the 150 differentially expressed miRNAs detected in mice, 110 were conserved in humans, and those were explored in the monozygotic twin pairs discordant for T2D.

Of these, 100 miRNAs were detected by the array used for the original study [20], and 12 of these miRNAs were differentially expressed in the discordant twin pairs (*p* < 0.05; Additional file 2: Table S6). One newly identified candidate was miR-378g (corresponding to miR-378a-3p in mice), which was found to be down-regulated in both T2D monozygotic twins and DP mice (fold reduction = 1.3). 

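In gWAT of mice, miR-378a-3p, which is encoded within the mitochondrial regulator gene Ppargc1b, was among the 25 most abundant mature miRNAs. Its expression was 4046 ± 631 CPM (SD, n = 15) in DP and 5476 ± 962 CPM (SD, n = 14) in DR mice, and all 15 DP mice were below the DR median. This is 1.35-fold lower in DP mice, a log2 fold change of -0.44 (standard error 0.09, adjusted p = 2.4e-04 from edgeR's quasi-likelihood test). The log2 fold change was -0.46 in the libraries numbered below 200 and -0.24 in those numbered 200 and above. The deposited small RNA counts hold no samples of the monozygotic twins.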

The miRNAs were also correlated with the fasting plasma glucose levels and HbA1c levels (Additional file 2: Table S7). Expression levels of 378a-3p correlated negatively with fasting plasma glucose levels (*ρ* = − 0.451; *p* = 0.027) in the monozygotic twin pairs discordant for T2D. Another miRNA, miR-146b-5p, which was identified as one of the hub miRNAs in the murine model, correlated positively with HbA1c (ρ = 0.427; *p* = 0.038).

Interestingly, apart from the changes in the let-7 family (let-7f/7g/7a/7b) and miR-30 family (miR-30a/30c/30d) [20], imprinted miRNAs identified in the murine model were also found to be altered similarly in humans. The miR-342-3p was up-regulated in T2D, which was already identified in our previous twin study [20]. In the present study, we found that miR-342-3p correlated positively with HbA1c (*ρ* = 0.496; *p* = 0.014). For miR-335, we did not observe a different abundance when male and female human data were combined. However, there was a trend of reduced expression in T2D (Fig. 7). As the mouse screening was performed in female mice, we also considered the subgroup of 5 pairs of female monozygotic twins and identified a significant down-regulation of miR-335 in T2D (*p* = 0.043; Fig. 7). Accordingly, a negative correlation trend was observed between miR-335 and fasting plasma glucose levels in female twins (*ρ* = − 0.588; *p* = 0.074) (Fig. 8). These results indicate that miR-335 is a female-specific marker for T2D. We also checked for intra–twin pair correlations between within–twin pair differences of the miRNAs above, and they were not significant (data not shown).

**Fig. 7:**
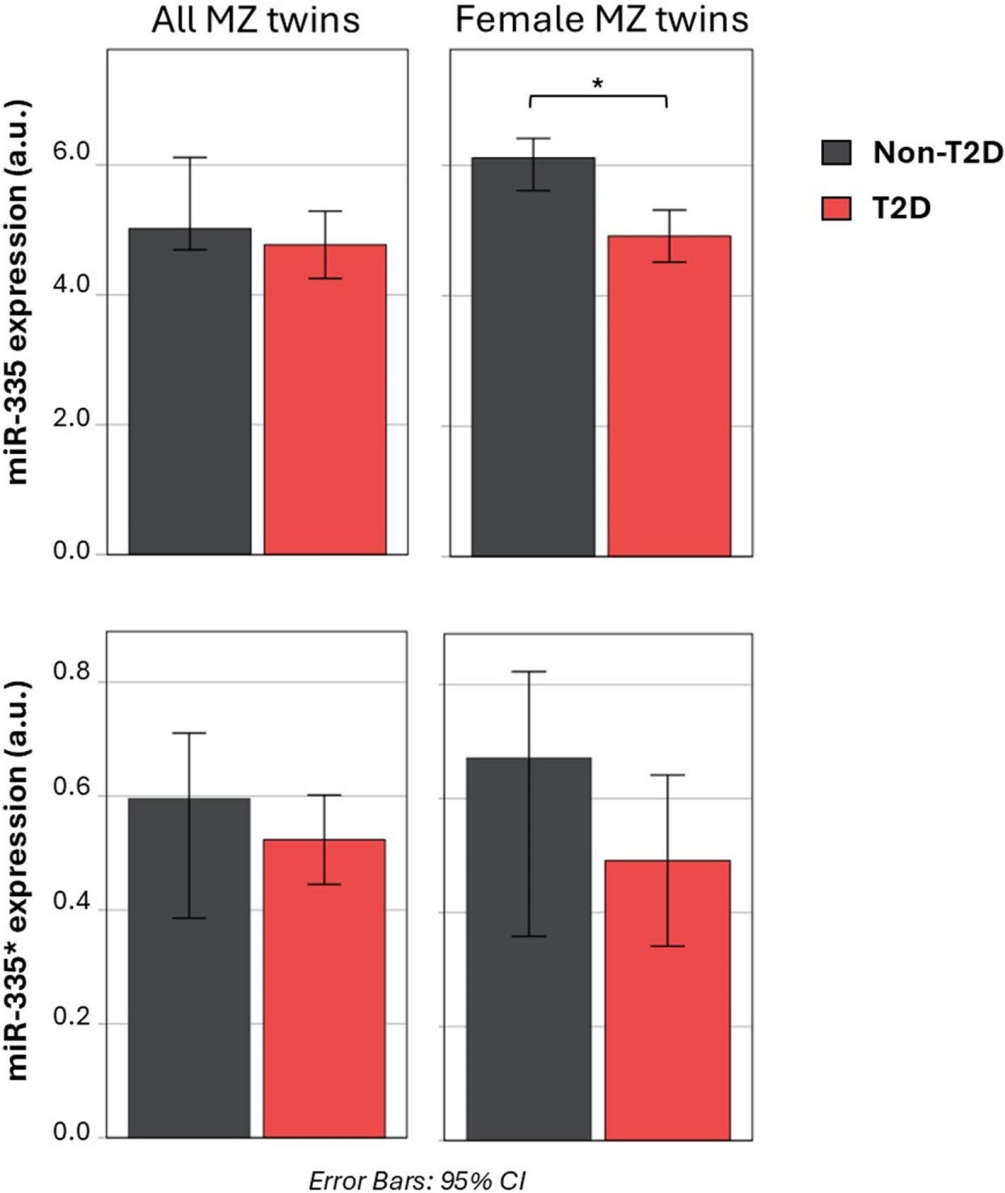
Difference in miR-335 expression in adipose tissue of female monozygotic twin pairs discordant for T2D. Bar plots of the medians of miR-335 and miR-335* (* miR-335-3p according to miRbase v17) expression values in adipose tissue according to the different groups (i.e. non-T2D and T2D) of the monozygotic twin pairs discordant for T2D (N pairs = 12) and the subgroup of female twin pairs (N pairs = 5). Expression of miRNA-335 was found to be decreased in adipose tissue from T2D female twins compared with co-twins without T2D (N pairs = 5). Error bars with 95% CI are shown. *p < 0.05 at the paired two-tailed Wilcoxon test. a.u., arbitrary units; MZ, monozygotic; CI, confidence interval

**Fig. 8:**
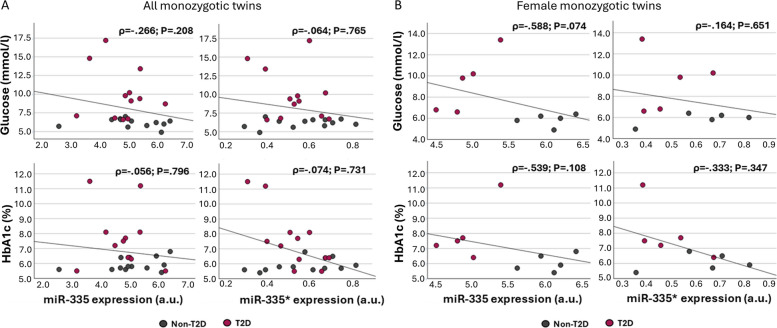
Adipose miR-335 expression shows negative correlation trend with metabolic readouts only in female twin pairs. **A** Scatter plots showing the correlation between miR-335 and miR-335* expression values in adipose tissue and fasting plasma glucose (mmol/l) and HbA1c (%) from the monozygotic twin pairs discordant for T2D (N pairs = 12) and **B** the subgroup of female twin pairs (N pairs = 5). Spearman’s rank correlation coefficient (*ρ*) and *p* value of the Spearman statistics are displayed for each test

As we have observed that more than 50% of the differentially expressed miRNAs in mice also exhibit differences in DNA methylation, we compared the 70 differentially methylated CpGs identified in mice with the corresponding human sites (Additional file 2: Table S8). Among these, only cg08761490 (MIR335; MEST) and cg19019198 (MIRLET7G; WDR82) were differentially methylated in the discordant twins based on *p* < 0.05 (Additional file 2: Table S8), as previously reported [20, 29]. Correlation analysis revealed 12 CpG sites to be correlated with HbA1c levels based on *p* < 0.05 (Additional file 2: Table S9). Among these, four CpGs were annotated for the miRNAs belonging to the *DLK1-DIO3* (*Dlk1-Gtl2* in mouse) locus: cg14007694 (miR-369), cg02044725 (miR-487b), cg21876806 (miR-411), and cg13995230 (miR-376b). The cg08761490 annotated to the imprinted miRNA-335 also correlated with HbA1c (*ρ* = 0.475; *p* = 0.011) (Additional file 2: Table S9). Of note, three hub miRNAs identified in the mouse model using WMCNA, miR-26a (cg04787317), miR-376b (cg13995230), and miR-199a (cg24002149 and cg17178220) were also among these. Considering intra–twin pair correlations between within–twin pair differences of these CpG sites above, only cg13995230 and cg21876806 were respectively correlated with glucose and both glucose and HbA1c (*p* < 0.05) (data not shown).

#### miR-335-5p negatively correlates with fasting blood glucose levels in TÜF study

Lastly, the expression level of miR-335-5p, which is conserved in humans and known to be secreted from the adipose tissue via extracellular vesicles [15], was investigated in 99 females at high risk of developing T2D based on elevated fasting glucose concentrations, a sub-cohort of the TÜF study [30]. The miRNA expression levels were measured in plasma along with fasting blood glucose levels and other anthropometric measurements. The miR-335-5p expression levels were found to be negatively correlated with the fasting blood glucose levels (*p* < 0.01), corroborating the findings in female diabetes-prone NZO mice and female pairs of monozygotic twins with T2D (Fig. 9). The same applies if only females with a body mass index > 26 were included in the analysis (*ρ* = − 0.30; *p* = 0.01). In conclusion, using a translational integrative approach, miR-335-5p was identified as a relevant miRNA linked to a potential biomarker for elevated risk of developing T2D, specifically in females.

**Fig. 9:**
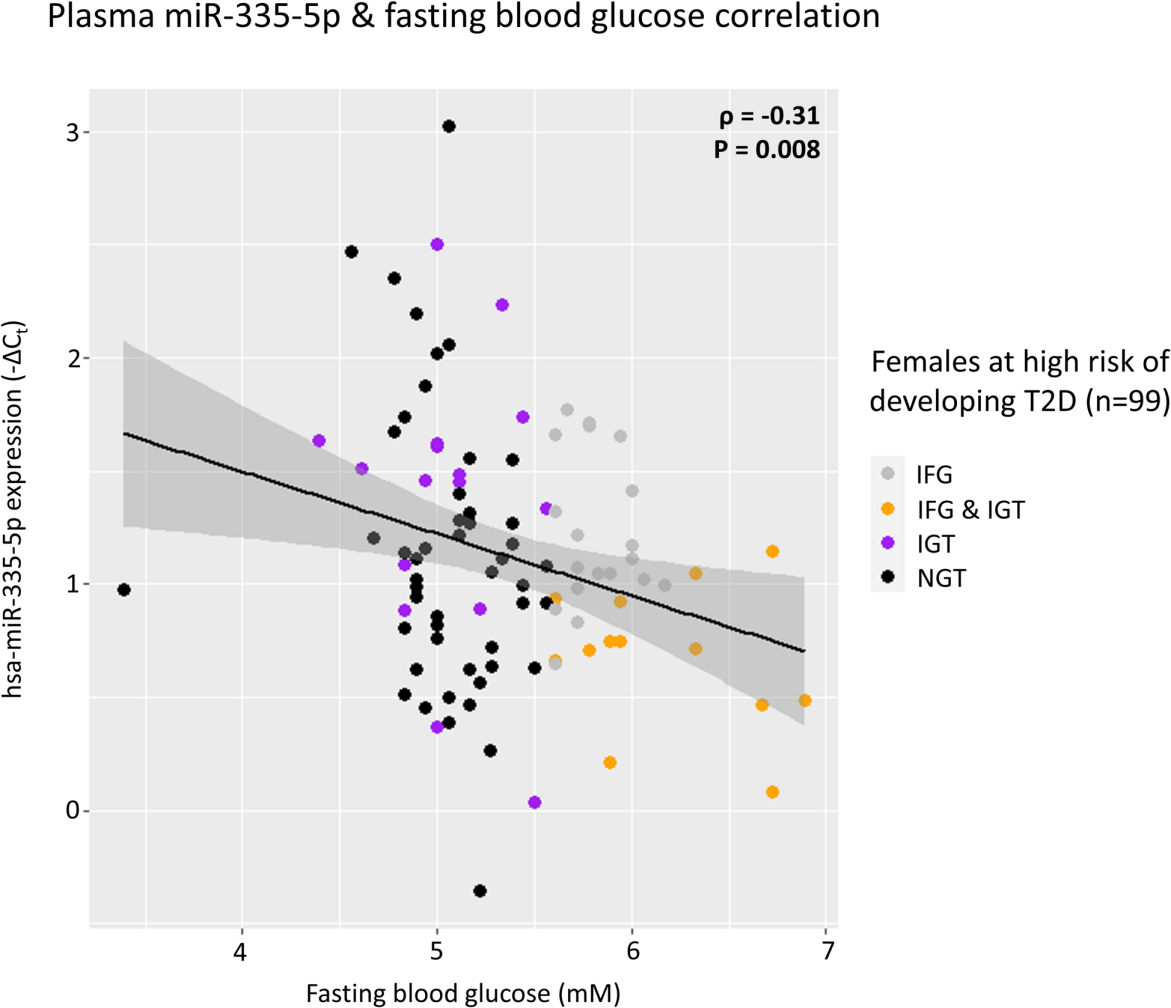
Plasma miR-335-5p negatively correlates with blood glucose in females at high risk of developing T2D. The plot shows the correlation between hsa-miR-335-5p plasma expression levels (*y*-axis) and fasting blood glucose levels (*x*-axis). Spearman’s rank correlation coefficient (*ρ*) and *p*-value of the Spearman statistics are displayed for each test. NGT, normal glucose tolerance; IGT, impaired glucose tolerance; IFG, impaired fasting glucose

#### Functional validation for miR-335-5p using 3T3-L1 cells

Based on the results from the mice and human data, we can conclude that reduced expression of miR-335 in the adipose tissue is associated with increased T2D risk, and this effect could be mediated by targeting specific genes. The genes to be tested in vitro in 3T3-L1 cells were selected based on the correlation between the miRNA and putative mRNA expression as detected by small-RNA and RNA sequencing, respectively (Fig. 10A).

**Fig. 10:**
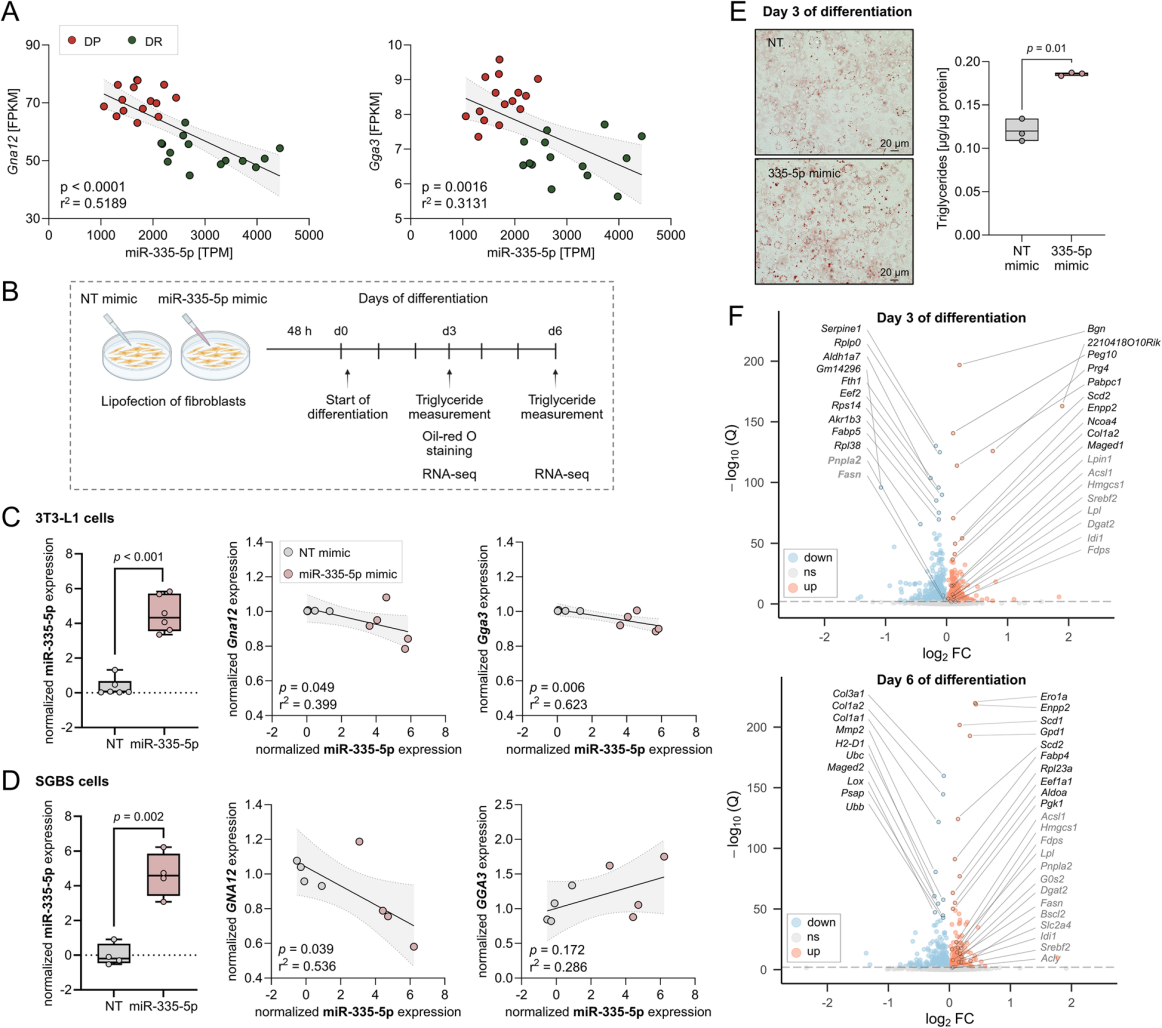
Molecular impact of miR-335-5p during 3T3-L1 differentiation and link between miR-335 and *GNA12* and *GGA3* in SGBS cells. **A** Correlation plots between the expression of putative genes of interest and miR-335-5p based on RNA and small-RNA sequencing, respectively. **B** Schematic overview of the experimental workflow. **C** Effect of miR-335-5p mimic transfection in 3T3-L1 fibroblasts and its correlation with *Gna12* and *Gga3* expression. **D** Effect of miR-335-5p mimic transfection in SGBS fibroblasts and its correlation with *GNA12* and *GGA3* expression. **E** Oil Red O staining of 3T3-L1 cells at day 3 of differentiation following transfection with NT mimic (upper panel) or miR-335-5p mimic (lower panel), along with quantification of intracellular triglyceride concentration. **F** Volcano plots of RNA sequencing data comparing NT mimic- and miR-335-5p mimic-transfected 3T3-L1 cells at day 3 (upper panel) and day 6 (lower panel) of differentiation. Top 10 up-/downregulated genes are highlighted in black; *q* < 0.01. Pearson correlation (*r*^2^) and corresponding *p*-values are displayed (**A**, **C** and **D**); Data represent the mean of three to six independent experiments (**C**, **D**, and **E**); unpaired *t*-test with Welch correction (**C**, **D**, and **E**). FPKM, fragments per kilobase of transcript per million mapped reads; TPM, transcripts per million

Among these, *Gna12* (G protein subunit alpha 12) and *Gga3* (Golgi-associated, gamma-adaptin ear-containing, ARF-binding protein 3), both involved in membrane trafficking, were prioritized for validation due to their strong negative correlation with miR-335-5p expression. Transfection of 3T3-L1 fibroblasts with a miR-335-5p mimic (Fig. 10B) reduced the expression of *Gna12* and *Gga3*, showing a strong inverse correlation between miR-335-5p levels and target gene expression (*Gna12*: *p* = 0.049, *r*^2^ = 0.399; *Gga3*: *p* = 0.006, *r*^2^ = 0.623) (Fig. 10C). Consistent with these findings, transfection of human SGBS cells with the miR-335-5p mimic also led to reduced *GNA12* expression and a significant correlation (*p* = 0.039, *r*^2^ = 0.536), whereas *GGA3* showed no significant effect (*p* = 0.172, *r*^2^ = 0.286) (Fig. 10D).

To confirm the interaction between miR-355 and *Gna12* as well as *Gga3,* luciferase reporter assays were conducted in HeLa cells. As shown in Additional file 1: Fig. S4, co-transfection experiments revealed that miR-335 mimic significantly decreased luciferase activity levels through the binding sites of *Gga3* (20%, *p*-value = 1.2 × 10^−3^) when compared to the non-targeting mimic. However, the luciferase activity remained unchanged in cells transfected with *Gna12* and miR-335 mimic (Additional file 1: Fig. S4).

During 3T3-L1 differentiation, significant correlations for both target genes were observed on day 1 and day 5 upon overexpression of miR-335 (Additional file 1: Fig. S5A–B). Furthermore, miR-335-5p mimic treatment elevated triglyceride accumulation on day 3 of adipogenesis (Fig. 10E), whereas no effect was observed in mature adipocytes at day 6 (Additional file 1: Fig. S5C). Finally, insulin sensitivity as detected by pAkt in mature adipocytes revealed a tendency towards increased insulin sensitivity upon miR-335-5p overexpression (Additional file 1: Fig. S5D). To elucidate the molecular mechanisms underlying the increased triglyceride accumulation observed on day 3 of differentiation in 3T3-L1 cells treated with the miR-335-5p mimic, RNA sequencing was performed at days 3 and 6 of differentiation (Fig. 10F). On day 3, the top 10 up- and downregulated genes suggested activation of a transcriptional programme supporting early triglyceride accumulation. Among the downregulated genes were *Fabp5*, *Pnpla2*, and *Fasn*, which are involved in lipid metabolism. Specifically, *Scd2* and *Enpp2*, playing a role in fatty acid synthesis, were upregulated, presumably mediated in an indirect manner by miR-335. In addition, a marked reduction in ribosomal gene expression and *Fth1* was observed, along with induction of extracellular matrix (ECM)-related genes, including *Col1a2*, *Bgn*, and *Prg4*. By day 6, the expression profile of miR-335 overexpressing cells shifted towards an increased adipocyte maturation, characterized by increased expression of *Scd1*, *Scd2*, *Gpd1*, and *Fabp4*, with upregulation of glycolytic enzymes (*Aldoa* and *Pgk1*). In contrast, genes associated with ECM remodelling, including *Col1a1*, *Col1a2*, *Col3a1*, *Lox*, and *Mmp2*, were downregulated. Notably, expression of *Slc2a4*, although not among the top 20 differentially expressed genes, was also increased and confirmed at the protein level (Additional file 1: Fig. S5E). Taken together, these findings indicate that miR-335 acts as a potent molecular regulator, fine-tuning the expression of genes implicated in adipocyte triglyceride accumulation and an enhanced adipocyte maturation.

## Discussion

Using the NZO female mouse model, which allows to distinguish between diabetes-prone and -resistant mice weeks before the onset of T2D, early changes in the adipose tissue miRNA expression profile linked to ~ 5000 differentially expressed mRNAs and to 227 differentially abundant proteins were identified. Among the altered miRNAs were imprinted miRNAs belonging to *Dlk1-Gtl2* (22 miRNAs including miR-342-3p) and *Mest* (miR-335-5p) loci, which were upregulated and downregulated in diabetes-prone mice, respectively. WMCNA analysis revealed several known and novel hub miRNAs with an integrative miRNA-mRNA-protein snapshot highlighting molecular targets involved in pathways important for amino acid metabolism, insulin resistance, lipid metabolism, inflammation, and signalling. Specifically, the imprinted miRNA candidate, miR-335-5p target genes identified in the present study are related to processes such as adipogenesis, vesicle-mediated transport, and membrane trafficking. Moreover, the expression of miR-342-3p was altered in the adipose tissue of human twin pairs discordant for T2D in a similar manner, with miR-335 identified only in female twin pairs. The fact that circulating miR-335-5p abundance also negatively correlated with fasting blood glucose levels in female individuals at high risk of developing T2D indicates that this miRNA is a valuable marker for identifying prediabetic women who could benefit from preventive measures such as lifestyle changes.

Adipocytes are responsive to insulin and regulate whole-body nutrient homeostasis in a highly tuned manner, and adipose tissue insulin resistance is an important cue in deciphering the metabolic milieu underlying T2D pathogenesis [35]. Adipose tissue of diabetes-prone mice was insulin resistant based on the adipo-IR index and downregulation of key genes involved in insulin signalling. It is important to note that these changes are independent of changes in adipose tissue weight. A similar deterioration of adipose tissue function was also described previously in humans, where adipocyte insulin sensitivity was reduced in individuals with metabolic syndrome, with prominent alterations in the lipolysis cascade along with marked downregulation of the *IRS2* gene expression [36]. Also, the expression of *Slc2a4* (GLUT4), which not only transports glucose but also glucosamine and dehydroascorbic acid into the adipocytes, is a major readout for adipose tissue insulin sensitivity [37]. The expression of these two genes was reduced in the diabetes-prone mice, confirming an impaired adipose tissue insulin sensitivity already at week 10, way before the onset of T2D.

MiRNAs are key post-transcriptional regulators that modulate cellular functions by binding to complementary sequences in target mRNAs, primarily within the 3' UTR, leading to translational repression/mRNA degradation [38]. The miRNAs can also interact with the 5' UTR, coding regions, or promoter sites, influencing gene expression while their expression is tightly controlled by epigenetic mechanisms. In addition, miRNAs can regulate epigenetic enzymes, forming feedback loops that affect chromatin dynamics [39]. MiRNAs can be secreted and transferred between cells via extracellular vesicles, allowing them to function as intercellular messengers [40]. These multi-layered regulatory mechanisms enable miRNAs to play a central role in maintaining cellular homeostasis and responding to environmental and physiological changes [41]. Epigenetic alterations such as DNA methylation changes or miRNA expression are also linked with adipose tissue dysfunction in mice and humans. These can occur in response to adverse environmental factors including undernutrition during early development, thereby predisposing certain individuals to the risk of developing cardiometabolic diseases including adiposity and/or T2D. Our work focused on the aspect of predisposition, and we asked whether early alterations in the adipose tissue miRNome could indeed be the molecular component predisposing individuals to T2D risk. The fact that members of the let-7 and miR-30 families, known to play an important role in human T2D [20], were identified in our study clearly shows that the NZO model is appropriate to discover novel miRNAs contributing to the pathophysiology of T2D. Although several studies investigated the role of miRNAs in obese and diabetic mice [42, 43], this is the first study providing an adipose tissue-specific snapshot of molecular alterations before the onset of T2D.

Our combinative approach in the present study suggests a link between miRNA and DNA methylation, specifically unfolding the molecular importance of imprinted miRNAs belonging to *Dlk1-Gtl2* (22 miRNAs including miR-342) and *Mest* (miR-335) loci in modulating the response to caloric stress. In obesity, imprinted miRNAs can influence the development and function of adipose tissue, which is essential for storing fat, regulating energy balance, glucose metabolism, and insulin signalling pathways [20]. Expression of all miRNAs belonging to the *Dlk1-Gtl2* locus was upregulated in diabetes-prone mice, while one of the most highly expressed miRNAs, miR-342-3p (a hub miRNA), was also increased in monozygotic twins with T2D [20]. On the other hand, miR-335-5p expression was reduced in female mice prone to develop T2D and in female twins with T2D. Epigenome editing of the *Dlk1-Gtl2* imprinted control locus has confirmed DNA methylation as a crucial component in the transcription of this locus [44].

In the present study, the DNA methylation of both of these imprinting control loci was altered in diabetes-prone mice. Genomic disruption of the imprinted locus on chr12 in mice is known to result in severely dysfunctional energy homeostasis with marked hypoglycemia [45]. MiR-342-3p expression correlated positively with the HbA1c levels in monozygotic twin pairs discordant for T2D, in line with a previous study where miR-342 was also found to be upregulated in visceral adipose tissue of individuals grouped as prediabetic or diabetic compared to normoglycemic [46]. Importantly, recently in two independent INNODIA cohorts, the expression of three miRNAs (miR-409-3p, miR-127-3p, and miR-382-5p) belonging to the same locus was identified to be sufficient in stratifying two sub-clusters of individuals with recent-onset type 1 diabetes [24]. Altogether, these findings propose novel mechanisms related to metabolic imprinting in the context of T2D.

DNA methylation of specific CpG sites annotated to miR-335 correlated negatively with the HbA1c levels in the present study. In addition, a novel miRNA, miR-378g, was identified to be linked with T2D in both murine model and twin pairs. It is important to note that Can et al. have previously profiled the circulating miRNA levels in 45 obese children and adolescents and 41 age-matched lean controls, identifying a striking reduction in miR-335 and an elevation of miR-378 expression. Moreover, miR-335 levels were positively correlated with adiponectin and high-density lipoprotein cholesterol levels and negatively with leptin, triglycerides, body mass index, and HOMA-IR [47]. Specifically, miR-335-5p is a multifunctional miRNA involved in the regulation of diverse biological processes, including metabolism, cell proliferation, inflammation, and neuronal function in several cell types [48–50]. In the context of metabolic regulation, miR-335-5p has been shown to influence key pathways related to glucose homeostasis and insulin sensitivity, including the modulation of genes such as *SIRT1*, *PPARG*, and components of the PI3K/Akt pathway [49, 51, 52]. Its expression is responsive to metabolic stress and may contribute to adipocyte differentiation and lipid accumulation [53]. Notably, in models of T2D, miR-335-5p has been implicated in pancreatic β-cell dysfunction and impaired insulin secretion through its regulation of pro-apoptotic targets [54]. Additionally, miR-335-5p modulates inflammatory signalling pathways, including the suppression of cytokine regulators, linking it to immune regulation and oxidative stress responses [52, 55]. Our functional in vitro characterization of miR-335-5p using mimics suggests a shift in the programme of adipogenesis. The gene expression changes observed on day 3 indicate the activation of a transcriptional programme that promotes early triglyceride accumulation in an immature adipogenic context. Upregulation of *Scd2* and *Enpp2* likely enhances monounsaturated fatty acid (MUFA) synthesis and lysophosphatidic acid signalling, while downregulation of *Aldh1a7* (a member of the Aldh1 family) and *Fabp5* suggests a release of retinoic acid-mediated suppression and reduced fatty acid shuttling into oxidative pathways. Concurrent decreases in ribosomal genes and *Fth1* point to a stress-associated transitional state, whereas induction of extracellular matrix (ECM)-related genes (*Col1a2*, *Bgn*, *Prg4*) indicates active tissue remodelling. By day 6, the transcriptional profile shifts towards a classical adipocyte maturation programme, supporting balanced lipid homeostasis and improved metabolic flexibility. Increased expression of glycolytic enzymes (*Aldoa*, *Pgk1*) points towards enhanced glycolytic flux, providing both ATP for insulin signalling cascades and intermediates for de novo lipid synthesis. In parallel, decreased expression of ECM-related genes and upregulation of *Slc2a4*/GLUT4 likely underlie the modest improvement in insulin sensitivity, pointing to a mechanism that promotes enhanced glucose uptake and utilization.

Circulating miRNAs provide a unique opportunity to use them as potential biomarkers. For instance, three circulating miRNAs, miR-181b-5p, miR-1306-3p, and miR-3138, were highly accurate in discriminating individuals with elevated visceral adipose tissue inflammation [56]. Several other miRNAs have been identified to be derived from adipose tissue, packed into extracellular vesicles, and potentially regulating target genes in distant tissues, such as miR-222 linked with changes in IRS1 expression in liver and skeletal muscle [57]. Reduced plasma miR-223-3p was linked with adipose tissue insulin sensitivity index in another large cohort [42]. Our study design, using an isogenic mouse model and monozygotic twin pairs, offers a unique opportunity to control for potential confounders such as differences in genetic background, early-life environmental exposure, and age. However, the circulating miRNAs were investigated in female individuals at high risk of developing T2D, leading to the identification of miR-335-5p to play a role in early prediabetes specifically in females. However, today it is too early to establish miR-335-5p as a biomarker for clinical application without further studies in other human cohorts. While this study is largely based on mouse models, the conserved expression patterns observed in our small human cohort suggest possible relevance across species. In a few large cohort studies like the Framingham Heart Study, miR-335-5p levels were associated with cardiometabolic traits, including BMI and fasting insulin [58]. In patients with fatty liver, miR-335-5p was found to be dysregulated and linked to hepatic lipid accumulation and steatosis severity, and elevated levels have also been reported in obese children with insulin resistance [59, 60]. However, future work will explore how miR-335-5p expression evolves during the transition from normoglycemia to insulin resistance and T2D, ideally in longitudinal human cohorts. In addition, future mechanistic studies to clarify the functional importance, diagnostic, and therapeutic potential are required.

## Conclusions

In summary, an integrative translational approach including NZO female mice and twin pairs discordant for T2D led to the identification of early changes in adipose tissue miRNome linked to T2D susceptibility. Mapping the miRNA-mRNA-protein networks resulted in the identification of several novel molecular targets involved in adipose tissue function. The alteration of miRNAs from imprinted loci, along with changes in the DNA methylome, suggests a major contribution of epigenetic mechanisms in the development of T2D, proposing miR-335-5p as a potential biomarker which in the future may be useful for early detection and prevention of T2D in women.

## Supplementary Information

Additional File 1: Methods. Expression proteomics analysis. Western blot analysis in 3T3-L1 cells. miRCURY assay-based validation for selected miRNAs & gene expression. Validation of GNA12 and GGA3 in SGBS cells. Demographic information of the human cohorts. Results. Chromosomal enrichment analysis for 150 differentially expressed miRNAs. Weighted miRNA co-expression network analysis- hub miRNAs & T2D. Figures S1-S5. Fig S1- Plasma insulin and free fatty acid levels. Fig S2 – miRCURY assay-based qPCR validation of selected miRNAs. Fig S3 – Snapshot of miRNA-mRNA-protein map of adipose tissue from diabetes-susceptible mice. Fig S4 – Gga3 is a target of miR-335. Fig S5 – Molecular impact of miR-335-5p during 3T3-L1 differentiation.

Additional File 2: Tables S1-S9. Table S1: List of mature 150 miRNAs identified to be differnetially expressed in the diabetes-susceptible New Zealand Obese femlae mice. Table S2: Conservation of miRNA based on nucleotide sequence similarity in mouse and human. Table S3: miRNA-mRNA targets reported in 3 out of 5 databases and experimentally validated. Table S4: Putative protein targets for miRNAs. Both protein and miRNA are differentially expressed in the adipose tissue of the diabetes-susceptible mice. Table S5: Putative mRNA targets for miR-335-5p with fold changeand p value. Based on the known function of the gene, it was assigned to a particular categoryand CpGs annotated to miRNA genes that are also differnetially methylated. Table S6. 100 miRNAs in adipose tissue biopsies from 12 MZ twin pairs discordant for T2D matching with the differentially expressed miRNA in murine models. In bold P < 0.05, in red, the miRNA was newly identified, while the other have been presented in our previuos study. Table S7. Spearman statistics to assess correlation between the 100 miRNAs in adipose tissue biopsies from 12 MZ twin pairs discordant for T2D matching with the differentially expressed miRNA in murine models and blood glucose and HbA1c levels. Table S8. The 40 CpG sites in adipose tissue biopsies from 14 MZ twin pairs discordant for T2D corresponding to the 48 CpG sites from the mouse_MM285array annotated to the miRNA genes with differential expression in mouse models. In bold *P* < 0.05. The human data is based on our previous publication PMID: 24,812,430. Table S9. Spearman statistics to assess correlation between the 40 CpG sites in adipose tissue biopsies from 14 MZ twin pairs discordant for T2D corresponding to the 48 CpG sites from the mouse_MM285array and blood glucose and HbA1c levels. This analysis included both twins with and without T2D and is based on data from PMID: 24,812,430.

Additional File 3: Uncropped blot images.

## Data Availability

The majority of the conclusion made in this manuscript are based on data included in the Additional file 2 (Supplementary Tables S1-S9). Raw data from mice namely transcriptome, miRNome and methylome are available at the following GEO accession numbers: GSE310456, GSE310457 and GSE310390, respectively. Raw data of 3T3L1 gene expression are available at the following GEO accession number: GSE310455. Proteome results are deposited in the ProteomeXchange repository dataset identifiers PXD057291. Human data, including metabolic and molecular information, are already available in reference 20. Additional human data can be obtained from Charlotte Ling and Meriem Ouni upon reasonable request.

## Abbreviations

WAT: White adipose tissue
T2D: Type 2 diabetes
miRNA: MicroRNA
NZO: New Zealand Obese
TÜF: TÜbingen family study
HFD: High-fat diet
DP: Diabetes-prone
DR: Diabetes-resistant
WMCNA: Weighted miRNA co-expression network analysis
TF: Transcription factor
IR: Insulin resistance
*Mest*: Mesoderm-specific transcript protein
*Dlk1-Gtl2*: Delta like non-canonical notch ligand 1-Gene trap locus 2
CpG: 5′-Cytosine-phosphate-guanine-3′
ICR: Imprinting control region

# Supplementary material for: Adipose tissue-derived microRNAs as epigenetic modulators of type 2 diabetes
**Source:** BMC Med. 2025 Dec 9;23:678. doi: 10.1186/s12916-025-04560-7
**Supplement:** Supplementary file 1 — Additional File 1: Methods. Expression proteomics analysis. Western blot analysis in 3T3-L1 cells. miRCURY assay-based validation for selected miRNAs & gene expression. Validation of GNA12 and GGA3 in SGBS cells. Demographic information of the human cohorts. Results. Chromosomal enrichment analysis for 150 differentially expressed miRNAs. Weighted miRNA co-expression network analysis- hub miRNAs & T2D. Figures S1-S5. Fig S1- Plasma insulin and free fatty acid levels. Fig S2 – miRCURY assay-based qPCR validation of selected miRNAs. Fig S3 – Snapshot of miRNA-mRNA-protein map of adipose tissue from diabetes-susceptible mice. Fig S4 – Gga3 is a target of miR-335. Fig S5 – Molecular impact of miR-335-5p during 3T3-L1 differentiation.

**Additional file 1**

**Methods**

***Expression proteomics analysis***

For label free proteome analysis, frozen powdered gWAT tissue samples were lysed in 50 mM Tris–HCl, 150 mM NaCl and 1% sodium dodecyl sulfate (SDS) at pH 7.8 supplemented with 1 tablet cOmplete Mini and 1 tablet PhosSTOP (Roche, Basel, Switzerland) per 10 ml. Approximately 20 glass beads were added prior to disruption by sonication for 10 min (30 s on-off cycles at 4°C) using a Bioruptor Plus sonication device (Diagenode, Liège, Belgium). Protein concentrations were determined using the bicinchoninic acid assay (Pierce, Thermo Fisher Scientific, Rockford, USA). Afterward, cysteines were reduced by 30 min incubation at 56 °C with 10 mM dithiothreitol, and free sulfhydryl groups were alkylated with 30 mM iodoacetamide for 30 min at room temperature in the dark.

From this, 55 µg of sample were processed using S-trap Mini Column Digestion Protocol (PROTIFI, Farmingdale, NY, USA) according to the manufacturer’s instructions (1) with slight modifications. In brief, carbamidomethylated samples were diluted with 10% SDS to a final concentration of 5% SDS. Afterward, 6 μl of 12% phosphoric acid was added, followed by the addition of 420 μl of S-trap binding buffer (90% methanol, 100 mM triethylammonium bicarbonate (TEAB), pH 7.1). 200 μl of the acidified lysate/S-trap buffer mix was placed into the spin column and spun down in a bench-top centrifuge in a 2 ml tube at 4000g until all the solution had passed through. The flow through was discarded and the rest of the acidified lysate/S-trap buffer mix was loaded into the spin column and the procedure explained before was repeated.

Afterwards, 3 washing steps with 400 μl of S-trap binding buffer each were performed by centrifugation at 4,000 g. Then, sequencing grade modified trypsin (Promega, Madison, WI, U.S.A.) was added in an enzyme to a sample ratio of 1:20 (w/w) in 125 μl of 50 mM ammonium bicarbonate (ABC) containing 2 mM CaCl_2_. Spin columns were incubated for 1 h at 47 °C. After incubation, peptides were recovered by centrifugation prior addition of 80 μl of 50 mM ABC to the spin columns. Further peptide recovery was done by adding 80 μl 0.1% of trifluoroacetic acid (TFA) and 80 μl of 50% acetonitrile (for recovering hydrophobic peptides) to the spin columns followed by centrifugation. Finally, samples were dried under vacuum and resuspended in 0.1% TFA. Digestion quality control was performed via a monolithic column–HPLC (2). NanoLC–MS/MS analysis was done using a U3000 RSLCnano online-coupled (Thermo Scientific, Bremen, Germany) to a TIMS-TOF mass spectrometer (Bruker Daltonics, Bremen, Germany). Peptides were loaded onto the trap column (Acclaim PepMap100 C18; 75µm x 2 cm, Thermo Scientific, Bremen, Germany) in 0.1 % TFA at a flow rate of 10 µl/min. After 5 min, the pre-column was switched on‑line with the main column (IonOpticks, Aurora Ultimate CSI 25cm x 75µm, C18. Melbourne, Victoria, Australia) located in a separate column oven directly connected to the TIMS-TOF source at 50°C, peptides were separated using a 95 min binary gradient ranging from 3-42 % ACN in presence of 0.1 % FA at and a flow rate of 400 nL/min. MS was operated in Data-Independent acquisition- PASEF mode. The setting for MS1 were as follows, scan from 100 -1700 m/z, positive polarity, scan mode DIA-PASEF. TIMS setting mobility 0.6 to 1.51 V.s/cm^2^ with a ramp time 100 ms and 100% duty cycle. Windows for fragmentation were set as shown in the Figure.

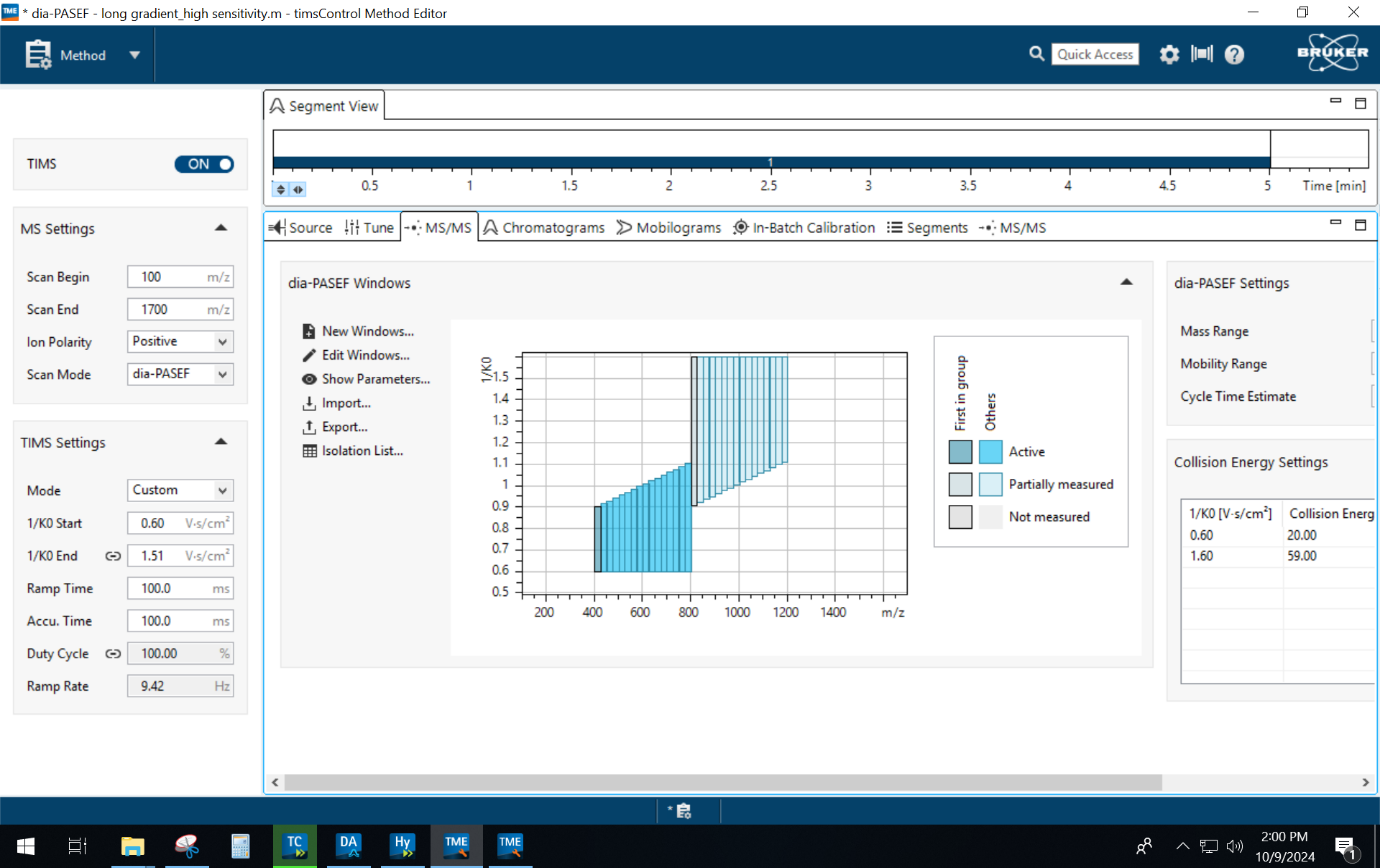
Raw data was analyzed using Spectronaut Pulsar (Biognosys), using a mouse database (swissPROT _tremBl) and the following parameters for direct-DIA (Deep) analysis, enzyme was set to trypsin/P, missed cleavages 2, fixed modification Carbamidomethyl (C +57 Da), and variable modification Acetyl (Protein N-term 42 Da), Oxidation (M +16 Da) A cross-run normalization approach was used with normalization strategy set on automatic. Results files were exported, based on PG protein quantification log 2 ratio as well as p-values were calculated between diabetes-resistant versus diabetes-prone samples. Raw data and Proteome Discoverer search results are deposited in the ProteomeXchange repository dataset identifiers PXD057291. Reviewer access details - Log in to the PRIDE website using the following details: Project accession- PXD057291 and Token- oXHPYE9FXT7E. Alternatively, reviewer can access the dataset by logging in to the PRIDE website using the following account details: Username-  and Password- AMajtxhzVjvq.

***Western blot analysis in 3T3-L1 cells***

Protein lysates were prepared from 3T3-L1 cells as described in section 2.9. Western blot analysis was performed using 15 mg protein per sample with primary antibody recognized Akt (Cell Signaling Technologies, #2920), pAkt_S473_ (Cell Signaling Technologies, #9271), GLUT4 (self-made) or α-Tubulin (Sigma-Aldrich, #T6074) and secondary antibody (LiCOR, P/N 926-68070, P/N 926-68071, P/N 926-32212).

***miRCURY assay-based validation for selected miRNAs & gene expression***

The table below contains the catalog information and mature miRNA sequence of the assayed miRNAs and forward and reverse sequence of the genes.

| **miRNA** | **Catalog number** | **mature miRNA sequence** |
| --- | --- | --- |
| hsa-miR-142-5p | YP00204722 | CAUAAAGUAGAAAGCACUACU |
| hsa-miR-146b-5p | YP02119310 | UGAGAACUGAAUUCCAUAGGCUG |
| hsa-miR-335-5p | YP02119293 | UCAAGAGCAAUAACGAAAAAUGU |
| mmu-miR-342-5p | YP00205185 | AGGGGUGCUAUCUGUGAUUGAG |
| **Gene** | **Forward primer** | **Reverse primer** |
| *Gna12* | AAGTCCACCTTCCTCAAGCA | CCATCAGAAACATCCCGTGC |
| *Hspa13* | TGCCTGCAGAATTCGACCTA | GAGTTCCTCCACCCAAGTCT |
| *Gga3* | CTACCAATCCTTCCAACCGC | TGAAGTCTCCTGCCACAGTT |
| *Ppil2* | CGAGAGAGACGCTACAGGAG | ACCATGGCAGTAGAGGTGAA |

***Validation of GNA12 and GGA3 in SGBS cells***

Human Simpson-Golabi-Behmel syndrome (SGBS) cells were cultured as described (3). One day after seeding, cells were transfected with 20nM hsa-miR-335-5p mimic (C-300708-05-0005, Horizon) or 20 nM non-targeting (NT) control (CN-001000-01-20, Horizon) by using lipofectamine 2000 according to the manufacturer's protocol (11668019, Invitrogen). After 48 h of incubation, cells were harvested for RNA isolation (day 0).

Total RNA was purified with Quick-RNA Miniprep Kit (R1055, Zymo), reverse transcribed with SuperScript II Reverse Transcriptase (18064071, Invitrogen) and quantified with iTaq Universal SYBR Green Supermix (1725124, BioRad) using the following primers: EEF2-fwd: 5’-CAT TGC CGA GCG CAT CAA G-3’; EEF2-rev: 5’-CTC GCC GTA GGT GGA GAT GA-3#; GGA3-fwd: 5’-GAT AGG ACG CTG ATC CCC TCT-3’; GGA3-rev: 5’-TCA CTG AGC AGT CTC ACG TTG-3’; GNA12-fwd: 5’-CCG CGA GTT CGA CCA GAA G-3’; GNA12-rev: 5’-TGA TGC CAG AAT CCC TCC AGA-3’.

To quantify the miR-335-5p level, the purified RNA was reverse transcribed using the miRCURY LNA RT Kit (339340, Qiagen) and measured with the miRCURY LNA SYBR Green Kit (339347, Qiagen) by using the following primers: hsa-SNORD44 (YP00203902, Qiagen) and hsa-miR-335-5p (YP02119293, Qiagen).

***Demographic information of the human cohorts***

The table below contains the demographic information for the monozygotic twin pairs and the females at high risk of developing T2D from German cross-sectional TÜbingen Family (TÜF) study.

|  | **Monozygotic Twin pairs discordant for T2D** | **TÜF study** |
| --- | --- | --- |
| N (singletons, twin pairs) | 28 (14) | 99 |
| Age (years), mean ± SD | 68.1 ± 8.1 | 50.3 ± 11.6 |
| Female, % | 10 (35.7%) | 100% |
| Smoking, % (N =18) | Yes 3 (10.7%), No 15 (53.6%) | Not available |
| BMI (kg/m^2^), mean ± SD | 30.7 ± 7.0 | 31.4 ± 5.3 |

**Results**

***Chromosomal enrichment analysis for 150 differentially expressed miRNAs***

The table below shows the p value for the chromosomal enrichment analysis for the data presented in Figure 4A using the Fischer’s exact test.

| **Chromosome** | **No. of differentially expressed miRNAs** | **p-value** |
| --- | --- | --- |
| chr1 | 13 | 0.04 |
| chr2 | 13 | 0.1117 |
| chr3 | 1 | 0.0094 |
| chr4 | 6 | 0.4608 |
| chr5 | 2 | 0.0213 |
| chr6 | 4 | 0.3574 |
| chr7 | 9 | 0.3458 |
| chr8 | 1 | 0.0058 |
| chr9 | 10 | 0.1128 |
| chr10 | 3 | 0.0928 |
| chr11 | 17 | 0.0316 |
| chr12 | 25 | 0.0001 |
| chr13 | 8 | 0.0629 |
| chr14 | 5 | 0.567 |
| chr15 | 4 | 0.2464 |
| chr16 | 6 | 0.25 |
| chr17 | 1 | 0.0212 |
| chr18 | 6 | 0.2286 |
| chr19 | 3 | 0.2964 |
| chrX | 13 | 0.3297 |

***Weighted miRNA co-expression network analysis- hub miRNAs & T2D***

The table below contains the literature search results for the miRNAs identified using WMCNA as hub miRNAs for all the 13 modules.

The hub miRNAs from the WMCNA analysis were screened for their known functional relevance in the pathophysiology of type 2 diabetes (T2D).

**Figures**

**
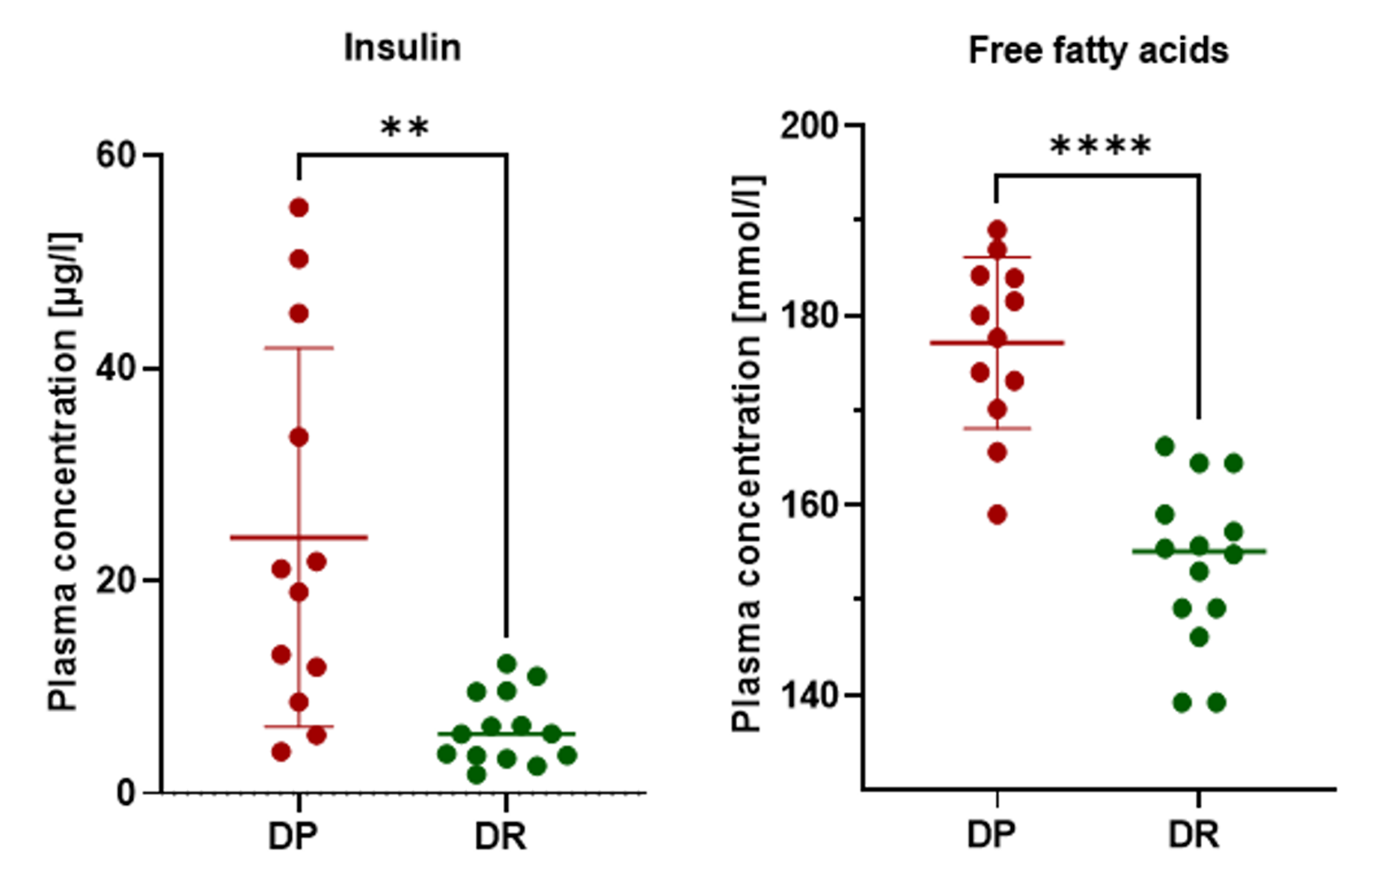
**

**Fig. S1: Plasma insulin and free fatty acid levels.** Plasma insulin concentration in µg/l was measured with high-sensitivity ELISA and free fatty acids in mmol/l. Data represented as mean ± SD for DP (red) and DR (green) animals; Unpaired t-test with Welch’s correction; **p<0.005, ****p<0.0001.

**
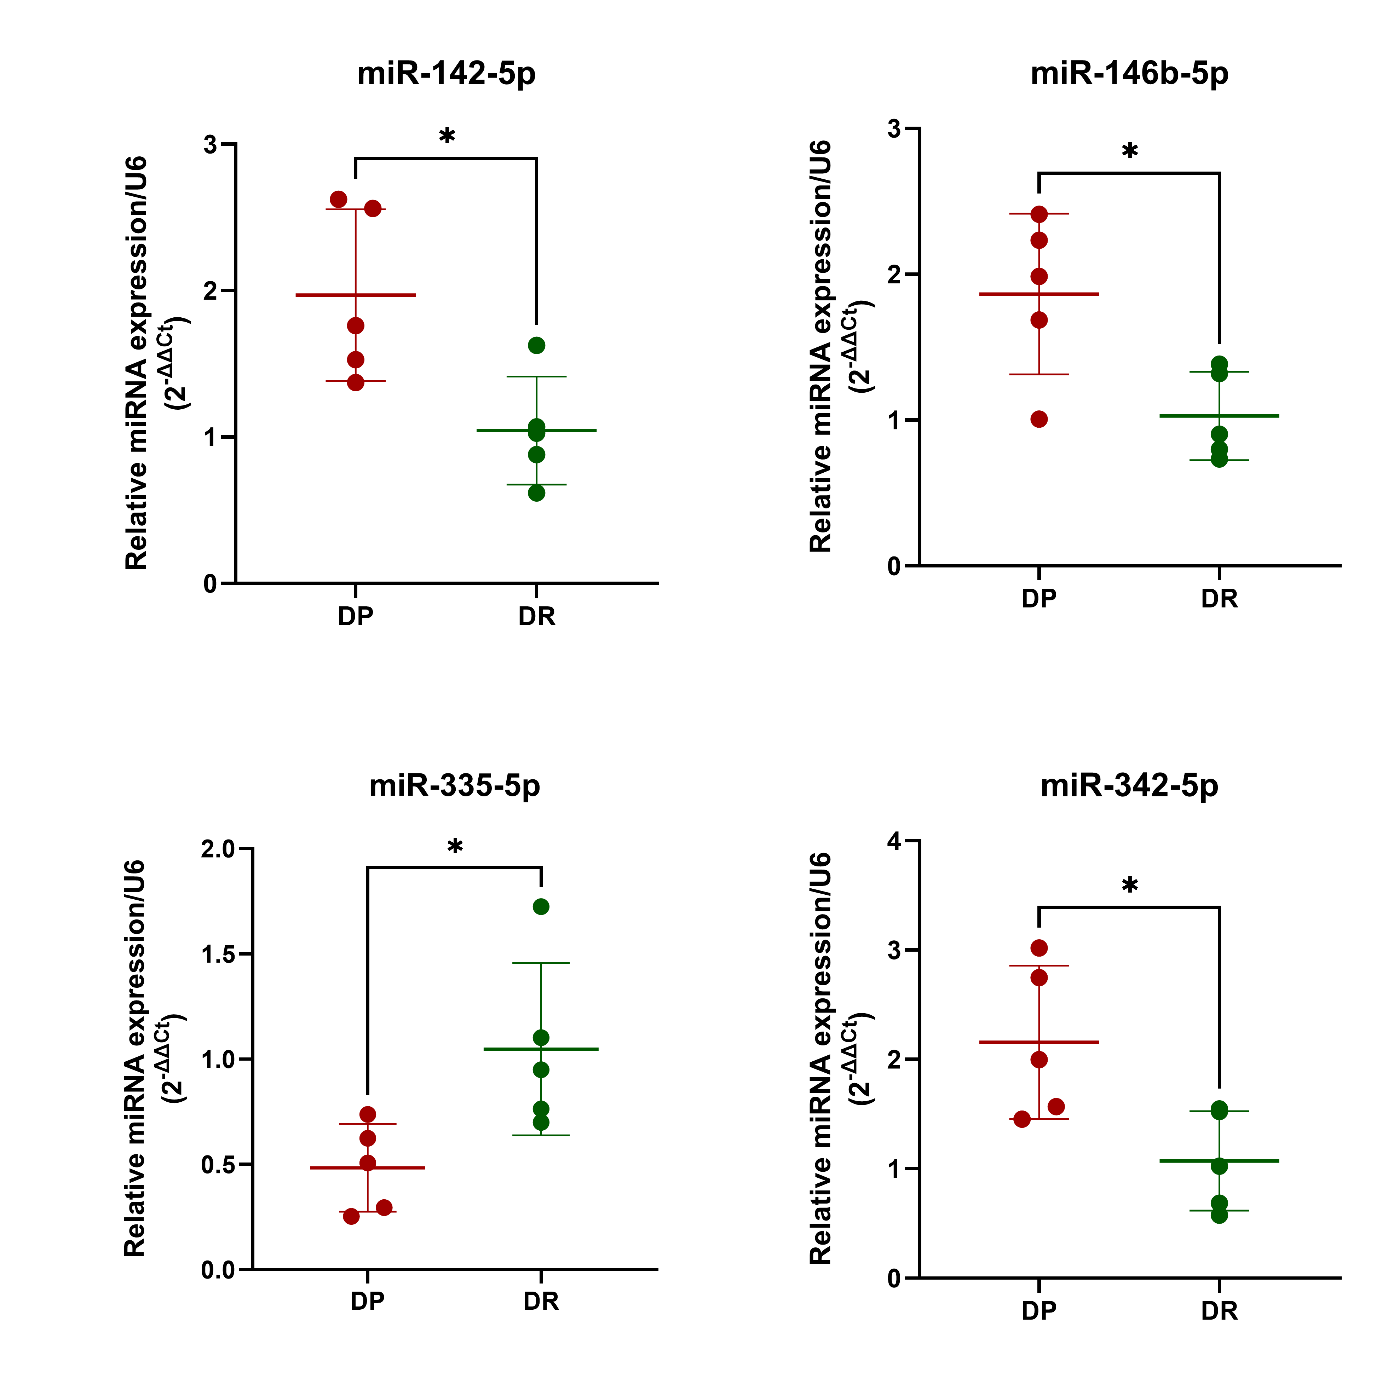
**

**Fig. S2: miRCURY assay-based qPCR validation of selected miRNAs.** A subset of mice from the DP and DR group were included for validation and *U6* was used as the endogeneous control. Data represented as mean ± SD; n = 6/group; Unpaired t-test with Welch’s correction; *p < 0.05.

**
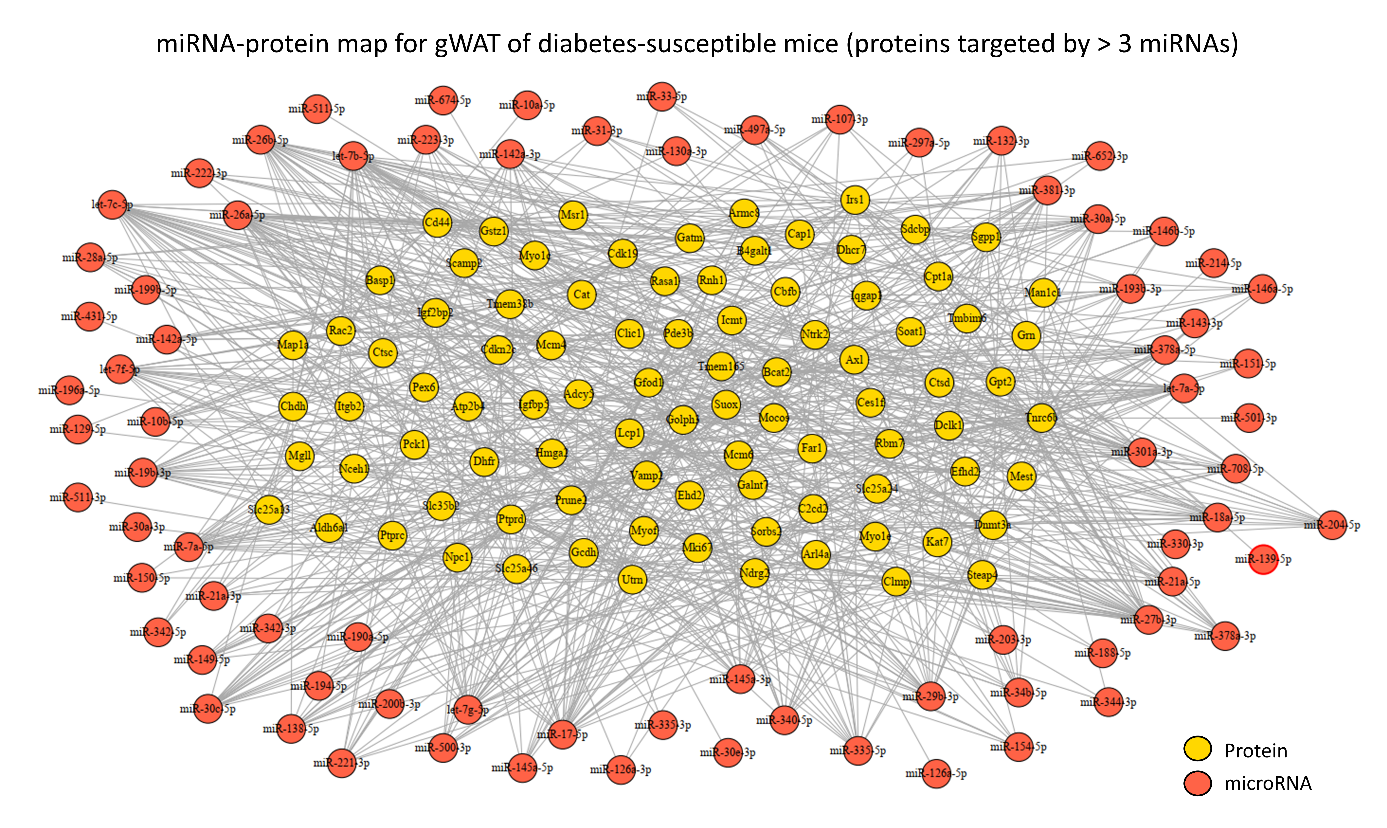
**

**Fig. S3: Snapshot of miRNA-mRNA-protein map of adipose tissue from diabetes-susceptible mice.** MiRNA-protein network based on differentially expressed miRNAs and proteins that are also differentially expressed in gWAT of DP mice. Circles represent miRNA or protein and lines represent putative regulation for proteins putatively targeted by > 3 miRNAs.

**
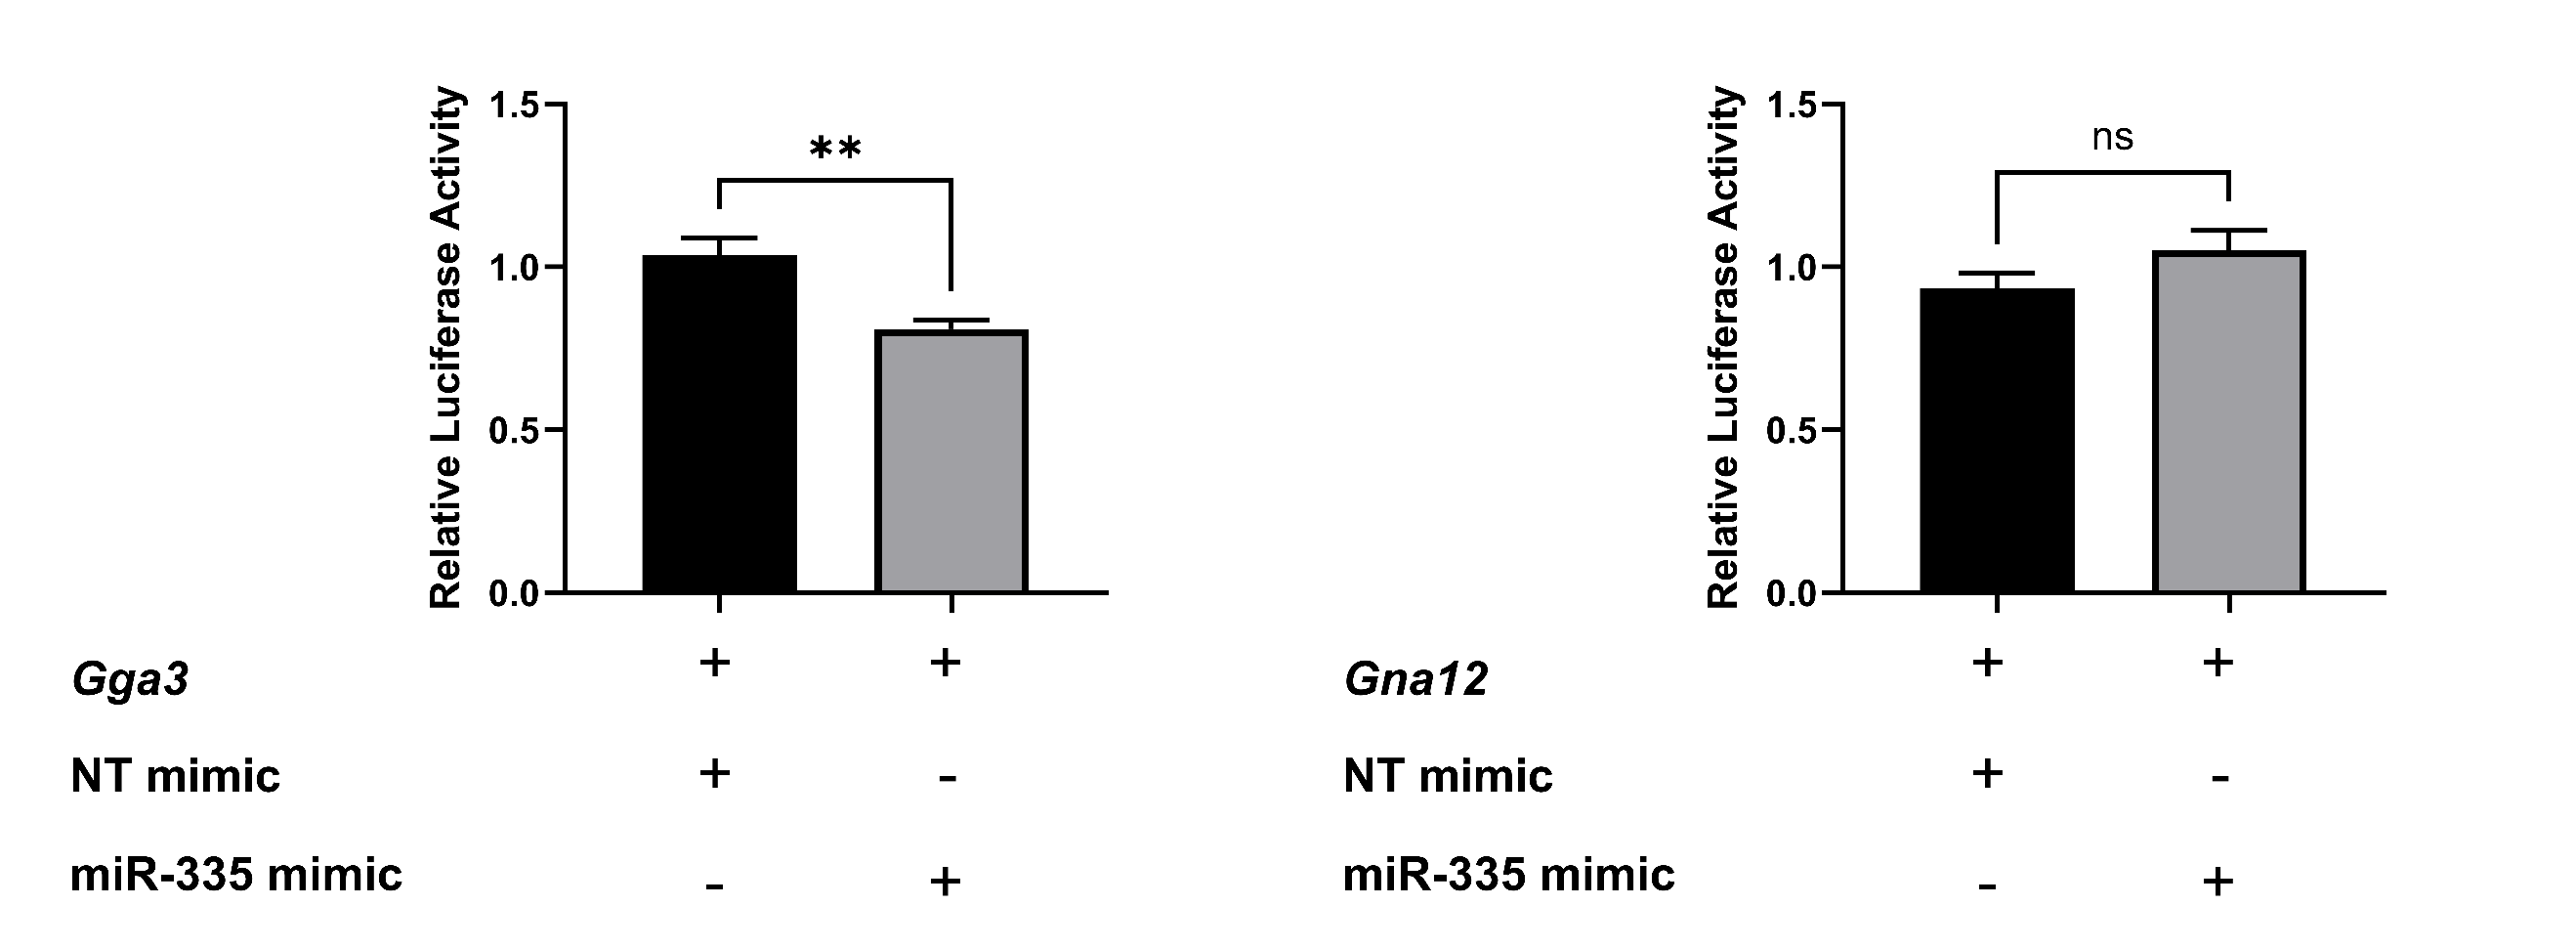
**

**Fig. S4: Gga3 is a target of miR-335.** Levels of luciferase activity in HeLa cells overexpressing miR-335-5p mimic and transfected with the Gga3 vector. Data are indicated as ratios with respect nontargeting miRNA. All luciferase activity data are presented as mean ± SEM. values from three independent experiments, each performed in triplicate (p < 0.05 vs NT mimic, two-tailed Mann–Whitney U test).

**
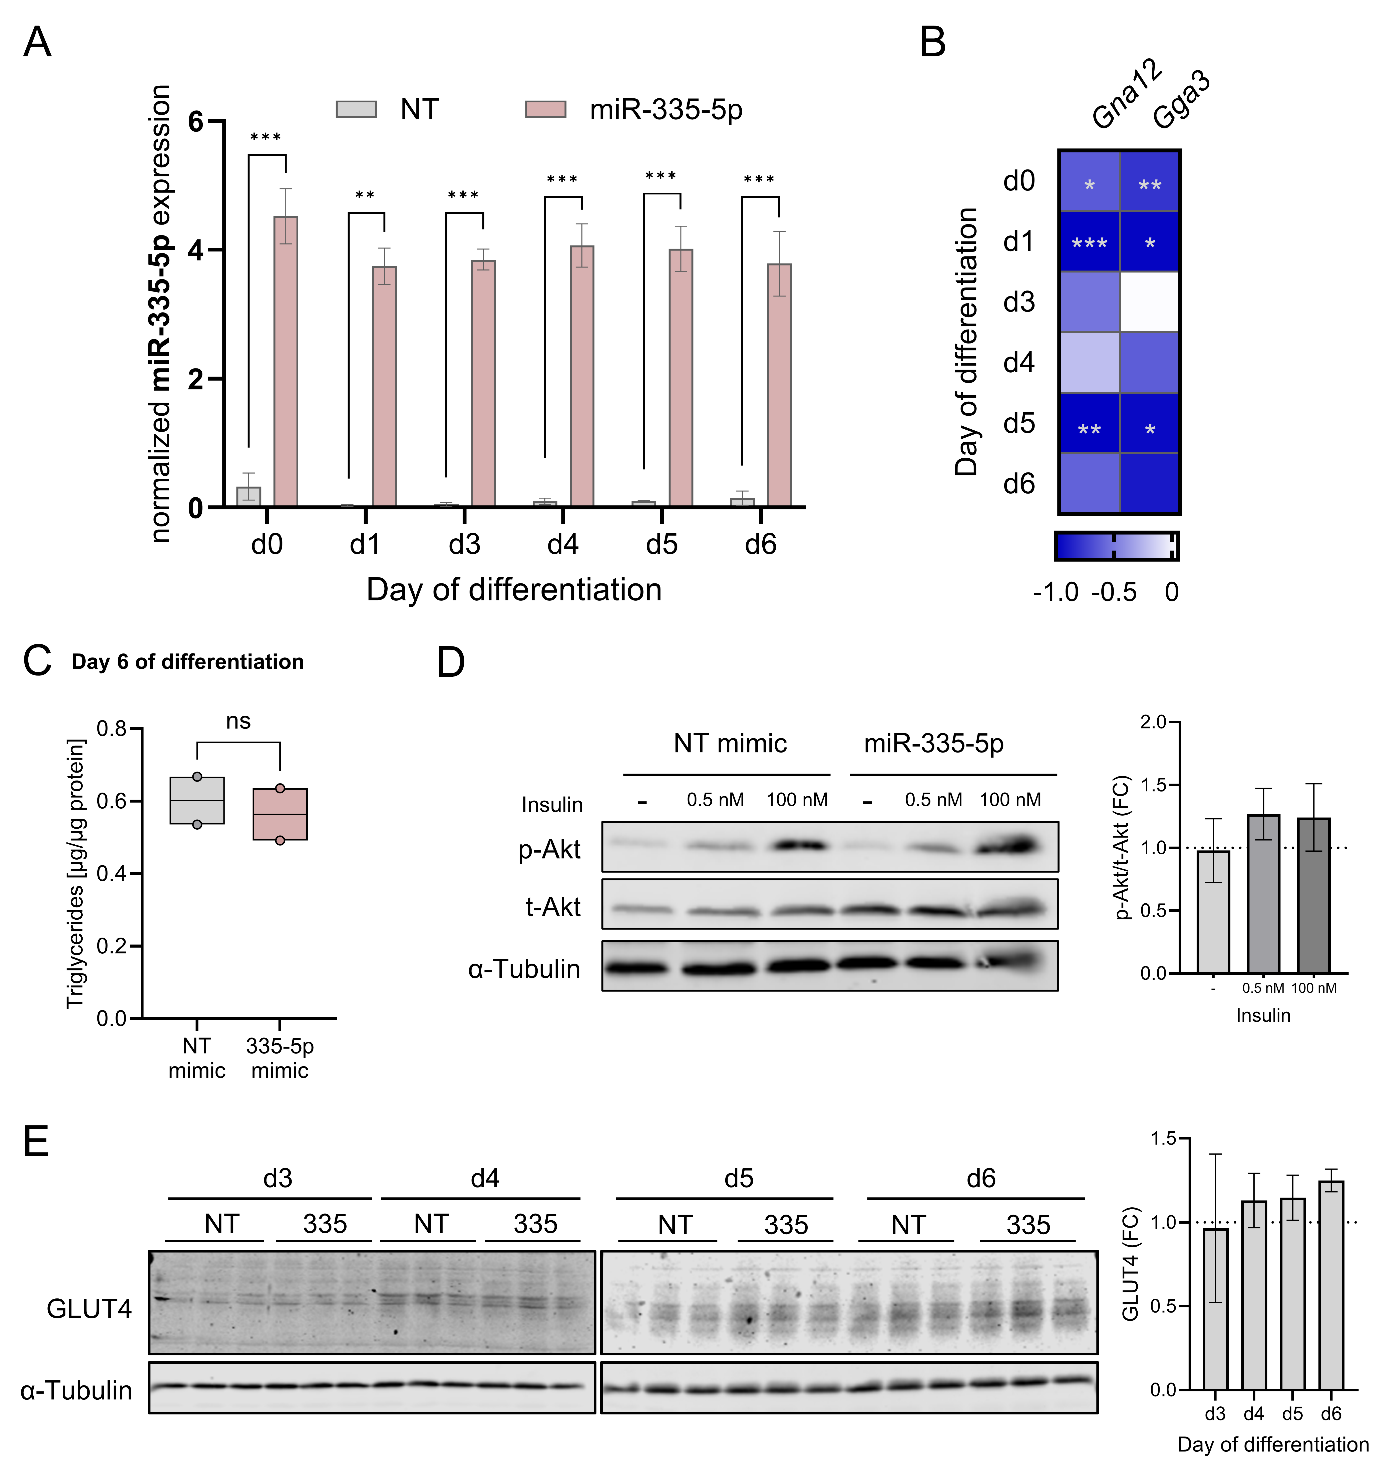
**

**Fig. S5: Molecular impact of miR-335-5p during 3T3-L1 differentiation.** (A) Expression profile of miR-335-5p during 3T3-L1 differentiation. (B) Heatmap showing Pearson correlation statistics, with color intensity representing the correlation coefficient (r) and asterisks indicating statistical significance (p-values). (C) Triglyceride accumulation in 3T3-L1 cells at day 6 of differentiation following transfection with NT or miR-335-5p. (D) Western blots of insulin-stimulated (0 nM, 0.5 nM or 100 nM for 20 min) mature adipocytes transfected with NT mimic or miR-335-5p mimic, respectively (left) and corresponding quantification plots showing the fold change (right). (E) Western blots of GLUT4 expression during differentiation (day 3, day 4, day 5 and day 6) of 3T3-L1 cells transfected either with NT mimic or miR-335-5p mimic (left) and quantification plots showing the fold change (right). Unpaired t-test (A); unpaired t-test with Welch’s correction (C); Data showing the mean ± SEM for two to six independent experiments (A, D and E); ns - not significant, *p < 0.05, **p < 0.01, ***p < 0.001.

**References**

1. Ludwig KR, Schroll MM, Hummon AB. Comparison of In-Solution, FASP, and S-Trap Based Digestion Methods for Bottom-Up Proteomic Studies. J Proteome Res. 2018 Jul 6;17(7):2480–90.

2. Burkhart JM, Schumbrutzki C, Wortelkamp S, Sickmann A, Zahedi RP. Systematic and quantitative comparison of digest efficiency and specificity reveals the impact of trypsin quality on MS-based proteomics. J Proteomics. 2012 Feb;75(4):1454–62.

3. Wabitsch M, Brenner RE, Melzner I, Braun M, Möller P, Heinze E, et al. Characterization of a human preadipocyte cell strain with high capacity for adipose differentiation. Int J Obes Relat Metab Disord. 2001;25(1):8–15.

How the deposited data were processed for this re-analysis (not part of the article)

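Small RNA sequencing of gonadal white adipose tissue of female NZO mice, 15 diabetes-prone (DP) and 14 diabetes-resistant (DR), was taken from the deposited table of read counts. The paper gives 15 mice per group and uses 29 of 30 in its analysis, which is the number of libraries in the table. The age of 10 weeks was taken from the paper's methods. According to the paper, the authors had the libraries sequenced on a BGISEQ-500 instrument and annotated mature and hairpin miRNAs with miRDeep2, and the submitters' processing notes name Bowtie2 and the genome build mm10. The deposited values are raw counts, whole numbers with 1 column per mouse and no normalization. How reads that match several miRNAs were counted is not stated. The table holds 5355 features, among them 1571 mature and 1526 hairpin miRNAs. The 4 entries for exons, introns, intergenic sequence and repeats name no RNA and were left out of all tests. They held a median of 8.39% of the counts of a library (6.89% to 12.1%).

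Counts of mature and hairpin miRNAs were analysed together, as the paper describes, with edgeR 4.0.16 in R 4.3.3 (the paper states edgeR 3.36.0 and R 4.1.2). Features with a mean count above 10 were kept, which left 574 mature miRNAs, 53 of them predicted miRNAs without a miRBase name, and 588 hairpin miRNAs. Libraries were scaled by TMM, and DP was compared with DR by the quasi-likelihood F-test of edgeR without covariates, with Benjamini-Hochberg adjustment over all 1162 features. The paper's threshold is an unadjusted p under 0.05. Text that says rose, fell or did not pass uses an adjusted p under 0.05 instead. Log2 fold changes are DP over DR. Expression per mouse is given as CPM after TMM scaling, and log2 CPM was computed with a prior count of 2. Mature and hairpin counts per library ranged from 20385384 to 23214934 in DP and from 20599231 to 23187920 in DR mice. Reads carry no molecular identifiers, so the counting precision of a library does not cover amplification.

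A mature miRNA was taken to change with its hairpin when a hairpin of the same stem had an unadjusted p under 0.05 in the same direction. Hairpin names turned out to carry an arm, which had not been foreseen when the rule was set, so the exact name was added as an alternative. Coordinates were taken from the RefSeq annotation of GRCm38, the assembly that mm10 denotes. Of 521 tested mature miRNAs with a miRBase name, 519 had a locus there, 487 of them on 1 chromosome and 32 on several. Chromosomes were tested with the two-sided Fisher's exact test. Connectivity was computed as a signed network at the power of 12 stated in the paper, without calling modules. The 28 lists of miRNAs, of which 27 had a measured member, were written before the data were examined and tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry in limma 3.58.1. Of these lists, 12 passed with the preset correlation, 7 with the estimated one and 15 with fry, which asks only whether the members move in 1 direction on balance. The miRNAs chosen for the text are the mouse miRNAs that the paper names for gWAT, the 10 mature miRNAs with the highest and the 10 with the lowest log2 fold change among those with an adjusted p under 0.05 and a mean CPM of at least 10, and up to 4 members of each list with the smallest p. Of the latter, some appear only in the counts of their list. The RT-qPCR assays miR-100-5p, miR-130a-5p, miR-146a-5p and miR-30b-5p were first missed under this rule and were added after the data were seen. The paper's Table S1 had been seen when this rule was written.

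Permutation tests used 100000 permutations and were two-sided. Alternatives set before the data were examined were other scalings (median-of-ratios size factors, library totals), other filters on low counts, mature miRNAs alone, other tests (the exact and likelihood ratio tests of edgeR, DESeq2 1.42.0, limma-voom), leaving out the 10 most abundant features, thinning to the smallest library, leaving out each library in turn, and other rules for hairpins, members, chromosomes and connectivity. Alternatives with library number, which the labels give and which the second principal component follows, were added after the data were seen, as were library sizes from all named features, the exact hairpin name, the wider chromosome background and the hairpin share without miR-21a-5p.

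The steps were tested on simulated counts made from the means and library sizes of these libraries, with 200 of 1162 features changed. The simulation was first run with dispersions from the trend, and was changed to dispersions per feature after its recovery at small folds was seen. At an adjusted p under 0.05 from edgeR's quasi-likelihood test, the number recovered of 50 changed features was 1 with trended and 11 with per-feature dispersions at a log2 fold of 0.25, 17 and 31 at 0.5, 47 and 49 at 1, and 50 and 50 at 2. Of 962 unchanged features, 4 and 8 were called. For the hairpin rule, 100 simulated pairs of mature and hairpin miRNAs were changed by a log2 fold of 1, at a fixed dispersion of 0.02. When all were raised, the 100 were found together with 17 unchanged pairs. When they were raised and lowered in turn, a design adopted after the first outcome was seen, the 100 were found and no other. The simulated fold exceeds the median absolute log2 fold change of 0.42 of the mature miRNAs changed with a hairpin of the same name. In random splits of the libraries other than the real one, a median of 6 and up to 105 mature miRNAs changed with their hairpin. The simulation therefore cannot tell how many pairs the rule misses or wrongly calls in these libraries. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15. The RT-qPCR, mRNA, methylation, protein and human data of the study have no counts in the deposited small RNA table and were not analysed.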

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

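None of the tests in this part was chosen after its result was seen. The paper does not report on the precursor families, piRNA and snoRNA below, and each count is of those that differed between 15 DP and 14 DR mice at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Of 89 families of miRNA precursors in the Rfam annotation, 13 differed, 5 higher and 8 lower in DP mice. The largest change was that of the mir-221 family, with a log2 fold change of 1.06, and the others that rose were mir-132 (0.67), mir-205 (0.62), mir-21 (0.56) and mir-223 (0.35). Those that fell were mir-193 (-0.72), mir-338 (-0.61), mir-203 (-0.61), mir-204 (-0.51), mir-143 (-0.45), mir-126 (-0.34), mir-26 (-0.32) and mir-10 (-0.31). Of 491 sequences annotated as piRNA, 9 differed, 4 higher and 5 lower, and of 99 snoRNA families 1 differed, SNORD10 with a log2 fold change of 0.49 (adjusted p = 0.00463 from edgeR's quasi-likelihood test). At an unadjusted p under 0.05, 32 precursor families, 35 piRNA sequences and 6 snoRNA families differed. The families named here were chosen after their values were seen.

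Outside the 150 miRNAs of the paper's Table S1, 40 mature miRNAs differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 22 higher and 18 lower in DP mice. The paper names 3 of them elsewhere, miR-1199-5p and miR-300-3p as hubs and let-7i-5p among its RT-qPCR assays. Of these 40, 18 have a hairpin of the same name above the filter on low counts, 22 have none, and 11 have no miRBase name. Those that rose include miR-1199-5p, with a log2 fold change of 1.47, and miR-34c-5p, with 1.07. Those that fell include miR-204-3p, with -0.72, and miR-384-5p, with -0.68, the latter named after its value was seen.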

How the results depend on the processing

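The alternatives with library number, with library sizes from all named features, with the exact hairpin name and with the wider chromosome background were chosen after the data were seen, and where a value below moved, the cause was not tested unless it is given. No paired analysis was possible because the DP and DR mice share no replicate numbers. Over the alternatives set before the data were examined, apart from leaving out libraries, miR-335-5p stayed between -0.93 and -0.83 and miR-335-3p between -1.12 and -1.01 on the log2 scale, the chromosome 18 cluster between -0.47 and -0.36, the chromosome 14 cluster between 0.33 and 0.43 and the median of the Dlk1-Dio3 miRNAs between 0.19 and 0.30. Leaving out 1 library at a time gave 405 to 453 features at an unadjusted p under 0.05, 276 to 325 at an adjusted p under 0.05, and 150 to 171 mature miRNAs changed with their hairpin. It ended calls from edgeR's quasi-likelihood test for these miRNAs, with the number of 29 fits: let-7a-2-3p (18), let-7c-5p (11), let-7i-5p (15), miR-1193-3p (9), miR-126a-5p (8), miR-142a-5p (15), miR-154-5p (23), miR-17-3p (16), miR-221-5p (9), miR-26a-1-3p (16), miR-300-3p (16), miR-381-3p (11). Calls were also lost, by the test of each setting, with median-of-ratios size factors for miR-154-5p and let-7i-5p; with library totals for let-7c-5p, let-7a-2-3p, miR-30e-3p, miR-26a-1-3p, miR-196a-5p, miR-126a-5p and miR-194-5p; without a filter for miR-142a-5p, miR-543-3p, miR-381-3p, miR-1193-3p, miR-154-5p, miR-136-3p, miR-17-3p, miR-18a-3p, let-7c-1-3p, miR-300-3p, miR-221-5p, let-7i-5p, let-7a-2-3p, miR-26a-1-3p, miR-212-5p, miR-126a-5p and miR-200c-3p; with edgeR's exact and likelihood ratio tests for miR-381-3p, miR-1193-3p, miR-154-5p, miR-300-3p, let-7c-5p, let-7i-5p, let-7a-2-3p, miR-26a-1-3p, miR-196a-5p and miR-126a-5p; with limma-voom for miR-221-5p, let-7a-2-3p and miR-126a-5p; with mature miRNAs alone for miR-154-5p, miR-300-3p, let-7a-2-3p and miR-26a-1-3p; with thinned counts for let-7c-5p and let-7a-2-3p; with library number 200 or above as a term for miR-142a-5p, miR-381-3p, miR-154-5p, miR-17-3p, miR-300-3p, let-7c-5p, miR-212-5p and miR-194-5p; as a linear term for miR-142a-5p and let-7c-5p; with library sizes from all named features for miR-154-5p; below 200 alone for miR-142a-5p, miR-1193-3p, miR-136-3p, miR-17-3p, miR-221-5p, let-7a-2-3p, miR-30e-3p, miR-26a-1-3p, miR-132-3p, miR-212-5p, miR-196a-5p, miR-205-5p, miR-194-5p and miR-138-5p; and from 200 on for 75 miRNAs besides those of miR-335. Calls were also gained among the miRNAs chosen for the text: 7 with library number as a linear term, 11 with 200 or above as a term and 11 below 200 alone. Scaling by library totals moved the median of all features to 0.09 and gave 340 at an adjusted p under 0.05, of which 265 were among the 301. Without a filter on low counts, 3084 features were tested and 305 were lower at an unadjusted p under 0.05. With a mean count above 100, 684 were tested, 155 were higher and 37 Dlk1-Dio3 miRNAs were above 0, fewer because fewer were tested. With mature miRNAs alone, 574 were tested, and 224 changed (118 higher, 106 lower) at an unadjusted and 153 at an adjusted p under 0.05, again fewer because fewer were tested. Counting only the miRNAs of Table 2, 22 were above 0. With an estimated correlation, 7 lists passed camera in place of 12. With all mature miRNAs of the annotation as background, chromosome 12 had an odds ratio of 2.86 (adjusted p = 0.000192 from Fisher's exact test), and with the exact hairpin name as well 2.29 (adjusted p = 0.0125 from the same test). The libraries numbered 200 and above alone, 13 of the 29, gave 220 features at an unadjusted p under 0.05 (143 higher, 77 lower), 19 at an adjusted p under 0.05 and 72 mature miRNAs changed with their hairpin. The 16 below 200 gave 303 at an adjusted p under 0.05, so the number of mice alone does not account for this, and the cause was not tested. There miR-335-5p (-0.56, adjusted p = 0.0968) and miR-335-3p (-0.92, adjusted p = 0.0769) did not pass edgeR's quasi-likelihood test. Of 297 features that passed with all mice and were measured in both parts, 297 had the same sign below 200 and 296 from 200 on, the exception being the hairpin of let-7b-5p (-0.28 with all mice, 0.00486 from 200 on).

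Among the miRNAs chosen for the text, the log2 fold changes that reversed are those of mature miRNAs that did not pass edgeR's quasi-likelihood test with all mice. With library totals they were miR-3057-5p (0.0130), miR-700-5p (0.0365), novel_mir29 (0.00194), miR-103-3p (0.0303) and miR-107-5p (0.0253). Without a filter they were miR-186-5p (-0.00471) and miR-29c-3p (-0.00731), and with limma-voom miR-186-5p (-0.00290), novel_mir66 (0.13) and miR-122-5p (-0.40). With library number 200 or above as a term they were miR-3057-5p (0.0491), miR-186-5p (-0.10), miR-29c-3p (-0.0683), miR-107-5p (0.0474) and miR-122-5p (-0.0152), and with library number as a linear term miR-3057-5p (0.000127), miR-186-5p (-0.0585), miR-29c-3p (-0.0347) and miR-107-5p (0.0219). Below 200 alone they were miR-186-5p (-0.14), miR-93-5p (0.0221), miR-29c-3p (-0.0474), miR-103-3p (0.10), miR-122-5p (-0.32) and miR-148a-5p (-0.0272), and from 200 on miR-3057-5p (0.29), miR-700-5p (0.00783), let-7g-5p (0.0136), let-7b-5p (0.0524), miR-93-3p (-0.00250), miR-29c-3p (-0.0226) and miR-107-5p (0.0775). Leaving out 1 library at a time, the log2 fold change of these miRNAs changed sign, given as the range with the libraries whose removal changed the sign: miR-107-5p -0.13 to 0.0245 (DP 187, DP 197, DR 200, DP 206), miR-122-5p -0.61 to 0.39 (12 libraries), miR-186-5p -0.0921 to 0.0836 (9 libraries), miR-29b-1-5p -0.00893 to 0.0756 (DR 193, DP 207, DP 210), miR-29c-3p -0.0423 to 0.0643 (DP 183, DP 195, DR 201, DP 207, DR 211), miR-3057-5p -0.14 to 0.00229 (DP 197), miR-671-5p -0.0428 to 0.22 (DP 195), miR-700-5p -0.11 to 0.0303 (DR 190), novel_mir29 -0.25 to 0.13 (DR 193). Thinning the counts to the smallest library gave 431 features at an unadjusted and 295 at an adjusted p under 0.05, 289 of the latter among the 301, and what a lower depth would lose was not tested. Small changes are often missed with these numbers of mice: of 50 simulated changes with a log2 fold of 0.25, 11 were recovered with dispersions per feature and 1 with trended ones.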

Differences from the paper's values

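The wider chromosome background and the exact hairpin name were chosen after the values were seen. The paper places the miRNAs of the imprinted locus within 10 kb (the paper's value), whereas the measured miRNAs on the list of the cluster span 184.3 kb in GRCm38, and with members taken by coordinates between Dlk1 and Dio3, set before the data were examined, 714.4 kb, which differs as well. In the paper's supplement, Fisher's exact test has p = 0.04 for chromosome 1, 0.0316 for chromosome 11 and 0.0001 for chromosome 12 (the paper's values), and here it has p = 1, 0.866 and 0.149. The 3 alternatives set before the data were examined differ as well: in the same order, p was 0.836, 1 and 0.0882 with all mature miRNAs above the filter as background, 1, 0.445 and 0.767 with an adjusted p under 0.05 for mature miRNAs and hairpins, and 0.460, 0.536 and 0.0796 with hairpin loci counted once. With all mature miRNAs of the annotation as background, chosen after the values were seen, p was 0.425, 0.439 and 9.6e-06, and with the exact hairpin name and that background, also chosen afterwards, 0.287, 0.250 and 0.00125, so that a small p was reached on chromosome 12 only. With library number 200 or above as a term, also added afterwards, and the tested miRNAs as background, p was 0.679, 0.738 and 0.0375. For chromosome 12 the adjusted p from this Fisher's exact test was 0.250. The exact hairpin name, chosen after the values were seen, places 25 changed miRNAs on chromosome 12, the paper's 25, but 9 on chromosome 1 against the paper's 13 and 15 on chromosome 11 against the paper's 17. The paper's Table S1 places miR-194-5p, miR-199a-5p, miR-29b-3p and miR-30c-5p on chromosome 1 and miR-196a-5p and miR-146a-5p on chromosome 11, which account for these gaps. All of them were left out here, miR-146a-5p because it has no locus in the annotation and the others because they have loci on several chromosomes, so that fewer changed miRNAs entered the test for these chromosomes than the paper counts there.

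The means and SDs in the paper's Table S1 give a coefficient of variation of 6.197% in DP and 6.712% in DR mice (the paper's values) for each of its 150 miRNAs, whereas the median over these miRNAs was 18.77% and 19.87% here. It was 18.65% and 19.49% with median-of-ratios size factors and 19.49% and 19.89% with library totals, so these alternatives differ as well. The paper's means and SDs match those of fitted values of the model, whereas the values here are the spread of CPM between mice, so these are unlike measures.

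The count of mature miRNAs changed with their hairpin was 166 with a hairpin of the same stem, and the exact hairpin name, chosen after the values were seen, reaches the paper's 150 and drops none of the miRNAs of its Table S1. The same rule reaches the paper's 110 miRNAs with a human counterpart, where the stem gives 120. The paper describes every miRNA of the imprinted locus as raised. Here 67 of 71 measured members were above 0, 4 were below and 19 rose at an adjusted p under 0.05 from edgeR's quasi-likelihood test, while all 22 miRNAs of Table 2 were above 0. At the paper's threshold, an unadjusted p under 0.05, 31 of the 71 were higher and 0 lower by the same test. The paper's text names miR-30c-5p as a hub, and its list of 50 hubs holds miR-30e-5p in its place. The paper counts miR-342 with the imprinted cluster, and in GRCm38 its hairpin lies in Evl, 793.8 kb from Dlk1. The paper groups miR-378a with miR-143 and miR-145a, and its hairpin lies 249.9 kb from that of miR-145a.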

Other observations

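The tests of library number as the source of the calls, of hairpin counts as reads of the same mature arm, of fewer adipocytes, more myeloid cells and scaling, and of the SDs of Table S1 were chosen after the result was seen. The miRNAs of the myeloid list, which also holds markers of inflammation, were higher and adipocyte miRNAs lower in DP mice. If adipocytes alone were fewer, the miRNAs of all other cell types would be raised alike. A score of 5 endothelial and miR-150 markers differed by -0.336 on the log2 scale (standard error 0.0554, permutation p = 1e-05, the smallest possible), with 15 of 15 DP mice below the DR median. Most of these markers were already known to be lower when the score was set, so its sign and p are not an independent test. The fibroblast miRNAs miR-199a-5p and miR-214-5p and the lymphocyte miRNA miR-342-3p, which rose, are not in the score. It therefore cannot decide about fewer adipocytes. The scaling is argued against, since the adipocyte median was -0.34 with library totals. More myeloid cells in the tissue may contribute, as the smallest log2 fold change of miR-223-3p, miR-142a-3p and miR-142a-5p was 0.39. A change of expression within cells stays open, as cell numbers were not measured in these data.

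As a hypothesis, miR-342-3p may follow immune cells rather than the Dlk1-Dio3 cluster that the paper counts it with. Across 29 mice, as deviations from the group means, its correlation with the myeloid miRNAs exceeded that with the cluster by 0.320 (interval 0.01447 to 0.6275). The lower end of the interval lies close to 0.

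Library number ran along the second principal component. Between libraries below 200 and those of 200 and above, 275 features differed at an adjusted p under 0.05 from edgeR's quasi-likelihood test. This division was chosen after the values were seen, so the choice may have raised that count. With library number as a linear term, which needs no division, 205 features differed by the same test, against 301 between DP and DR mice. Depth is argued against, since library number had a Spearman rho of 0.175 with the mature and hairpin counts (permutation p = 0.361). For GC content the Spearman rho with the change across miRNAs was -0.116 (interval -0.199 to -0.0312), between the sizes that would have counted for and against it, so that it cannot be told apart. Library number as the source of the DP and DR calls is argued against, since 296 of the 301 were called with it as a linear term and 284 with 200 or above as a term. The calls were not spread evenly, however. The features at an unadjusted p under 0.05 were 425 below 200 and 220 from 200 on, and at an adjusted p under 0.05 from the same test 303 and 19, with 18 of the 301 among the latter. Why few passed from 200 on was not tested. What the number stands for is not stated, and no biological explanation was tested.

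As a hypothesis, the hub miRNAs of the study may partly follow library number. Of 50 hubs, 22 differed between the parts (44%), against 124 of 524 other mature miRNAs (23.7%; odds ratio 2.53, Fisher's exact test, p = 0.00332). More hubs differed by group. Between DP and DR mice, 31 of the 50 hubs and 156 of all 574 mature miRNAs passed at an adjusted p under 0.05.

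Hairpin counts may hold reads of the mature arm that names them. Across 125 stems, the ratio of the arms in hairpin counts followed that in mature counts (Spearman rho = 0.881). Hairpin log2 fold changes correlated with their own arm at r = 0.928 and with the other arm at 0.811, a difference of 0.117 (interval 0.0612 to 0.196), which argues against counts of the whole precursor. A joint change of precursor and mature miRNA stays open, as read positions are not in the counts, and no biological explanation was tested.

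The means and SDs of the paper's Table S1 match those of fitted values of the model, with a difference of at most 0.000488% from the fitted values here. SDs of fitted values do not describe the spread between mice. How the paper computed them is not stated.

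The 29 libraries were also divided into groups of 15 and 14 in 100 splits, the real one included. Only the real split reached the 437 features at an unadjusted p under 0.05 (highest other 298), the 240 higher (138) and the 197 lower (162). It alone also reached the 301 at an adjusted p under 0.05 (136), the 166 mature miRNAs changed with their hairpin (105) and the 12 lists (11). The counts of features and of mature miRNAs argue against chance, to the precision of 100 splits. The median of 0.22 of the Dlk1-Dio3 miRNAs was also reached by the real split alone (0.19). The study picked out this locus, and members of several lists, as changed between these same groups. Random splits therefore cannot decide about that median or about the 12 lists. For the 67 Dlk1-Dio3 miRNAs above 0, 2 splits were as large and the highest other value was 69. Chance is therefore not excluded for that count. No other split reached the changes of 0.44 in size on chromosome 18 (0.30) or 0.36 on chromosome 14 (0.33). The study named those miRNAs as changed between these same groups, so random splits cannot decide about them. Nor is chance excluded for chromosome 12, where 6 splits reached p = 0.149 by Fisher's exact test (smallest other p = 2.3e-05).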
